# NF-κB Activator 1 downregulation in macrophages activates STAT3 to promote adenoma-adenocarcinoma transition and immunosuppression in colorectal cancer

**DOI:** 10.1186/s12916-023-02791-0

**Published:** 2023-03-29

**Authors:** Shunyi Wang, Yihe Kuai, Simin Lin, Li Li, Quliang Gu, Xiaohan Zhang, Xiaoming Li, Yajun He, Sishuo Chen, Xiaoru Xia, Zhang Ruan, Caixia Lin, Yi Ding, Qianqian Zhang, Cuiling Qi, Jiangchao Li, Xiaodong He, Janak L. Pathak, Weijie Zhou, Side Liu, Lijing Wang, Lingyun Zheng

**Keywords:** Act1, Macrophages, Colorectal cancer, Adenoma-adenocarcinoma transition, CD8^+^ T cells

## Abstract

**Background:**

Adenoma-adenocarcinoma transition is a key feature of colorectal cancer (CRC) occurrence and is closely regulated by tumor-associated macrophages (TAMs) and CD8^+^ T cells. Here, we investigated the effect of the NF-κB activator 1 (Act1) downregulation of macrophages in the adenoma-adenocarcinoma transition.

**Methods:**

This study used spontaneous adenoma-developing Apc^Min/+^, macrophage-specific Act1-knockdown (anti-Act1), and Apc^Min/+^; anti-Act1 (AA) mice. Histological analysis was performed on CRC tissues of patients and mice. CRC patients’ data retrieved from the TCGA dataset were analyzed. Primary cell isolation, co-culture system, RNA-seq, and fluorescence-activated cell sorting (FACS) were used.

**Results:**

By TCGA and TISIDB analysis, the downregulation of Act1 expression in tumor tissues of CRC patients negatively correlated with accumulated CD68^+^ macrophages in the tumor. Relative expression of EMT markers in the tumor enriched ACT1^low^CD68^+^ macrophages of CRC patients. AA mice showed adenoma-adenocarcinoma transition, TAMs recruitment, and CD8^+^ T cell infiltration in the tumor. Macrophages depletion in AA mice reversed adenocarcinoma, reduced tumor amounts, and suppressed CD8^+^ T cell infiltration. Besides, macrophage depletion or anti-CD8a effectively inhibited metastatic nodules in the lung metastasis mouse model of anti-Act1 mice. CRC cells induced activation of IL-6/STAT3 and IFN-γ/NF-κB signaling and the expressions of CXCL9/10, IL-6, and PD-L1 in anti-Act1 macrophages. Anti-Act1 macrophages facilitated epithelial-mesenchymal-transition and CRC cells’ migration via CXCL9/10-CXCR3-axis. Furthermore, anti-Act1 macrophages promoted exhaustive PD1^+^ Tim3^+^ CD8^+^ T cell formation. Anti-PD-L1 treatment repressed adenoma-adenocarcinoma transition in AA mice. Silencing STAT3 in anti-Act1 macrophages reduced CXCL9/10 and PD-L1 expression and correspondingly inhibited epithelial-mesenchymal-transition and CRC cells’ migration.

**Conclusions:**

Act1 downregulation in macrophages activates STAT3 that promotes adenoma-adenocarcinoma transition via CXCL9/10-CXCR3-axis in CRC cells and PD-1/PD-L1-axis in CD8^+^ T cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12916-023-02791-0.

## Background

Colorectal cancer (CRC), one of the most deadly and common types of cancer [1], is mainly caused by slow progression from precancerous adenoma. A total of 60–90% of sporadic CRC arise via the classical adenoma-carcinoma pathway [2]. Advanced adenomas are the most frequent premalignant precursor lesions of sporadic CRC [3, 4]. The transition from tubular adenoma to adenocarcinoma occurs over a period of more than 10 to 15 years [5]. The loss of the adenomatous polyposis coli (APC) gene, a regulator of the Wnt/beta-catenin pathway, is considered the initial step of the adenoma-carcinoma sequence and leads to abnormal cell proliferation and the formation of adenomatous polyposis [6]. Accumulated evidence has identified that chronic inflammation plays a key role in CRC initiation, promotion, and progression [7]. However, which cells in the tumor microenvironment are responsible for classical adenoma-carcinoma pathway-mediated sporadic CRC is still unknown.

Inflammatory cells are key components of the tumor microenvironment, and macrophages represent the most abundant leukocyte population infiltrating neoplastic tissues [8–10]. Tumor-associated macrophages (TAMs) polarization and their cytokines regulate the progression and metastasis of CRC [11]. Similarly, polarized macrophages and cytokines such as IL-6, IFN-γ, IL-1, etc. play an indispensable role in the progression of adenomatous polyposis [12]. In addition, PD-L1 (Programmed Cell Death Ligand 1) and PD-L2 (Programmed Cell Death Ligand 2) from TAMs or tumor cells promote the inhibitory function of the PD-1(Programmed Cell Death Protein 1) immune checkpoint in T cells [13, 14]. However, the role of TAMs in the adenoma-adenocarcinoma transition during CRC development is still unclear. Among cytokine signaling pathways, myeloid cell-specific NF-κB signaling is a central axis of proinflammatory cytokine production affecting tumor growth in multiple cancer models [15, 16].

NF-κB activator 1 (Act1), an adaptor protein, is also known as a connection to IKK and SAPK/JNK (CIKS) and TRAF3-interacting protein 2 (TRAF3IP2) [17]. Act1 has been shown to mediate the activation of both NF-κB and AP-1 in an IKK- and JNK-dependent manner [18]. Act1-deficient mice exhibit less severe allergic airway inflammation, pulmonary inflammation, and dextran sodium sulfate-induced colitis [19–21], suggesting a causal role for Act1 in autoimmune and inflammatory disorders. Therefore, as an NF-κB activator, the Act1 level in macrophages is likely to modulate TAMs to regulate CRC development and progression.

This study aimed to analyze the role of downregulated Act1 in macrophages in adenoma-adenocarcinoma transition in CRC and the underlying mechanisms. Using Apc^Min/+^ mice (a spontaneous adenoma model) and macrophage-specific Act1 knockdown (anti-Act1) mice, we generated Apc^Min/+^; anti-Act1 (AA) mice. We first observed adenoma-adenocarcinoma transition accompanied by infiltration of TAMs and CD8^+^ T cells in tumor tissues and shortened the overall survival of AA mice. Meanwhile, macrophage depletion significantly inhibited adenocarcinoma transition, adenoma formation, and recruitment of CD8^+^ T cells in AA mice and in the lung metastasis model of anti-Act1 mice. Moreover, anti-CD8a treatment effectively reduced lung metastatic nodules in anti-Act1 mice. In vitro, CRC cells induced CXCL9/10, IL-6 secretion, and PD-L1 expression in anti-Act1 macrophages via STAT3 activation. Interestingly, anti-Act1 macrophages induced CXCR3 (CXCL9/10 receptor) expression in CRC cells to promote epithelial-mesenchymal transition and CRC cells’ migration. Act-1 knockdown macrophages also increased the number of exhaustive PD1^+^Tim3^+^CD8^+^ T cells after coculture with CRC cells. Importantly, the PD-L1 inhibitor effectively suppressed adenocarcinoma transition and reduced tumor amounts in AA mice. Our results showed that Act1 downregulation in macrophages activates STAT3 to promote adenoma-adenocarcinoma transition via CXCL9/10-CXCR3-axis in CRC cells and immunosuppression via PD-1/PD-L1-axis in CD8^+^ T cells.

## Methods

### Clinical specimens for pathological analysis

A total of 65 cases of tumor tissues of patients with colorectal cancer, with a median age of 66 years (ranging from 33 to 87 years), and their matched non-tumorous colorectal tissues, as well as the corresponding clinical data, were collected from the Department of Pathology, People’s Hospital of Baoan District (Shenzhen, China) and the Department of Gastroenterology, Nanfang Hospital (Guangzhou, China). Pathologic diagnosis was performed by two independent pathologists based on the guidelines of the International Union Against Cancer (UICC). All samples were collected with informed consent from patients, and all related procedures were performed with the approval of the internal review and ethics boards of People’s Hospital of Baoan District of Shenzhen (Approval Number: BYL20220401) and Nanfang Hospital. Additional file 1: Table S1 summarizes the CRC patients’ demographics and clinical information.

### Animal experiments

Male and female C57BL/6 J-Apc^Min/+^ mice were purchased from the Jackson Laboratory (Jackson Laboratories, Bar Harbor, ME). Anti-Act1 mice were developed and described previously [22]. Male Apc^Min/+^ mice were mated with female anti-Act1 mice on the C57BL/6 J background to obtain AA mice. Their genotypes were identified by PCR using the following primers: Apc^Min/+^, forward: 5′-GCCATCCCTTCACGTTAG-3′, 5′-TTCCACTTTGGCATAAGGC-3′; reverse: TTCTGAGAAAGACAGAAGTTA; and anti-Act1, forward: 5′-CTGGTGCAGACAGCCTAGCTG-3′; reverse: 5′-CCTGCGAGCTAAAGT CCTGGA-3. The PCR product was separated by 1.2% agarose gel and visualized using a gel imager (Model G-box EF Syngene, USA). The detail of phenotyping assays is shown in Additional file 2: Figure S1. Mice were fed a normal diet and maintained at the Laboratory Animal Center of Guangdong Pharmaceutical University. Nine-week, 12-week, and 15-week male Apc^Min/+^ and AA mice were used for pathological analysis. For xenograft models, a single cell suspension of the MC38 CRC cells (5 × 10^5^/ml) was subcutaneously implanted into the left lumbar region of adult anti-Act1 mice and C57BL/6 J mice. Primary tumors were dissected from the sacrificed mice after 2 weeks, and the tumors were harvested for immunohistochemistry. For in vivo anti-PD-L1 treatment models, 12 weeks old male AA mice were randomly divided into two groups and treated with sterile phosphate-buffered saline (PBS) or anti-PD-L1 antibody (10 mg/kg, #1,380,723–44-3, Selleck) by intraperitoneal injection 2 times per week for 3 weeks. After the mice were sacrificed, the intestines were excised from each mouse. The intestines were cut longitudinally, and luminal contents were washed out using PBS. After unfolding on filter papers, the intestines were fixed in 10% phosphate-buffered formalin overnight. The next day, the intestines were stained with 0.1% (v/v) methylene blue. The numbers and diameters of the tumors in the small and large intestines were measured using an inverted microscope, and tumor volumes were calculated with the following equation: volume = 0.52 ⨯ (length ⨯ width^2^). For the lung metastasis mouse model, the detailed methods are presented in Additional file 3: Supplementary Methods.

All experiments were carried out in accordance with the "Guidelines for the Care and Use of Laboratory Animals of Guangdong Pharmaceutical University" and were approved by the Experimental Animal Ethics Committee of Guangdong Pharmaceutical University (Approval Number: Gdpulac2017026).

### Histology and immunohistochemistry

Paraffin-embedded intestines were sectioned and stained with H&E. Two senior pathologists graded the stained slides and defined the adenomas as low or high grades according to the consensus recommendations [23]. For immunohistochemistry assays, 3 µm thick tissue sections were subsequently dewaxed, deparaffinized, and rehydrated, and endogenous peroxidase was quenched with 3% H_2_O_2_ in methanol for 30 min. The slides were blocked with 10% bovine serum albumin (Sigma-Aldrich) at 37 °C for 50 min and then incubated with anti-CD68 (1:100; #ab213363, Abcam, America), anti-F4/80 (1:200; #70076 s, CST, America), anti-Ki67 (1:200; # ab15580, Abcam, America), anti-CD8 (1:200; #ab217344, Abcam, America), anti-E-cadherin (1:400, #3195, CST, America), anti-Snail (1:100, #A5243, ABclonal, China), anti-CXCR3 (1:100; #abs136633, Absin, China), anti-β-catenin (1:100, #610154, BD Biosciences, America), anti-CA19-9 (1:100, #ab15146, Abcam, America), and anti-Act-1 (1:50; #sc-100647, Santa Cruz Biotechnology, America) monoclonal antibodies were incubated overnight at 4 °C. Next, the tissue sections were incubated with a horseradish peroxidase-conjugated goat anti-rabbit or anti-mouse IgG antibody (ZSGB-BIO, Beijing, China) at 37 °C for 50 min. The slides were stained with diaminobenzidine solution (Dako Cytomation, Hamburg, Germany), and the cell nuclei were counterstained with hematoxylin. The images were taken with a microscope (OLYMPUS, Japan) 20 × field or 40 × field. The immunohistochemical staining data were collected and assessed quantified using Image-Pro Plus 4.5 software (Media Cybernetics, MD, USA).by two researchers using a double-blind protocol. For the lung metastasis mouse model, the detailed histological and immunohistochemistry assay are presented in Additional file 3: Supplementary methods.

### Immunofluorescent staining

To observe F4/80^+^ PD-L1^+^/CD68^+^ PD-L1^+^ macrophage and CD8^+^ PD1^+^ T cells in CRC tissue of patients and AA mice, the tissue slides were de-paraffinized, rehydrated, incubated for 30 min in sodium citrate buffer (10 mM sodium citrate, pH 6.0, 0.05% Tween-20) for antigen retrieval. The tissue was then blocked with a buffer containing 3% bovine serum albumin and 5% normal serum from the host species of the secondary antibody. Subsequently, sections were stained for 90 min at room temperature with the following primary antibodies in antibody diluent immunofluorescent staining was performed using the following antibodies: for mouse tissues, anti-F4/80 (mouse, 1:100; #30325 T, CST, America), anti-PD-L1(mouse, 1:100; #NBP1-76769, Novus, America), anti-CD8 (mouse, 1:100; #NBP1-49045, Novus, America), anti-PD-1(mouse, 1:100; #ab214421, Abcam, America), and matching Alexa Fluor (AF) 488- or AF594-coupled secondary antibodies (1:200, #A-11008, #A32758, #A-11006, #A-11012, Life Technologies) were used. Cell nuclei were counterstained with 4'-6-diamidino-2-phenylindole (DAPI). Sections were observed with a ZEISS LSM880 laser confocal microscope (Carl Zeiss, Jena, Germany) and the images were captured with ZEISS ZEN Microscopy software under a 100 × field.

For human tissues, anti-Act-1 (1:50; #sc-100647, Santa, America), anti-CD68 (human, 1:100; ab213363, Abcam, America), anti-PD-L1 (human, 1:100; #ab205921, Abcam, America), anti-CD8 (human, 1:100; #ab245118, Abcam, America), anti-PD-1(human, 1:100; #ab52587, Abcam, America), and matching Alexa Fluor (AF) 488- or AF594-coupled secondary antibodies (1:200, #A-11008, #A-11012, #A-11001, Life Technologies) were used. Cell nuclei were counterstained with 4'-6-diamidino-2-phenylindole (DAPI). Sections were observed with an Olympus DP70 fluorescence microscope (Olympus Corp., Tokyo, Japan) and the images were captured with DPControler software under a 40 × or 100 × field.

### Cell line culture and siRNA transfection

The two CRC cell lines MC38 and CT26 obtained from the Department of Pathology of Southern Medical University were routinely cultured in RPMI 1640 medium (Gibco) supplemented with 10% FBS (Gibco) and 1% penicillin–streptomycin (Sigma). All cells were authenticated and tested for Mycoplasma. Cells were cultured and allowed to grow as a monolayer in 5% CO_2_ and 37 °C and then collected with trypsin solution (0.5% w/v in PBS). For siRNA transfection, we used Lipofectamine 3000 (#L3000015, Thermo Scientific, USA) in 6-well tissue culture plates. Briefly, 100 nM of synthesized siRNA sequences for CXCR3 (RiboBio, Guangzhou, China) and one scrambled control sequence were transfected into the CT26 and MC38 cells. The efficiency of siRNA transfection was assessed by western blot analysis after 48 h of transfection. The siRNA sequences were listed as follows: CXCR3 siRNA1: 5’-GAGCAAATGTGGATGTTGT-3’; CXCR3 siRNA2: 5’-CTGCTATGCCCATATCCTA-3’; CXCR3 siRNA3: 5’-CTACGATCAGCGCCTCAAT-3’; Act1 siRNA1: Act1 siRNA2: CAGAATACTCTCCAGAAGA; CGATAGACACTGGCTATGA; Act1 siRNA3: GAACTCTAAGAACCAGCAA. The effect of siRNAs on the expression of Act1 or CXCR3 in MC38 cells was verified by western blot assay in Additional file 2: Figure S2 (A-B). Besides, the effect of CXCR3 or Act1 knockdown in MC38 on the expression of EMT markers or migration of MC38 cells was examined in different conditions (Additional file 2: Figure S2 (A-B)). siRNA1 for Act1 and siRNA2 for CXCR3 were chosen in this experiment.

### Isolation and cultures of bone marrow-derived macrophages (BMDMs) and siRNA transfection

All the following procedures were approved by the Ethics Committee of Guangdong Pharmaceutical University. Briefly, bone marrow cells were flushed from the femurs of 8 to 10-week-old anti-Act1 or wild type mice. Following the lysis of red blood cells with Ammonium-Chloride-Potassium lysis buffer (Lonza), cells were cultured with 50 ng/ml M-CSF (Pepro Tech) for 6 days in Iscove's Modified Dulbecco's Media (Gibco) supplemented with 10% heat-inactivated fetal bovine serum and 1% penicillin/streptomycin at 37 °C in a 5% CO_2_ incubator. The medium was refreshed every 3 days. For siRNA transfection, we used Lipofectamine RNAiMAX (#13778150, Thermo Fisher, MA, USA) in 6-well tissue culture plates. Briefly, on the 6^th^ day, 100 nM of three sequences of STAT3 siRNA and one scrambled control sequence were transfected into the BMDMs according to the manufacturer’s instructions. The transfected cells were cultured at 37 °C for 48 h, and then the efficiency of siRNA transfection was assessed by western blot analysis. The siRNA sequences are listed as follows: STAT3 siRNA1: 5’-CCACGTTGGTGTTTCATAA-3’; STAT3 siRNA2: 5’-GCAGGATCTAGAACAGAAA-3’; STAT3 siRNA3: 5’-GCATCAATCCTGTGGTATA-3’. The effect of siRNAs on the expression of STAT3 in anti-Act1 BMDMs was verified by western blot assay in Additional file 2: Figure S2C (a). Besides, the effect of STAT3 silencing in anti-Act1 BMDMs on the migration of MC38 cells was examined (Additional file 2: Figure S2C (b)). siRNA2 was chosen in this experiment.

For TAMs isolation and sorting from tumors of CRC patients, the detailed description in Additional file 3: Supplementary methods.

### BMDMs and CRC cell lines coculture

The coculture systems were established through 6-well plates and 0.4 μm pore size transwell inserts (Corning) [24]. Anti-Act1 or wildtype BMDMs (1 × 10^6^ cells/well) were seeded in 6-well plates and two CRC cell lines, CT26 or MC38 cells (5 × 10^5^/insert), were seeded in transwell inserts. Another coculture system exchanged the position of CT26 or MC38 cells with macrophages. For convenience, the aforementioned cells located in lower plates were regarded as research objects in the following experiments. For CD8^+^ T cells isolation, coculture with BMDMs and CRC cell lines, and flow cytometry analysis, the detailed methods were present in Additional file 3: Supplementary methods.

### In vitro wound-healing assay

MC38 cancer cells (2 × 10^5^ cells/well) were seeded in a 24-well plate and upon reaching 90 ~ 100% confluency, a linear wound was scratched with a 10 µl pipette tip. Thereafter, the transwell inserts with BMDMs were moved to the wells containing MC38 cancer cells. MC38 cell migration into the artificial wound area was monitored under microscopes. At 0 and 24 h after the creation of wounds, cell migration images were captured with a 10 × objective in a phase-contrast microscope. Cell migration was determined by the rate of cells moving toward the scratched area. ImageJ™ software was used to quantify the scratched area. All experiments were performed at least three times in triplicate.

### Transwell cell migration assay

Cell migration was further analyzed using a 24-well culture plate with polycarbonate sterile chambers (8 µm filters; Costar) without Matrigel coating. MC38 and CT26 cancer cells (2 × 10^5^ cells/insert) were incubated with 200 µl serum-free RPMI 1640 in the upper chamber and BMDMs from anti-Act1 and wild type mice in the lower chamber. The cancer cells were allowed to migrate through the upper chamber for 24 h at 37 °C. The nonmigrating cells were removed from the upper chamber with a cotton tip. Cells on the bottom side of the membrane were fixed in 4% paraformaldehyde for 30 min and stained with 0.5% crystal violet solution stain for 15 min at room temperature. Migration was quantified by counting cells in three fields of view at 40 × magnification using an inverted light microscope (Olympus). Five random fields of migrated cells were selected and counted using light microscopy.

### RNA extraction and real-time quantitative PCR (RT-qPCR) assay

Total RNA was isolated from tissue or cell samples using TRIzol Reagent (Invitrogen). cDNA was then synthesized via reverse transcription of 1 µg of total RNA using the PrimeScript RT Reagent Kit (Takara Biotechnology, Japan) according to the manufacturer’s protocols. RT-qPCR was performed with a Roche Light Cycler 2.0 (Roche Diagnostics, Basel, Switzerland). GAPDH was used as a reference housekeeping gene. All samples were tested in triplicate and repeated three times each. The 2^–ΔΔ^Ct method was used to analyze the relative mRNA expression levels. The primer sequences used for RT-qPCR are listed in Additional file 1: Table S2.

### Western blot analysis

The total cell lysate was prepared by sonicating cell extract lysed in RIPA buffer containing 50 mM Tris–HCl pH 8, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, and protease inhibitor cocktail. The protein content of the total cell extracts was determined using a Pierce BCA protein assay (Thermo Fisher Scientific). An equal amount of protein was loaded into each well of a 10% SDS-acrylamide gel, separated by gel electrophoresis, and then transferred to PVDF membranes. At room temperature, 5% skim milk blocking buffer was used to block the nitrocellulose membrane for 1 h. Then, the membrane was incubated with the primary antibody overnight at 4 °C. The next day, after washing three times with PBS, the membrane was incubated with a peroxidase-linked secondary antibody for 1 h at room temperature. Subsequently, the bands were visualized by chemiluminescence (Millipore). ImageJ (NIH, USA) was used to analyze the intensity of each band. β-actin and GAPDH were used as the internal control. The primary antibodies used were as follows: rabbit anti-E-cadherin (1:1000, #3195, Danvers, CST, MA, USA); rabbit anti-N-cadherin (1:1000, #13116, CST, Danvers, MA, USA); rabbit anti-Snail (C15D3) (1:1000, #3879, CST, Danvers, MA, USA); mouse anti-Act1(WW-18)(1:1000, #sc-100647, Santa Cruz Biotechnology, Dallas, TX, USA); rabbit anti-CXCR3 (1:100, #abs136633, Absin, Shanghai, China); rabbit anti-STAT3 (1:1000, #9139, CST, Danvers, MA, USA); rabbit anti-phospho-STAT3 (1:1000, #9145, CST, Danvers, MA, USA); rabbit anti-phospho-NF-κB p65 (Ser536) (1:1000, #3033, CST, Danvers, MA, USA); rabbit anti-NF-κB p65 (1:1000, #8242, CST, Danvers, MA, USA); goat anti-PD-L1 (1:1000, #AF1019-SP, R&D systems, USA); goat anti-CXCL10 (1:1000, #AF-466-NA, R&D systems, USA); mouse anti β-actin (1:10000, Boster, Wuhan, China) and rabbit anti-GAPDH (1:10000,CST, #2118, Danvers, MA, USA). All original blots were present in Additional file 5: Images of the original blot.

### RNA sequencing.

Total RNA in macrophages after coculture with MC38 cells was extracted using a TRIzol kit. After quantification and qualification of RNA, 1 µg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using the NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA), and index codes were added to attribute sequences to each sample. Clustering of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit v3-cBot-HS (Illumina). After cluster generation, the library preparations were sequenced on an Illumina NovaSeq platform, and 150 bp paired-end reads were generated. Raw data (raw reads) in fastq format were first processed through in-house Perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapters, reads containing poly-N and low-quality reads from raw data. At the same time, the Q20, Q30, and GC contents of the clean data were calculated. All downstream analyses were based on clean data with high quality. Reference genome and gene model annotation files were downloaded from the genome website directly. The index of the reference genome was built using Bowtie v2.2.3, and paired-end clean reads were aligned to the reference genome using TopHat v2.0.12. We selected TopHat as the mapping tool because TopHat can generate a database of splice junctions based on the gene model annotation file and thus gives a better mapping result than other nonsplice mapping tools. Primary data is available at (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183971).

### Bioinformatics analysis

Differential expression analysis of two groups of cocultured macrophages with MC38 cells (two biological replicates per condition) was performed using the DESeq2 R package (1.30.1). DESeq2 provides statistical routines for determining differential expression in digital gene expression data using a model based on the negative binomial distribution. The resulting P values were adjusted using Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted P-value < 0.05 found by DESeq2 were assigned as differentially expressed. Prior to differential gene expression analysis, for each sequenced library, the read counts were adjusted by the edgeR program package through one scaling normalized factor. Differential expression analysis of two conditions was performed using the DEGSeq2 R package (1.30.1). Differential signaling pathways were enriched in cocultured macrophages from APC^Min/+^ and AA mice by GSEA software (4.0.1) and visualized using a bar plot in R. The core genes in enriched pathways were visualized by the enrichplot R package (1.12.2). Quantitative expression of differentially expressed genes in the two types of macrophages was visualized by the ComplexHeatmap R package (2.8.0).

### TCGA Data analysis

Using the R package TCGAbiolinks [25], we retrieved transcriptome profiling and clinical data of CRC patients from the TCGA database (https://portal.gdc.cancer.gov/) via project “TCGA-COAD” (Cancer Genome Atlas Colon Adenocarcinoma) and “TCGA-READ” (Cancer Genome Atlas Rectal Adenocarcinoma) in level HTSeq-counts format (Additional file 4: RDA files) and TCGAbiolinks-clinical CSV files (Additional file 4: CSV files). We used DESeq2 package to normalize HTSeq-counts data and then converted the data into Log2 normalization format (Additional file 4: XLSX files). The total retrieved data included 624 CRC patients and 51 normal samples. to show differential expression of the *ACT1* gene in CRC samples. Using the integrated repository portal for tumor-immune system interaction (TISIDB[26], http://cis.hku.hk/TISIDB/), we further retrieved the raw data of correlation between the expression of ACT1 and macrophage infiltration in CRC patients (Additional file 4: TXT files) and then calculated the correlation coefficient. As previously suggested[27], we considered the following correlation coefficients: 0.00–0.19 as very weak, 0.20–0.39 as weak, 0.40–0.59 as moderate, 0.60–0.79 as strong, and 0.80–1.0 as very strong.

### Statistical analyses

All data are presented as the mean ± standard error (SE) of independent experiments. Two-tailed one-way analysis of variance (ANOVA) with multiple comparison post hoc analysis was used, and *P* values < 0.05 (*), *P* < 0.01 (**), *P* < 0.001 (***), and *P* < 0.0001 (****) are indicated as significant. Survival analysis was performed using a log-rank test. The correlation coefficient was calculated using Spearman’s analysis. Statistical analysis was performed using GraphPad Prism 8.0 (La Jolla, CA, USA). All analyses of TCGA data were performed with R version 4.2.1 (http://www.r-project.org).

## Results

### Downregulation of ACT1 negatively correlated with TAMs numbers in CRC patients

To investigate the role of ACT1 in CRC, we analyzed the expression pattern of ACT1 in the TCGA dataset. The expression of ACT1 was significantly downregulated in CRC patients compared with non-CRC patients (Fig. 1A). But the ACT1 level was not altered in distinct stages of CRC (Fig. 1B), strongly suggesting the essential role of ACT1 in the initial stage of CRC tumorigenesis. Furthermore, analysis from the TISIDB dataset showed that ACT1 level in tumor tissues negatively correlates with the number of CD68^+^ macrophages infiltration in CRC tumor tissues (Fig. 1C). Considering the expression of ACT1 in both intestinal epithelium and immune cells, we next detected the distribution of ACT1 and CD68^+^ macrophages in the tumor tissues of CRC patients. Notably, immunohistochemical staining showed that ACT1 is mainly expressed in the stroma and epithelium of peri-tumor tissues in CRC patients while CD68^+^ macrophages are distributed in the stroma of tumor tissues (Fig. 1D (a)). The statistical assay also demonstrated that ACT1 expressions in peri-tumor tissues are significantly higher than that in the paired tumor tissues of CRC patients (Fig. 1D (b)). On the contrary, the CD68^+^ macrophages markedly accumulated in the stroma of tumor tissues compared with peri-tumor tissues of CRC patients (Fig. 1D (c)), indicating that ACT1 downregulation in the tumor tissues might be the key factor to promote tumorigenesis and probably ACT1 knockdown contributed to the infiltration of CD68^+^ macrophages in the tumors. Besides, immunofluorescent staining results confirmed that ACT1^+^ CD68^+^ macrophages mainly localized in the stroma of the peri-tumor while the ACT1 downregulated CD68^+^ macrophages accumulated in the stroma of the tumor (Fig. 1E), suggesting that ACT1 downregulation in CD68^+^ macrophages probably contribute to the adenocarcinoma transition. Besides, the number of CD68^+^ macrophages in the stroma of the tumor was much higher in ACT1-low expression tumors than that in ACT1-high expression tumors of CRC patients (Fig. 1F). These results further indicated that ACT1 knockdown in tumor macrophages plays a key role in CRC. Furthermore, we found that relative expression of E-cadherin in the epithelium of CRC was markedly lower in the tumor enriched CD68^+^ACT1^low^ macrophages than that in the tumor-enriched CD68^+^ACT1^high^ macrophages (Fig. 1G (a-b)) and conversely, the relative expression of snail was significantly higher in the tumor enriched CD68^+^ACT1^low^ macrophages than that in the tumor enriched CD68^+^ACT1^high^ macrophages (Fig. 1G (a) and (c)). These results confirmed that ACT1 knockdown in macrophages is involved in the adenoma-adenocarcinoma transition.

**Fig. 1:**
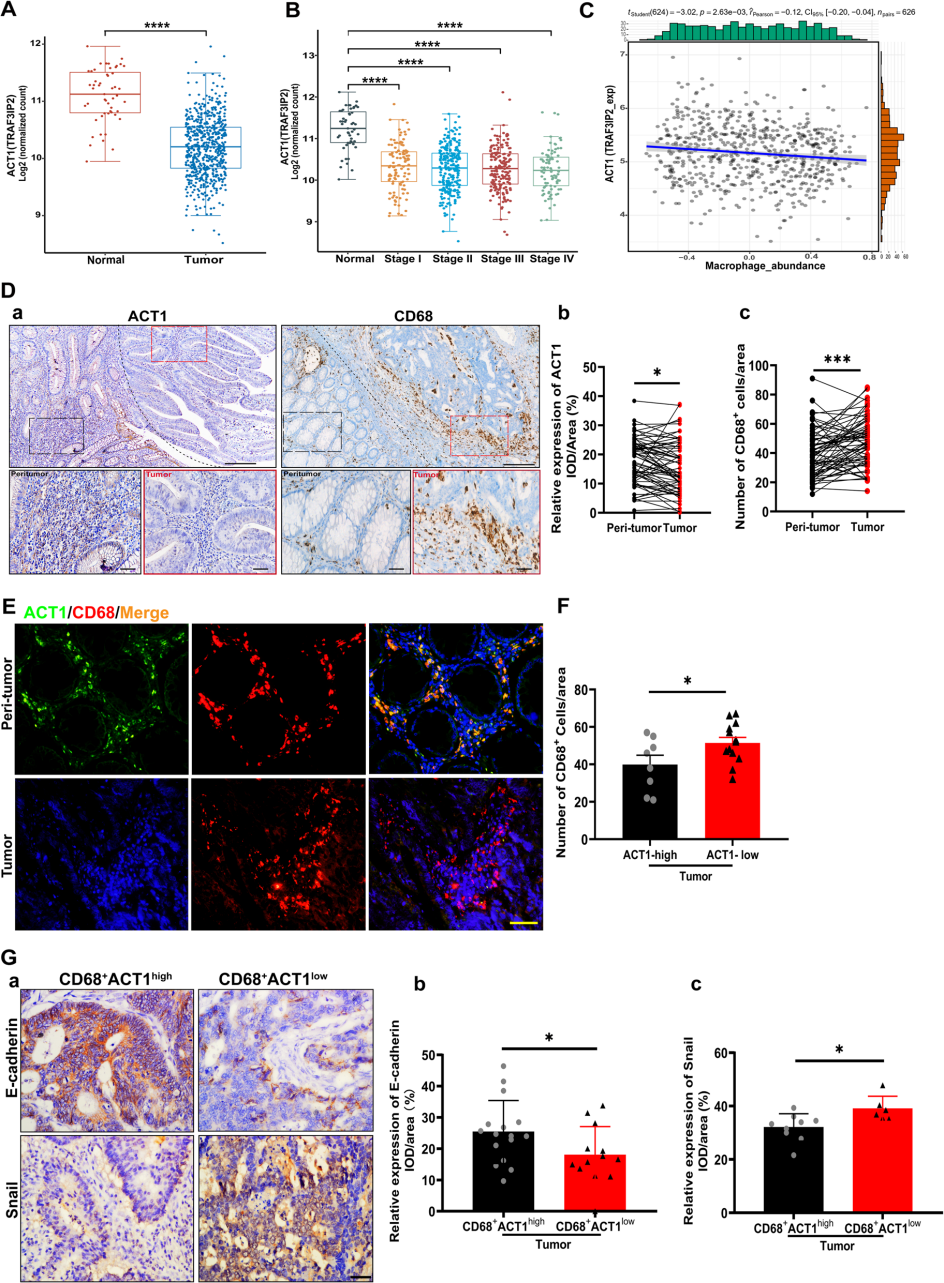
ACT1 expression in human CRC tissue and correlation with TAMs. **(A)** ACT1 expression pattern in healthy intestinal tissue (*n* = 51) and tumor tissue (*n* = 623) of colorectal adenocarcinoma patients analyzed from TCGA data. **(B)** ACT1 expression pattern in tumor tissue of distinct stages of colorectal adenocarcinoma patients analyzed from TCGA data (Normal: *n* = 51; Stage I: *n* = 111; Stage II: *n* = 238; Stage III: *n* = 184; Stage IV: *n* = 90). **(C)** The correlation of macrophage infiltration with ACT1 expression in colorectal adenocarcinoma patients analyzed from TISIDB data, *n* = 626. **(D)** Representative immunohistochemistry staining of ACT1 and CD68^+^ macrophage in the paired peri-tumor or tumor tissues of colorectal adenocarcinoma patients (*n* = 65). Peri-tumor tissues (black rectangle) and tumors (red rectangle) **(a)**. Statistical assay of ACT1 **(b)** and CD68^+^ macrophages **(c)**, respectively. Scale bar in **(a),** 200 μm (upper) and 50 μm (lower). **(E)** ACT1 colocalization with CD68^+^ macrophages in the peritumor and tumor tissues of CRC patients. Scale bar, 50 μm. **(F)** Number of CD68^+^ cells in ACT1-low expression tumor or ACT1-high tumor of CRC patients. **(G)** Immunohistochemical staining of E-cadherin and snail. Scale bar, 50 μm **(a)**. Statistical analysis of relative expression of E-cadherin **(b)** and snail **(c)** in tumor enriched CD68^+^ACT1^high^ macrophages or CD68^+^ACT1.^low^ macrophages of CRC patients. Significant difference between the groups**,** * p < 0.05, ** p < 0.01, *** p < 0.001, and **** p < 0.0001 (Student *t* test)

### Act1 downregulation in macrophages promoted adenoma-adenocarcinoma transition and TAMs recruitment

To further distinguish whether ACT1 in the tumor-associated macrophages is involved in the tumorigenesis, we hybridized macrophage-specific Act1 knockdown mice (anti-Act1) with spontaneous adenoma mice (Apc^Min/+^) and obtained AA mice (Additional file 2: Figure S1A). Besides, Act1 expression was remarkably reduced in primary bone-marrow-derived macrophages (BMDMs) of anti-Act1 mice (Additional file 2: Figure S1B). Subsequently, we compared the pathological change and rate of overall survival in AA mice and Apc^Min/+^ mice. The number of scattered tumors along the intestinal wall in AA mice and the total amounts of intestinal tumors at the 9^th^, 12^th^, and 15^th^ week in AA mice were significantly increased compared with those in Apc^Min/+^ mice (Fig. 2A (a-b)). Similarly, the tumor volume in distinct segments of the intestine was markedly enhanced in AA mice at different time points compared with those in Apc^Min/+^ mice (Fig. 2A (c)). Additionally, the size and weight of subcutaneous xenografts in anti-Act1 mice were much larger than those in wild type mice (Additional file 2: Figure S3 (A-B)). Meanwhile, lung metastasis nodules significantly increased in ant-Act1 mice (Additional file 2: Figure S3D (a-d)). Furthermore, the number of F4/80^+^ macrophages markedly increased in anti-Act1 mice compared with WT mice in both types of models (Additional file 2: Figure S3 (C) and D (f)). Adenocarcinoma formation which is characterized by columnar epithelial cells with elongated and nuclear pleomorphism in colonic epithelial cells only occurred at the 12^th^ week in AA mice compared to Apc^Min/+^ mice (Fig. 2B), and the adenocarcinoma alterations at the 15^th^ week worsened and were more obvious in AA mice than those in Apc^Min/+^ mice (Fig. 2B). Moreover, the rate of overall survival strikingly decreased in AA mice compared with Apc^Min/+^ mice (Fig. 2C). Meanwhile, the expression of the CRC marker, cancer antigen 199 (CA19-9) (Fig. 2D (a)), and β-catenin nuclear translocation (Fig. 2D (b)) were significantly enhanced in AA mice compared with those in Apc^Min/+^ mice at the 12^th^ and 15^th^ week. Besides, the expression of Ki67, a marker of cell proliferation, in tumor tissues was higher in AA mice than that in Apc^Min/+^ mice at the 15^th^ week (Fig. 2E (a-b)). These data verified that Act1-knockdown in macrophages promoted adenoma transition and CRC development. Furthermore, immunohistochemistry data demonstrated a prominently increased number of F4/80^+^ TAMs (Fig. 2E (c)), which is in line with the results from immunohistology staining of tumor tissues in CRC patients in Fig. 1. Besides, CD8^+^ T cells (Fig. 2E (d)) in the stroma of tumors markedly increased in AA mice compared with those in Apc^Min/+^ mice at the 15^th^ week. In contrast, macrophage depletion using clodronate liposomes (CL) completely reversed the adenocarcinoma transition (Fig. 2F (a)) and markedly reduced the size and number of tumors in AA mice (Fig. 2F (b)). Correspondingly, the number of F4/80^+^ TAMs and CD8^+^ T cells in the stroma of tumor tissues was significantly decreased in AA mice after macrophage depletion (Fig. 2G). Macrophage depletion or anti-CD8a also markedly mitigated lung metastasis in anti-Act1 mice (Additional file 2: Figure S4A (a-d)) and the number of F4/80^+^ TAMs and CD8^+^ T cells in the stroma of metastatic tissues of anti-Act1 mice (Additional file 2: Figure S4B (a-c)). Taken together, these data demonstrated that macrophage-specific Act1 knockdown indeed mediates the adenocarcinoma transition and progression of CRC via regulating TAMs function and CD8^+^ T cell infiltration.

**Fig. 2:**
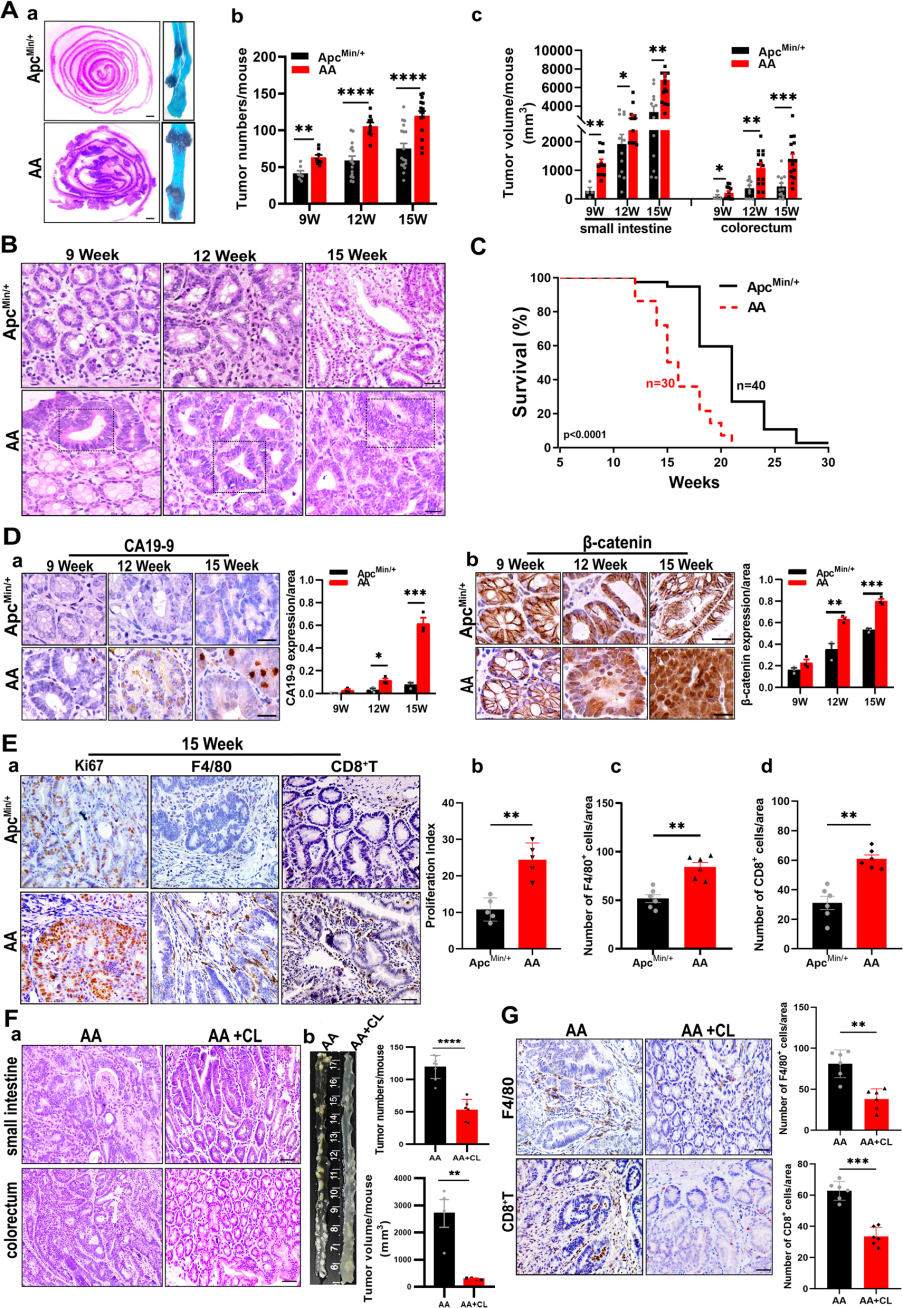
Macrophage-specific Act1 knockdown resulted in adenoma-adenocarcinoma transition in Apc^Min/+^ mice by promoting TAMs recruitment.** (A)** The effect of macrophage-specific Act1 knockdown on tumor development. **(a)** Methylene blue staining of large and many polyps of the small intestine in AA mice compared with Apc^Min/+^ mice at 15^th^ week**.** Tumor number **(b)** and tumor size **(c)** of the small intestine and colorectum in Apc^Min/+^ mice and AA mice at the 9^th^, 12^th^, and 15^th^ week. Scale bar, 1 mm. **(B)** Representative H&E staining of intestinal tumors of Apc^Min/+^ mice and AA mice at the 9^th^, 12^th^, and 15^th^ week. The dotted line box highlights adenocarcinoma transition in AA mice at different week points. Scale bar, 100 μm. **(C)** Survival analysis of Apc^Min/+^ (n = 40) and AA (n = 30) mice. The log-rank test showed a statistically significant increase in the hazard of death in AA compared with Apc^Min/+^ mice (*p* < 0.0001). **(D)** Immunohistochemical staining and statistical analysis for CA19-9 **(a)** and nuclear translocation of β-catenin **(b)** in intestinal tumors from Apc^Min/+^ and AA mice at 9^th^, 12^th^ and15^th^ week. Scale bar, 100 μm.** (E)** Representative immunohistochemistry images of Ki67, F4/80^+^ macrophages, and CD8^+^ T cells in the colon of Apc^Min/+^ mice and AA mice at the 15^th^ week. **(a)**. Scale bar, 50 μm. Quantification of Ki67 **(b)**, F4/80^+^ macrophages **(c)**, and CD8^+^ T cells **(d)**. **(F)** The effect of macrophage depletion (CL: clodronate liposomes) on tumor development in AA mice. **(a)** Representative H&E staining of tumors in Apc^Min/+^ and AA mice at the 15^th^ week. Scale bar, 100 μm. **(b)** Representative gross specimens from the indicated genotype analyzed at the 15^th^ week and quantification of tumor number and volume. **(G)** Immunohistochemical staining and quantification for F4/80^+^ macrophages and CD8^+^ T cells in tumors after macrophage depletion, Scale bar, 50 μm. Significant difference between the groups, *p < 0.05, ** p < 0.01, *** p < 0.001, and **** p < 0.0001 (Student *t* test). CL: clodronate liposomes

### Act1 downregulation in macrophages facilitated epithelial-mesenchymal transition and CRC cells’ migration

To clarify whether Act1 knockdown in CRC cells promotes epithelium-mesenchyme transition, we transfected Act1 siRNA in CT26 and MC38 cells and detected EMT markers. Immunoblotting results showed that Act1 knockdown in CRC cells has no significant impact on EMT (Additional file 2: Figure S5 (A-C)), confirming that Act1 in epithelium might not be involved in the tumorigenesis of CRC. Next, to clarify the effect of Act1 in TAMs on adenoma transition via crosstalk with CRC cells, we used BMDMs from anti-Act1and wildtype mice and established a coculture system with CRC cell lines (CT26 and MC38) (Fig. 3A (a)). Western blot analysis demonstrated that anti-Act1 macrophages significantly induced the expression of epithelial-mesenchymal transition (EMT) markers such as E-cadherin, N-cadherin, and snail in CRC cells compared with those cocultured with wildtype macrophages (Fig. 3A (b-d)). Correspondingly, anti-Act1 BMDMs remarkably induced CRC cells’ migration (Fig. 3B (a-b)). Importantly, anti-Act1 BMDMs migration also significantly increased after coculture with CRC cells compared with wildtype BMDMs (Fig. 3C (a-b)). Whereas Act1-knockdown in CRC cell lines did not significantly affect wildtype BMDMs recruitment (Additional file 2: Figure S5D (a-b)). These results further confirmed that Act1 knockdown in macrophages but not in CRC cells plays a key role in the regulation of the interaction with the CRC cells and the underlying mechanism was probably cytokines-mediated paracrine effects. Moreover, GSEA results from RNA sequencing showed that differentially expressed core genes in the anti-Act1 macrophages cocultured with CRC cells were enriched in the IFNα response, IL6-STAT3, TNFα-NF-κB, and IL-1R signal pathways (Fig. 3D (a-c)). 

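Macrophages were grown from bone marrow for 6 days with 50 ng/ml M-CSF, the growth factor that turns marrow precursors into macrophages, and were then cocultured with MC38 cells, a mouse colon cancer cell line, across an insert with 0.4 μm pores. The legend of Fig. 3D gives 24 h of coculture and the sample labels give 48 h. There were 2 libraries from anti-Act1 mice and 2 from wildtype mice, sequenced as 150 bp read pairs. The authors aligned the reads with TopHat and deposited the reads counted on each gene, without normalization, and FPKM values. Total counts were 64199075 and 75062945 in the libraries labelled WT and 61926229 and 55435063 in the libraries labelled anti-Act1, so that both libraries labelled WT were deeper. The limit that a count of 0 allows, 3 counts, lay between 0.0395 and 0.0549 CPM (counts scaled to the library total), which covers counting error only. Of the 21878 genes listed, 12494 passed edgeR's filter on low counts and were tested with its quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. The p-values are two-sided and come from this model across genes, since an exact permutation test of a single gene in 2 libraries against 2 cannot go below p = 0.333.

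Traf3ip2, the gene that encodes Act1, was at 6.98 and 7.54 CPM in the libraries labelled WT and at 9.63 and 7.84 CPM in those labelled anti-Act1. Its log2 fold change was 0.27 (SE 0.12, edgeR adjusted p = 0.117), and it was 0.11 without anti-Act1 replicate 1 and 0.41 without anti-Act1 replicate 2. The transcript of the targeted gene was thus not lower in the libraries labelled anti-Act1, so both groups are named by their labels, and every direction reported for them rests on these labels. The Act1 protein in such macrophages is shown in Figure S1B and was not measured in these libraries. Of 4 genes of the Y chromosome, Ddx3y was at 92.9 ± 5.74 CPM (SD, n = 2) in the libraries labelled WT and at 0 counts in both libraries labelled anti-Act1. Uty and Kdm5d were also at 0 counts in both, and Eif2s3y had 1 count and 0 counts. The paper's text does not state the sex of the mice that gave these macrophages. If the groups differed in sex, its effect and that of the genotype cannot be told apart for any gene below.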

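Between the libraries labelled anti-Act1 and those labelled WT, 2586 genes had an edgeR adjusted p under 0.05, of which 1366 were higher and 1220 lower in the libraries labelled anti-Act1. With DESeq2, the tool named in the paper's methods, there were 1979 such genes, and 1954 of them were among the 2586. A minimum absolute log2 fold change of 1 left 249 genes by its construction. Of the other alternatives, limma on log2(FPKM + 1) without a filter on low values moved the count most and gave 1091 genes. The gene sets of the paper's GSEA were not used here. In their place, 5 lists of target or pathway genes were written by hand, and each list was tested against all other genes by camera on the edgeR fit, with a preset correlation between genes of 0.01 and adjustment over the 5 lists. Of 40 IFNα targets tested, 34 were higher in the libraries labelled anti-Act1, 24 of them with an adjusted p under 0.05, and 1 was lower at that threshold. The median log2 fold change of the IFNα targets was 0.23 (camera adjusted p = 1.34e-14). The 37 IFNγ targets had a median of 0.32 (camera adjusted p = 5.05e-17), with 34 genes higher at any adjusted p. The 72 TNFα-NF-κB targets had a median of 0.22 (camera adjusted p = 5.15e-15), with 40 genes higher and 11 lower at an adjusted p under 0.05. This median was also 0.22 with Il23a, whose counts in the libraries labelled WT were at most 3, placed at its lower bound. The 44 IL6-STAT3 targets had a median of 0.13 (camera adjusted p = 0.0021), with 19 genes higher and 9 lower at that threshold. The 34 genes of IL-1R signalling had a median of 0.05 (camera adjusted p = 0.000128), with 19 genes higher in all, 14 of them at an adjusted p under 0.05, and 3 lower at that threshold, and their median was 0.01 without anti-Act1 replicate 1 and 0.08 without WT replicate 2.

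All 5 lists kept an adjusted p under 0.05 with fry, which takes the correlation between genes from the libraries. Unlike camera, fry does not compare a list with all other genes, so it does not bear on enrichment over them. All 5 also kept it with fgsea on genes ranked by the signed test statistic, the approach nearest to GSEA. Their normalized enrichment scores in fgsea were 1.80 to 2.54. When camera estimated the correlation from the libraries, the IFNα, IFNγ and TNFα-NF-κB lists had an adjusted p of 0.0195 each, while IL6-STAT3 was at 0.0667 and IL-1R at 0.0608. Leaving out the genes of Fig. 3D, which the study chose on these libraries, moved the medians most. Since those genes were all higher here, this lowers a list by construction, and a loss of its call does not show that the other genes are unchanged. Without them the median of the IL6-STAT3 list was −0.03 and that of the IL-1R list −0.03, with a camera adjusted p of 0.712 for both. The medians of the IFNα, IFNγ and TNFα-NF-κB lists without those genes were 0.21, 0.20 and 0.10, with camera adjusted p-values of 3.05e-12, 7.21e-08 and 0.000312. Over all alternatives, the adjusted p lay between 0.00076 and 0.712 for the IL6-STAT3 list and between 2.36e-05 and 0.712 for the IL-1R list. Among 816 Reactome sets of 10 to 300 tested genes, camera gave 19 sets higher in the libraries labelled anti-Act1 at an adjusted p under 0.05 and 0 lower, with 142 sets at an unadjusted p under 0.05. The smallest adjusted p belonged to the Endosomal Vacuolar pathway, 17 genes with a median of 0.34 (camera adjusted p = 5.95e-17). Of these 17 genes, 11 are MHC genes with near-identical copies, between which the authors' counting could have split reads. The Interferon gamma signaling set of 78 genes, 14 of them MHC genes, had a median of 0.12 (camera adjusted p = 4.42e-05). With fry or an estimated correlation, 0 Reactome sets passed this threshold, and 255 and 6 sets had an unadjusted p under 0.05. From its GSEA, which the results place in these macrophages and the methods section in macrophages from ApcMin/+ and AA mice, the paper states that core genes of anti-Act1 macrophages were enriched in the IFNα response and in IL6-STAT3, TNFα-NF-κB and IL-1R signalling. From the induction of IL6-STAT3 and TNFα-NF-κB signalling it reasons that the role of STAT3 and NF-κB in these macrophages should be examined.

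**Figure D1:**
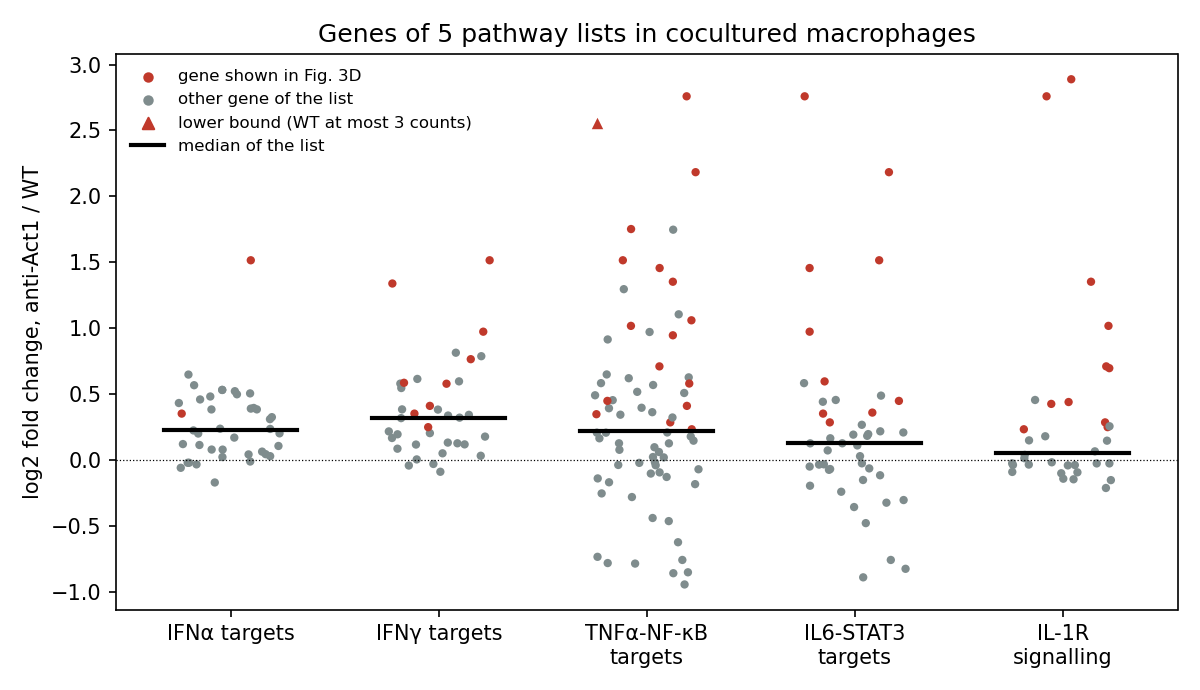
Log2 fold change between the libraries labelled anti-Act1 and WT (y axis) of the tested genes in 5 pathway lists (x axis), 1 point per gene. Red marks genes shown in Fig. 3D, the triangle is the lower bound of Il23a, and black bars are the medians, which lie between 0.05 for IL-1R signalling and 0.32 for IFNγ targets.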

Notably, RT-qPCR analysis further confirmed higher expression of CXCL9/10, IL-6, Arg1, IDO1, and PD-L1 in anti-Act1 macrophages cocultured with CRC cells than wildtype macrophages cultured with CRC cells (Fig. 3E). Arg1, IDO1, and PD-L1 are also expressed in myeloid-derived suppressor cells (MDSCs) [28, 29], indicating the immunosuppressive phenotype of anti-Act1 macrophages after coculture with CRC cells. Similarly, using TAMs from CRC patients (Additional file 1: Table S3) with low or high ACT1 expression (Additional file 2: Figure S6A), we demonstrated that CXCL9, CXCL10, and PD-L1 significantly increased in ACT1-low TAMs compared with that of ACT1-high TAMs (Additional file 2: Figure S6B). Besides, ACT1-low TAMs markedly promote CRC cells migration (Additional file 2: Figure S6C (a-b)) and the mRNA expression of EMT markers compared with ACT1-high TAMs (Additional file 2: Figure S6C (c)), which were in line with our results obtained from BMDMs.

**Fig. 3:**
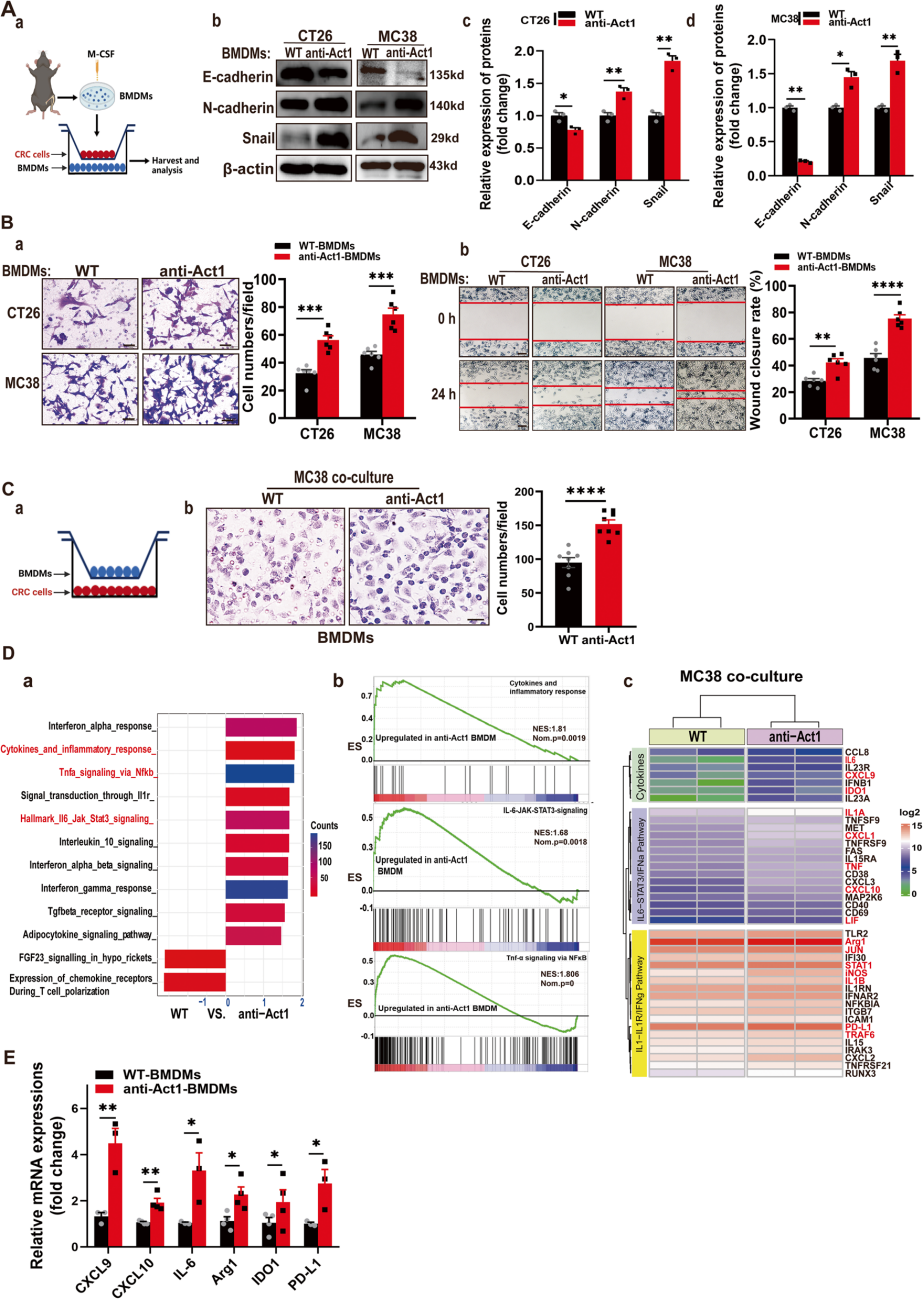
Macrophage-specific Act1 knockdown facilitated epithelial-mesenchymal transition and migration of CRC cells.** (A)** The effect of macrophage-specific Act1 knockdown on epithelial-mesenchymal transition markers in cocultured CT26 and MC38 cells. **(a)** Schematic representation of the experimental design. **(b)** Expression levels of epithelial-mesenchymal transition markers in CT26 and MC38 cells cocultured with macrophages for 48 h were evaluated by western blotting. **(c-d)** Quantification of immunoblotting results in CT26 and MC38 cells, respectively. **(B)** The effect of macrophage-specific Act1 knockdown on the migration of cocultured CRC cells. **(a)** Transwell migration assays of CT26 and MC38 cells after coculture with macrophages for 24 h. Scale bar, 50 μm. **(b)** Wound-healing assay was performed by creating a wound on a confluent monolayer of CT26 and MC38 cells during incubation with macrophages of wild type and anti-Act1 mice. Scale bar, 200 μm. **(C)** The effect of Act1 knockdown in BMDMs on the migration of BMDMs after coculture with MC38 cells for 48 h. **(a)** Schematic graph of coculture strategy; (**b)** Transwell migration assays of BMDMs after coculture with CRC cells for 24 h. Scale bar, 50 μm. **(D)** RNA sequencing of macrophages from wild type and anti-Act1 mice after coculture with MC38 cells for 24 h. **(a)** Differential GSEA enrichment of signaling pathways in macrophages of wild type and anti-Act1 mice. **(b)** Signaling pathways specifically enriched in anti-Act1 macrophage after coculture with MC38 cell line. **(c)** Differential expression of core genes in macrophages of wild type and anti-Act1 mice. **(E)** Quantitative assessment of core genes including CXCL9, CXCL10, IL-6, Arg1, IDO1,  and PD-L1 by RT-qPCR, *n* = 3. Significant difference between the groups, *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001 (Student *t* test)

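The heatmap of Fig. 3D (c) shows 41 core genes, and 39 of them had enough counts to be tested. All 39 were higher in the libraries labelled anti-Act1 with an edgeR adjusted p under 0.05 over all genes tested, and 39 were also past this threshold when adjusted over the list alone. The study chose this list on the same libraries, so neither count is independent evidence. The median log2 fold change of the 39 genes was 0.70, also with Il23a at its bound, and 14 of them had a log2 fold change of at least 1. Under the alternatives this median was lowest, 0.40, with log2(FPKM + 1) and no filter, where the pseudocount shrinks the changes of genes with low values. DESeq2 called 33 of the 41 genes over all genes tested and gave no adjusted p for 5. The smallest change was that of Ifi30, whose log2 fold change was 0.19 (SE 0.05, edgeR adjusted p = 0.00546). Nos2 rose from 69.4 ± 0.619 to 176 ± 10.4 CPM (SD, n = 2), Met from 8.63 ± 0.187 to 21.7 ± 0.304 CPM and Runx3 from 28.6 ± 0.580 to 48.1 ± 1.58 CPM. Lif rose from 0.609 to 2.76 CPM, a log2 fold change of 2.18 (SE 0.27, edgeR adjusted p = 7.26e-09).

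With Lif, 8 genes of the heatmap had a mean below 1 CPM in the libraries labelled WT, and 6 of these were tested. Il23a had 0 and 2 counts in the libraries labelled WT and 12 and 17 in those labelled anti-Act1. Its bound, with the libraries labelled WT set at 3 counts, was 5.88-fold higher in the latter. This bound allows for no error in the anti-Act1 counts. Ccl8 had 10 and 25 against 48 and 29 counts, and its log2 fold change of 1.41 became 0.99 without WT replicate 1 and 2.07 without WT replicate 2. Il23r, with 9 and 8 against 27 and 19 counts, had an edgeR adjusted p of 0.0408, and its adjusted p was between 0.0369 and 0.176 over the alternatives. Of the 6 genes that Fig. 3E follows by RT-qPCR, Arg1 had the most counts, at 1518 ± 24.2 CPM in the libraries labelled WT and 2360 ± 30.3 CPM in those labelled anti-Act1 (SD, n = 2; log2 fold change 0.64, edgeR adjusted p = 1.12e-14). Cd274, the gene of PD-L1, was at 453 ± 5.65 and 676 ± 3.38 CPM, a log2 fold change of 0.58 (SE 0.05, edgeR adjusted p = 4.77e-13). Ido1 had too few counts for the test, 4 and 4 in the libraries labelled WT against 7 and 16 in those labelled anti-Act1. The ratio of its means was 1.66 on the log2 scale, and it was 0.87 without anti-Act1 replicate 2. With no filter on low counts the edgeR adjusted p of Ido1 was 0.328, and with limma on log2(FPKM + 1) without a filter it was 0.237.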

### Act1 downregulation in macrophages activates STAT3 to promote adenoma-adenocarcinoma transition via CXCL9/10-CXCR3-axis in CRC cells and immunosuppression via PD-l/PDL-1axis in CD8^+^ T cells

Studies demonstrated that CXCL9/10/11 induced epithelial-mesenchymal transition of CRC cells via acting on their common receptor CXCR3 [30]. Therefore, we examined the expression of CXCR3 in CRC patients and both types of mice. Immunohistochemical staining showed that CXCR3 was highly distributed in the tumor epithelium of CRC patients compared with that of peri-tumor tissues (Fig. 4A (a)). Similarly, CXCR3 expression in adenocarcinoma tissues of AA mice was markedly enhanced compared with adenoma tissues in Apc^Min/+^ mice (Fig. 4A (b)). Furthermore, Act1-knockdown in macrophages remarkably induced CXCR3 expression in CRC cells compared with wild type macrophages (Fig. 4A (c)). Importantly, silencing CXCR3 in CRC cells effectively mitigated anti-Act1 macrophage-induced epithelial-mesenchymal transition (Fig. 4B (a-b)) and migration of CRC cells (Fig. 4C (a-b)). These results strongly indicated that Act1 downregulated macrophages crossed talk with CRC cells via the interaction of CXCL9/10 and CXCR3.

**Fig. 4:**
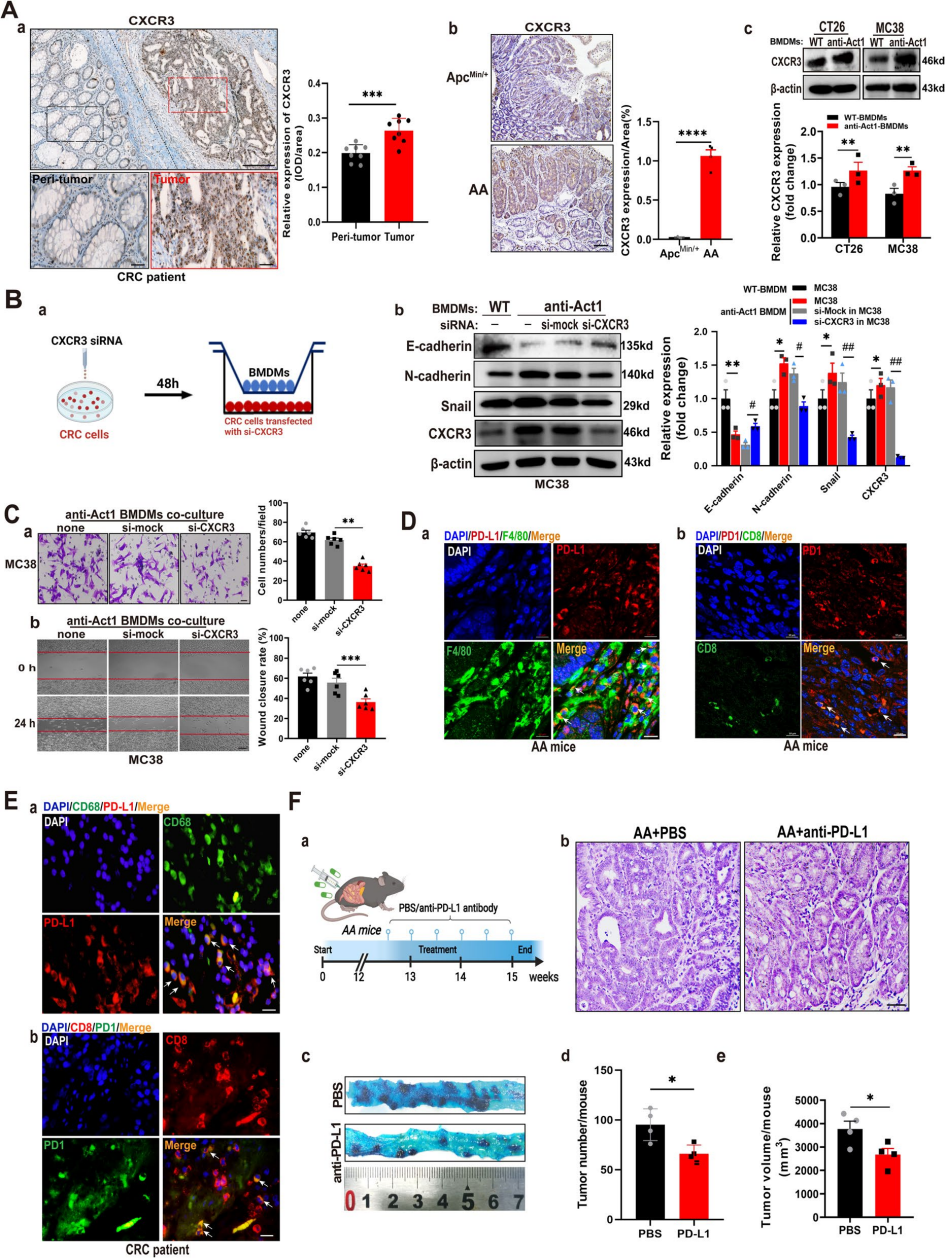
Act1-knockdown in macrophages promoted epithelial-mesenchymal transition and CRC cell migration via activating CXCL9/10/11-CXCR3 and immunosuppression via PD1/PD-L1 axis. **(A)** CXCR3 expression was assayed by immunohistochemical staining in the tumor tissue of CRC patients, *n* = 6 **(a)**, tumor of Apc^Min/+^ and AA mice at 15^th^ week **(b)**, and CT26 or MC38 cells cocultured with BMDMs of wild type and anti-Act1 mice for 48 h **(c)**. Scale bar in **(a),** 200 μm (upper) and 50 μm (lower). Scale bar in **(b)**, 100 μm. **(B)** The effect of cocultured macrophages on the migration of CXCR3-knockdown MC38 cells. Schematic representation of the experimental design **(a)**. Expression levels of epithelial-mesenchymal transition markers in CXCR3 knockdown MC38 cells cocultured with wild type or anti-Act1 macrophages for 48 h **(b)**. **(C)** The effect of CXCR3 knockdown in MC38 cells on macrophage-mediated migration of MC38 cells. (**a)** Transwell migration assay of MC38 cells after coculture with anti-Act1 macrophages for 24 h. Scale bar, 50 μm. **(b)** Wound-healing assay of MC38 cells during incubation with macrophages of anti-Act1 mice for 0 h and 24 h. Scale bar, 200 μm**. (D)** Immunofluorescence staining for PD-L1 (red) and F4/80 (green) **(a)**, PD1 (green) and CD8^+^ T (red) **(b)** in AA mice at the 15^th^ week was taken by laser confocal microscope. Scale bars, 10 μm. (**E)** Immunofluorescence staining for PD-L1 (red) and CD68^+^ (green) **(a)**, PD1 (green) and CD8^+^ T (red) **(b)** in CRC patients was taken by an immunofluorescent microscope. Scale bars, 10 μm. **(F)** The effect of anti-PD-L1 on the adenocarcinoma transition in AA mice after treatment 3 weeks. (**a)** Graphical depiction of anti-PD-L1 treatment. (**b)** Representative H&E staining of intestinal tumors of AA mice treated with PBS or anti-PD-L1. Scale bar, 100 μm. (**c)** Methylene blue staining of tumors in the small intestine from AA mice treated with PBS or anti-PD-L1 after 3 weeks**. (d-e)** Quantification of tumor number and tumor size in AA mice after 3 weeks of anti-PD-L1 treatment, *n* = 3. *p < 0.05, ^#^*p* < 0.05, **p < 0.01, ^##^*p* < 0.01, ***p < 0.001, and ****p < 0.0001 are considered statistically significant

Our previous result showed that anti-CD8a inhibits lung metastasis in anti-Act1 mice, suggesting that Act1 knockdown in macrophages probably interact with CD8^+^T cell. Consequently, by adding CD8^+^ T cells in the coculture system, we found Act1-knockdown in BMDMs significantly increased the number of PD1^+^Tim3^+^CD8^+^ T cells compared with wild type-BMDMs (Additional file 2: Figure S7), strongly indicating that macrophage-specific Act1 knockdown may be exhausted CD8^+^ T cells. Moreover, immunofluorescent staining showed that PD-L1(red) indeed colocalized with F4/80^+^ macrophage (green) in the stroma of tumor tissue of AA mice (Fig. 4D (a)). Meanwhile, double-positive of PD1 (red) and CD8 (green) T cells were also located in the stroma of tumors in AA mice (Fig. 4D (b)). Similarly, colocalization of CD68^+^ macrophages (green) and PD-L1 (red) (Fig. 4E (a)) was mainly distributed in the stroma of tumor tissues in CRC patients as well as both CD8^+^ T cells (red) and PD1(green) (Fig. 4E (b)). Consequently, anti-PD-L1 (Atezolizumab) was administrated to AA mice in the schematic graph (Fig. 4F (a)). Atezolizumab suppressed adenocarcinoma transition in AA mice (Fig. 4F (b)) and consequently reduced the number (Fig. 4F (c-d)) and volume (Fig. 4F (e)) of tumors, which substantiated the immunosuppressive features of TAMs in AA mice.

A recent study indicated that STAT3 activation is involved in CXCL9/10 secretion from TAMs and is closely associated with anti-PD-L1 treatment in CRC [31]. Besides, TNFα-NF-κB and IL-6-STAT3 signaling pathways are collaboratively involved in promoting endothelial-mesenchymal transition and tumor progression [32–34]. 

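In the macrophages cocultured with MC38 cells, the transcripts of Stat3, Rela and Nfkb1 differed little, and those of the NF-κB subunits Relb and Nfkb2 were higher in the libraries labelled anti-Act1 under all 14 alternatives, with log2 fold changes of 0.52 and 0.40. Stat3 was at 160 ± 7.07 CPM in the libraries labelled WT and at 148 ± 1.70 CPM in those labelled anti-Act1 (SD, n = 2), a log2 fold change of −0.12 (SE 0.05, edgeR adjusted p = 0.116). Rela had a log2 fold change of −0.02 (SE 0.05, edgeR adjusted p = 0.868), which became 0.05 without WT replicate 1. Nfkb1 had a log2 fold change of 0.15 (SE 0.05, edgeR adjusted p = 0.0465), and its adjusted p lay between 0.00929 and 0.149 over 14 alternatives, 7 of which lost the call. Phosphorylation of these proteins was not measured in these libraries.

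Several genes that NF-κB is known to induce were higher in the libraries labelled anti-Act1 under every one of the 14 alternatives. The log2 fold change was 0.71 for Nfkbia (SE 0.05, edgeR adjusted p = 9.21e-15), 0.63 for Tnfaip3, 0.91 for Sod2 and 0.97 for Ptgs2. Early response genes of the same list went both ways, each under every alternative, with a log2 fold change of 0.23 for Jun, 0.36 for Klf10, 0.45 for Ier3 and 1.11 for Maff, and of −0.25 for Fos, −0.46 for Egr1 and −0.86 for Fosb. Ccl2 was lower, at −0.85. Among the IL6-STAT3 targets, Socs3 was at 5.06 CPM in the libraries labelled WT and 7.56 CPM in those labelled anti-Act1 (log2 fold change 0.58, edgeR adjusted p = 0.000827), and 13 of the 14 alternatives kept this call. Pim1 had a log2 fold change of 0.27 and Junb of 0.21. Cebpb, Csf3r, Bcl6 and the receptor gene Il6ra, also in this list, were lower, with log2 fold changes of −0.89, −0.48, −0.36 and −0.20. Cebpb was called in 12 of the 14 alternatives; it was at 351 and 212 CPM in the libraries labelled WT and at 170 and 133 CPM in the others, and its log2 fold change was −0.48 without WT replicate 1 and −1.21 without WT replicate 2. The named genes of both lists were taken from their members after the values were seen, except Stat3, Rela, Nfkb1, Nfkbia and Jun.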

In line with results from the literature, our data showed that CRC cells induced IL6-STAT3 and TNFα-NF-κB signaling pathways in anti-Act1 macrophages compared with wild type macrophages. Therefore, we here examine the role of CRC-activated STAT3 and NF-κB in macrophages in CRC development. The experimental design is shown in Fig. 5A (a). Notably, Western blot assays showed that coculture MC38 cells markedly increase p65 phosphorylation in anti-Act1macrophages compared with wildtype macrophages (Fig. 5A (b)), suggesting that NF-κB activation perhaps did not only rely on Act1 under coculture condition. Interestingly, CRC cells significantly induced STAT3 activation in anti-Act1 macrophages compared with that in wild type macrophages (Fig. 5A (b)). Meanwhile, STAT3 knockdown in anti-Act1 macrophages markedly reduced CRC cell-induced total p65 expression in anti-Act1 macrophages, suggesting STAT3-mediated regulation of NF-κB. Furthermore, our results revealed that silencing STAT3 in anti-Act1 macrophages markedly inhibited CRC cells-induced CXCL10 and PD-L1 expression in anti-Act1 macrophages (Fig. 5A (b)). Correspondingly, downregulation of STAT3 in anti-Act1 macrophages dramatically reduced cocultured CRC cells’ migration (Fig. 5B). Correspondingly, the expressions of EMT markers such as E-cadherin, N-cadherin, and snail were significantly reduced in CRC cells cocultured with STAT3 downregulated anti-Act1 macrophages (Fig. 5C). Taken together, our findings confirmed that Act1 downregulation in macrophages activates STAT3 to promote adenoma-adenocarcinoma transition via CXCL9/10-CXCR3-axis in CRC cells and immunosuppression via PD-l/PD-L1 axis in CD8^+^ T cells (Fig. 6).

**Fig. 5:**
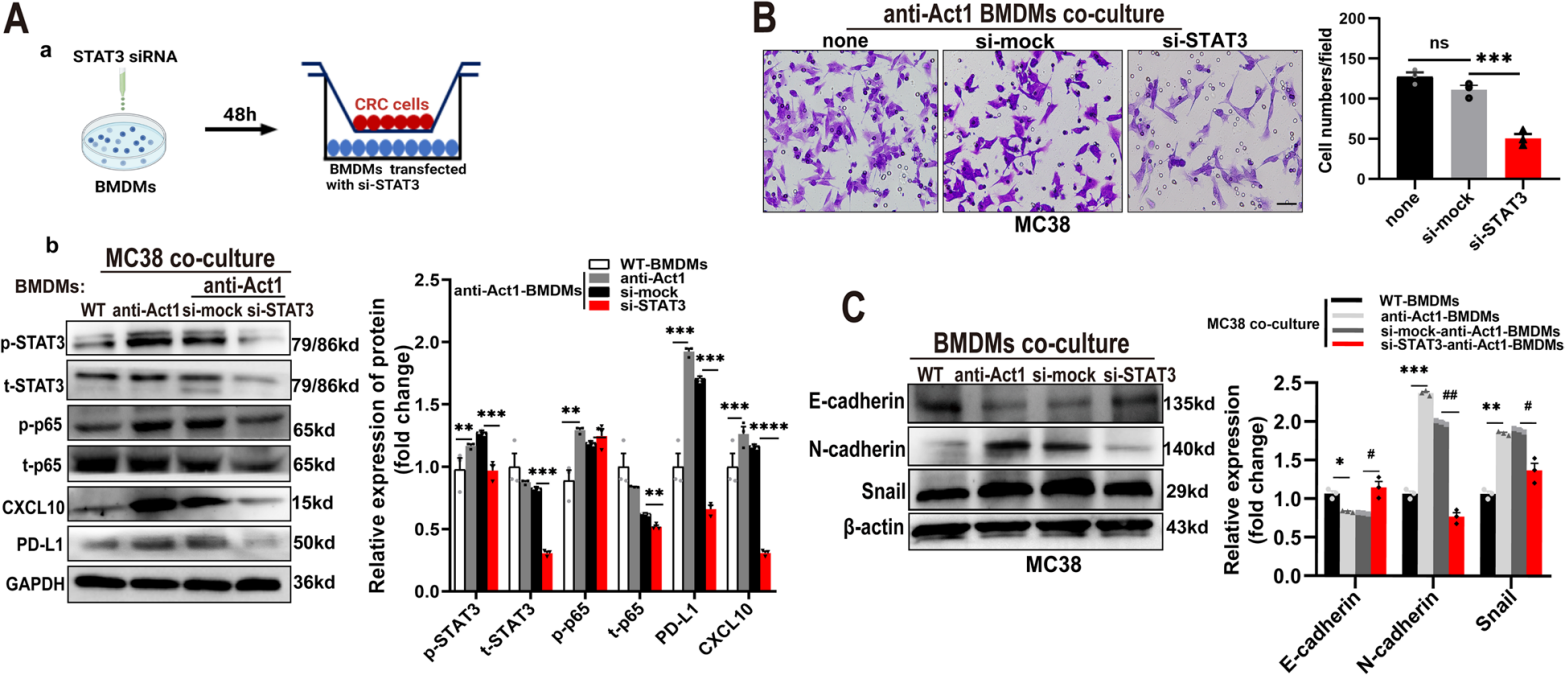
Macrophage-specific Act1-knockdown increased CXCLs secretion and PD-L1 expression via STAT3 activation. **A. (a)** Schematic representation of the experimental design.** (b)** The effect of STAT3 silencing in anti-Act1 macrophages Representative western blot images of pSTAT3, p-p65, CXCL10, and PD-L1 expression and quantification in anti-Act1 macrophages cocultured with MC38 cells. (**B**) The effect of STAT3 silencing in anti-Act1 macrophages on migration after coculture with MC38 cells for 24 h. Scale bar, 50 μm. (**C)** Representative western blot images and quantification of epithelial-mesenchymal transition markers in MC38 cells cocultured with macrophages, *n* = 3. Significant difference between the groups, *p < 0.05, ^#^*p* < 0.05, ** p < 0.01, ^##^*p* < 0.01, ***p < 0.001, and ****p < 0.0001. GAPDH or β-actin was used as an internal loading control

**Fig. 6:**
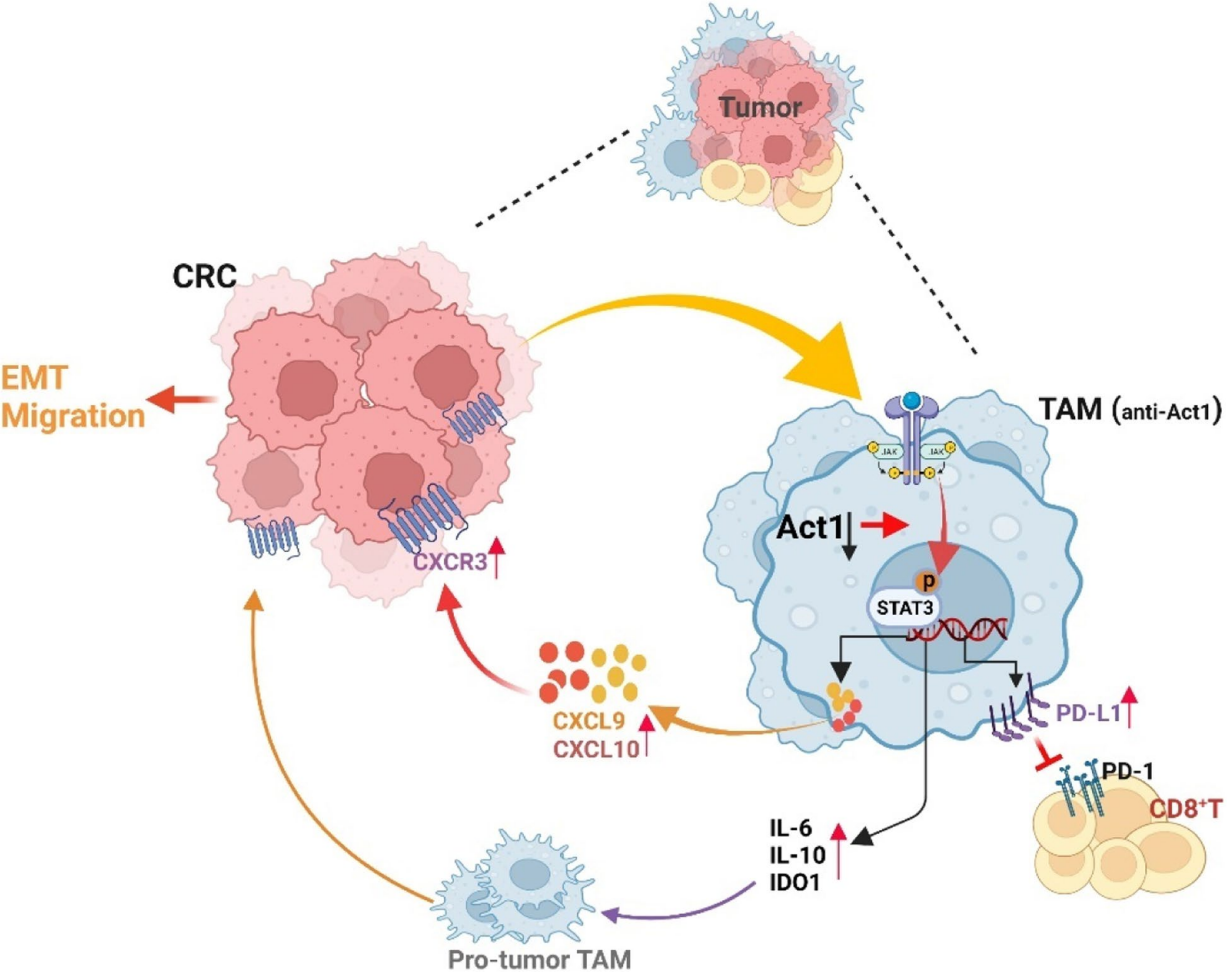
Regulation of CRC progression by macrophage-specific Act1 knockdown. Macrophage-specific Act1 knockdown promoted adenocarcinoma transition through the recruitment of TAMs and CD8^+^ T cells in tumor tissues. By activating STAT3 transcription factors, macrophages-specific Act1knockdown crosstalk with CRC cells and CD8^+^ T cells via CXCL9/10-CXCR3 and PD-1/PD-L1 axis and consequently promoted epithelial-mesenchymal transition and CRC progression. (Figure was created with Biorender.com)

## Discussion

TAMs are the major component of tumor-associated stromal cells that orchestrate cancer-related inflammation [35]. TAMs induce CD8^+^ T cell exhaustion via PD1/PD-L1 interaction to exacerbate the development of cancer [36]. By TCGA and TISIDB analysis, we noticed the downregulation of Act1 expression in tumor tissues of CRC patients negatively correlated with accumulated CD68^+^ macrophages in the tumor. Confirmatively, the number of ACT1^low^CD68^+^ macrophages markedly accumulated in the stroma of tumor of CRC patients. Besides, relative expression of EMT markers in the tumor enriched ACT1^low^CD68^+^ macrophages of CRC patients further suggested that ACT1 knockdown in macrophages involved in adenoma-adenocarcinoma transition. Notably, we first distinguished that macrophage-specific Act1 knockdown strikingly promoted adenoma-adenocarcinoma transition, shortened the overall survival of Apc^Min/+^ mice, and lung metastasis via the accumulation of immunosuppressive TAMs and exhaustive CD8^+^ T cells in the stroma of the tumor. Importantly, macrophage depletion effectively reversed the adenoma-adenocarcinoma transition in AA mice and inhibited lung metastasis in anti-Act1 mice. Neutralization CD8a also markedly mitigated lung metastasis in anti-Act1 mice. Moreover, the PD-L1 inhibitor mitigated the effect of Act1 knocked down macrophages on the adenoma transition. Using a coculture system, we further illustrated that Act1-knockdown significantly enhanced CXCL10 and PD-L1 expression and promoted an immunosuppressive phenotype in macrophages via preferentially activating STAT3 transcription factor. Therefore, macrophage-specific Act1 knockdown modulated adenoma transition and CRC progression by orchestrating CXCL9/10-CXCR3 and PD1/PD-L1 axis to cross-talk with CRC cells and CD8^+^ T cells in the tumor microenvironment.

Prominent immune cell infiltration and enhanced expression of inflammatory cytokines and chemokines are observed in the majority of sporadic CRC tissues [37]. With high heterogeneity and plasticity in the tumor microenvironment, TAMs play either a tumor-promoting or tumor-preventive role in response to different stimuli [38]. As a regulatory subunit of IKKs, NEMO/IKKγ is an essential modulator for NF-κB activation while Act1, a NEMO/IKKγ-associated protein, connects to both the IKK and JNK signaling complexes to mediate their activation [18]. Besides, Act1 is absolutely required for IL-17 induced TRAF6/NF-κB activation [39]. Notably, our RNA-seq results suggested that Act1 knockdown in macrophage cocultured with CRC cells specifically enriched cytokines (IL-6, CXCL9/10, CXCL3, CXCL2, IFNβ1, TNF, IL-1β, IL-1α, etc.) expression related to TNF-α-NF-κB, cytokines-cytokines receptors, and IL-6-STAT3 signaling, suggesting the role of macrophagic Act1 in inflammation regulation. 

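Of the 9 cytokine genes listed here, 8 were tested in the libraries of the cocultured macrophages, and all 8 were higher in the libraries labelled anti-Act1 with an edgeR adjusted p under 0.05. Cxcl2 was at 77.9 ± 0.257 CPM in the libraries labelled WT and 150 ± 5.60 CPM in those labelled anti-Act1 (SD, n = 2), a log2 fold change of 0.95. Cxcl3 rose from 3.57 to 12.0 CPM (log2 fold change 1.75), and Cxcl10 from 3.17 ± 0.435 to 9.09 ± 0.425 CPM (log2 fold change 1.52, SE 0.14, edgeR adjusted p = 3.20e-12). Il1a and Tnf had log2 fold changes of 1.35 (SE 0.07) and 1.02 (SE 0.11). Il1b was the most abundant with Cxcl2, at 104 ± 7.33 and 127 ± 4.95 CPM, and its log2 fold change was 0.29 (SE 0.06, edgeR adjusted p = 8.40e-05). With limma on log2(FPKM + 1) and no filter on low values, the adjusted p of Il1b was 0.0822, the highest of its 14 alternatives.

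Il6 had 4 and 2 counts in the libraries labelled WT and 17 and 18 in those labelled anti-Act1. Its log2 fold change was 2.76 (SE 0.91, edgeR adjusted p = 0.00913), between 2.25 without WT replicate 2 and 3.42 without WT replicate 1, and its adjusted p lay between 0.00818 and 0.0499 over its alternatives. DESeq2 gave no adjusted p for Il6. Ifnb1 had 4 and 0 against 10 and 16 counts. Its log2 fold change was 2.89 (SE 1.15, edgeR adjusted p = 0.0264), but 6.86 without WT replicate 1, which leaves a library with 0 counts, and 1.83 without WT replicate 2. With no filter on low counts the edgeR adjusted p of Ifnb1 was 0.0941, the highest of its alternatives. Cxcl9 had 10 and 5 counts in the libraries labelled WT and 9 and 10 in those labelled anti-Act1, too few for the test, so the libraries of the groups overlapped in counts. In CPM its ratio of means was 0.54 on the log2 scale, from 0.08 without WT replicate 2 to 1.20 without WT replicate 1. With no filter the edgeR adjusted p of Cxcl9 was 0.778, and with limma on log2(FPKM + 1) without a filter it was 0.581.

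**Figure D2:**
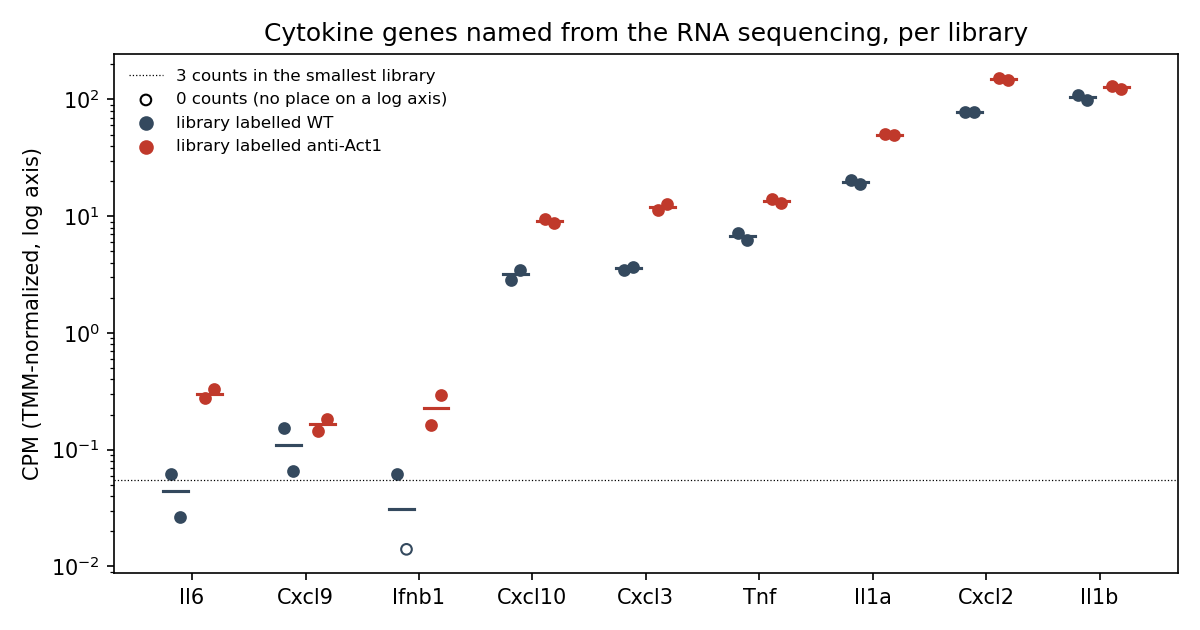
Normalized CPM on a log axis (y axis) of 9 cytokine genes (x axis) in each library, with the mean of each group as a bar. The dotted line marks 3 counts in the smallest library (0.0549 CPM), and the open circle is the library with 0 counts of Ifnb1. The libraries labelled anti-Act1 lie above those labelled WT for 8 of the genes, and for Cxcl9 one of them lies below the higher WT library.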

Besides, inflammatory mediators such as TNF, IL-1β, IL-6, IL-11, and IL-8, are reportedly potent inducers of epithelial-mesenchymal transition [40]. Consistently, we found that Act1 knockdown in macrophages promoted epithelial-mesenchymal transition and the development of CRC in Apc^Min/+^ mice.

Studies in various inflammation-induced murine tumor models have demonstrated the requirement of macrophagic NF-κB activation for tumor promotion [41–43]. Our findings demonstrated that coculture CRC cells enhanced NF-κB activation in both types of BMDMs whereas the extent of NF-κB activation was even higher in anti-Act1 BMDMs than that in wildtype BMDMs, indicating that Act1 probably was not a sole regulator of NF-κB activation in macrophages. Furthermore, we demonstrated that Act1 knockdown in BMDMs increased NF-κB activation and the expression of PD-L1 and CXCL10 via upregulating STAT3 phosphorylation after coculture with MC38 cell line compared to those in wildtype BMDMs, strongly suggesting that Act1 knockdown contributes to the interaction between p65 and STAT3 in BMDMs. Studies demonstrated that Act1 is able to directly interact with and suppress STAT3 activation in Th17 cells and therefore Act1 knockout activates STAT3 signaling pathway [44]. STAT3 is constitutively expressed in both immune and malignant cells and is an important mediator of the immunosuppressive inflammatory response in the tumor microenvironment and the tumor immune escape process [45]. Meanwhile, with the coordination of NF-κB and STAT3, TAMs often prime their cancer-fighting phenotypes toward a cooperative tumor development profile [46]. Mechanistically, p65 physiologically interacts with STAT3 and consequently modifies their transcriptional activity [47]. Besides, unphosphorylated NF-κB interacts with STAT3 cooperatively and then binds to the κB elements of promoters such as CCL5 and IL-6 to collaboratively induce their target gene expression [48]. Importantly, we found that silencing STAT3 in anti-Act1 macrophages effectively reduced total p65 expression, confirming that Act1 knockdown strengthens the interaction between STAT3 and NF-κB. Collectively, we speculated that Act1 knockdown in BMDMs probably removes the inhibition of STAT3 and then STAT3 activation promotes physiological interaction with p65 which increases p65 activation and the expression of p65 to enhance their transcript activity.

Moreover, both STAT3 and NF-κB transcription factors also synergistically control a common set of genes encoding for cytokines and chemokines[49]. CXCL9, CXCL-10, and CXCL-11 are mainly secreted by monocytes, endothelial cells, fibroblasts, and cancer cells in response to IFN-γ, which are synergistically enhanced by TNF-alpha while CXCR3, a common receptor of CXCL9/10/11, is preferentially expressed on the surface of monocytes, T cells, NK cells, dendritic cells, and cancer cells [30]. CXCL9/10-CXCR3 interactions govern immune infiltration into tumors prior to therapy[50]. Our data indicate that Act1 knockdown significantly promoted CXCL10 expression in macrophages cocultured with CRC cells via hyperactivation of STAT3 and correspondingly mediated migration of CRC cells via CXCR3. A recent study showed that CXCL9 and CXCL10 from macrophages are critical for the recruitment of T cells in the tumor microenvironment [51]. Similarly, we also observed that macrophage depletion effectively reduced the recruitment of CD8^+^ T cells and adenoma transition in AA mice, confirming the crucial effect of cytokines from anti-Act1 macrophages on the adenocarcinoma occurrence. Besides, IL-6 and TNF-α secreted from macrophages induce PD-L1 expression through NF-κB and STAT3 signaling pathways in gastric cancer cells [52]. Furthermore, STAT3 hyperactivation in immune cells also mediates inhibition of the innate and adaptive immunity of the tumor microenviroment [53]. Our data demonstrated that Act1 knockdown promoted PD-L1 expression in macrophages via STAT3 activation in the coculture system. Importantly, Act1 knockdown in BMDMs significantly increased PD1^+^ Tim3^+^ exhausted CD8^+^ T cell after coculture with CRC cells compared with that of wildtype BMDMs. Correspondingly, anti-CD8a treatment effectively alleviated lung metastasis in anti-Act1 mice. Moreover, anti-PD-L1 markedly reduced the amounts of tumor and adenoma transition in AA mice. Therefore, our results confirmed the effect of Act1 in macrophages on the chemokines secretion, immunosuppressive phenotype, and immune checkpoint blockade in the tumor microenvironment.

## Conclusions

We characterized the population of macrophages with Act1 knockdown that fosters adenocarcinoma growth and progression. The AA mice would be the optional model for the investigation of CRC tumorigenesis. Importantly, our findings indicated that macrophage-specific Act1 knockdown activates STAT3 transcription factors to crosstalk with CRC cells and CD8^+^ T cells via CXCL9/10-CXCR3 and PD-1/PD-L1 axis respectively, and consequently promotes epithelial-mesenchymal transition and CRC progression. Intriguingly, Act1 downregulation in TAMs could be a promising predictor of favorable prognosis for anti-PD-L1 therapy in CRC patients.

## Supplementary Information

**Additional file 1:  TableS1.** Clinicopathological characteristics of colorectum cancer patients in Fig. 1.**Table S2.** Primers used for RT-qPCR in the study. **Table S3.** Demographics andclinical information of colorectal patients in Figure S7.

**Additional file 2: Figure S1.** Genotyping assays and Act1 expression in both types of mice. **Figure S2.** Theeffect of siRNAs on the expression of Act1, CXCR3, and STAT3 in correspondingcells. **Figure S3.** The effect of macrophage-specific Act1 knockdown on a xenograftmodel of CRC cells and lung metastasis mouse model of CRC. **Figure S4.** The effectof macrophage depletion or anti-CD8a therapy in the lung metastasis mouse modelof CRC two weeks after being administrated with MC38 cells. **Figure S5.** The effectof Act1 knockdown in CRC cells on the expression of EMT Markers. **Figure S6.** Theeffects of TAMs from CRC patients on the migration and EMT of CRC cell line. **Figure S7.** The effect of Act1-knockdown in BMDMs on the CD8+ T cells exhaustion.

**Additional file 3.** Supplementarymethods.

**Additional file 4.** rawdata retrieved from TCGA and TISIDB.

**Additional file 5.** Imagesof the original blot.

## Data Availability

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [54] and are accessible through GEO Series accession number GSE183971 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183971).

## Abbreviations

CRC: Colorectal cancer
TAMs: Tumor-associated macrophages
NF-κB activator1: Act1
anti-Act1: Macrophage-specific Act1-knockdown
AA: Apc^Min/+^; anti-Act1
APC: Adenomatous polyposis coli
TRAF3IP2: TRAF3-interacting protein 2
PBS: Phosphate-buffered saline
BMDMs: Bone marrow-derived macrophages
CL: Clodronate liposomes
PD-L1: Programmed cell death ligand 1
PD-1: Programmed cell death protein 1
EMT: Epithelial-mesenchymal transition
MDSCs: Myeloid-derived suppressor cells
FACS: Fluorescence-activated cell sorting

# Supplementary material for: NF-κB Activator 1 downregulation in macrophages activates STAT3 to promote adenoma-adenocarcinoma transition and immunosuppression in colorectal cancer
**Source:** BMC Med. 2023 Mar 29;21:115. doi: 10.1186/s12916-023-02791-0
**Supplement:** Supplementary file 1 — Additional file 1: TableS1. Clinicopathological characteristics of colorectum cancer patients in Fig. 1.Table S2. Primers used for RT-qPCR in the study. Table S3. Demographics andclinical information of colorectal patients in Figure S7.

**Supplementary Tables**

**Table S1** Clinicopathological characteristics of colorectum cancer patients (n=65)

| Variables | No. and (%) |
| --- | --- |
| No. of patients | 65 |
| Age (median; range), years | 66; 33-87 |
| Gender (male/female) | 40/25 (61.5/38.5) |
| Tumor size, cm (≤5/>5) | 30/35(46.2/53.8) |
| Tumor location (colon/rectum) | 50/15 (76.9/23.1) |
| TNM stage (Ⅰ-Ⅱ/Ⅲ-Ⅳ) | 30/35(46.2/53.8) |
| Differentiation (high/middle) | 7/58 (10.8/89.2) |

**Table S2** Primers used for RT-qPCR

| **Gene** | **Forward 5-3’** | **Reverse 5-3’** |
| --- | --- | --- |
| **GAPDH (***mus musculus***)** | TGTTTGTGATGGGTGTG | TACTTGGCAGGTTTCTC |
| **CXCL9 (***mus musculus***)** | GAACGGAGATCAAACCTGCCT | TGTAGTCTTCCTTGAACGACGA |
| **CXCL10 (***mus musculus***)** | CGATGACGGGCCAGTGAGAATG | TCAACACGTGGGCAGGATAGGCT |
| **IL-6 (***mus musculus***)** | TAGTCCTTCCTACCCCAATTTCC | TTGGTCCTTAGCCACTCCTTC |
| **Arg1 (***mus musculus***)** | CATTGGCTTGCGAGACGTAG | TTGCCAATCCCCAGCTTGTC |
| **IDO1 (***mus musculus***)** | CTGACCACCTCAGGGTTTAGC | TTTCTAGCCACAAGGACCCAG |
| **PD-L1 (***mus musculus***)** | GCTTCTCAATGTGACCAGCA | GAGGAGGACCGTGGACACTA |
| **GAPDH (***homo sapiens***)** | CGGACCAATACGACCAAATCCG | AGCCACATCGCTCAGACACC |
| **E-cadherin (***homo sapiens***)** | TACGCCTGGGACTCCACCTA | CCAGAAACGGAGGCCTGAT |
| **Vimentin (***homo sapiens***)** | GCTAACCAACGACAAAGCCC | GATTGCAGGGTGTTTTCGGC |
| **Snail** *(homo sapiens)* | CACTATGCCGCGCTCTTTC | GCTGGAAGGTAAACTCTGGATTAGA |
| **CXCL9 (***homo sapiens***)** | AAGACCTTAAACAATTTGCCCC | TGCTGAATCTGGGTTTAGACAT |
| **CXCL10 (***homo sapiens***)** | CTCTCTCTAGAACTGTACGCTG | ATTCAGACATCTCTTCTCACCC |
| **PD-L1 (***homo sapiens***)** | CCTACTGGCATTTGCTGAACGCAT | ACCATAGCTGATCATGCAGCGGTA |

**Table S3** Demographics and clinical information of colorectal patients.

# Supplementary material for: NF-κB Activator 1 downregulation in macrophages activates STAT3 to promote adenoma-adenocarcinoma transition and immunosuppression in colorectal cancer
**Source:** BMC Med. 2023 Mar 29;21:115. doi: 10.1186/s12916-023-02791-0
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1. Genotyping assays and Act1 expression in both types of mice. Figure S2. Theeffect of siRNAs on the expression of Act1, CXCR3, and STAT3 in correspondingcells. Figure S3. The effect of macrophage-specific Act1 knockdown on a xenograftmodel of CRC cells and lung metastasis mouse model of CRC. Figure S4. The effectof macrophage depletion or anti-CD8a therapy in the lung metastasis mouse modelof CRC two weeks after being administrated with MC38 cells. Figure S5. The effectof Act1 knockdown in CRC cells on the expression of EMT Markers. Figure S6. Theeffects of TAMs from CRC patients on the migration and EMT of CRC cell line. Figure S7. The effect of Act1-knockdown in BMDMs on the CD8+ T cells exhaustion.

**Supplemental figures and figure legends**

**
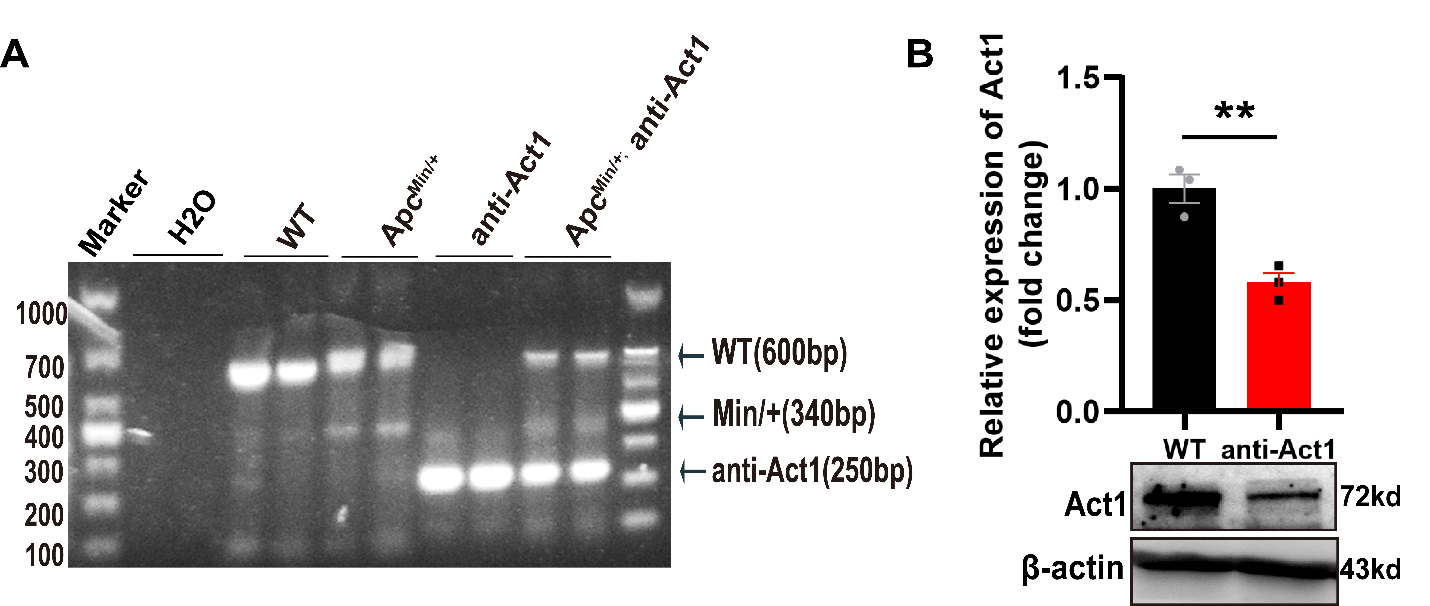
**

**Fig. S1 Genotyping assays and Act1 expression in both types of mice.**

**A.** PCR amplicons from genomic DNA obtained by tail biopsies from mice of the indicated genotype. Bands of different sizes correspond to the Apc^Min/+^ allele (340 bp), anti-Act1 allele (250bp), and wildtype allele (600bp); **B.** Act1 expression in bone marrow-derived macrophage (BMDM) from two types of mice. Data are shown as means ± s.e.m. of three independent experiments with at least three independent measurements/experiment. Significant difference between the groups, ***p*<0.01 (Student *t* test).

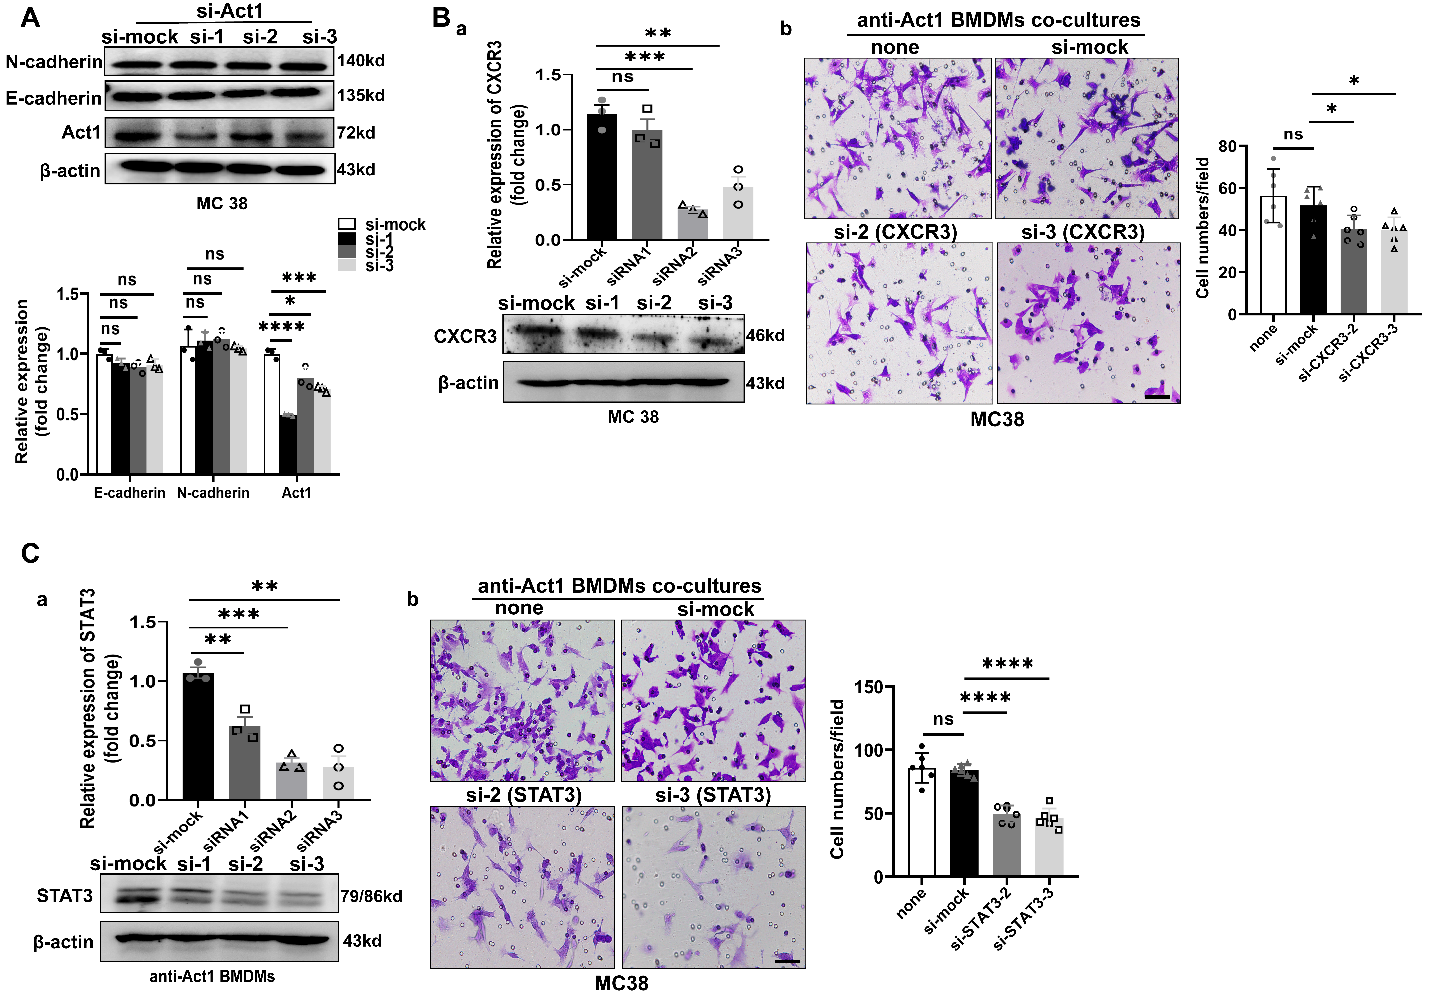

**Fig. S2 The effect of siRNAs on the expression of Act1, CXCR3, and STAT3 in corresponding cells.**

**A.** The effect of siRNAs on Act1 expression in MC38 cells and the effect of Act1 knockdown on EMT markers expression. **B.** The effect of siRNAs on CXCR3 expression in MC38 cells **(a)**; The effect of CXCR3 knockdown in MC38 cells on anti-Act1 macrophages-mediated migration of MC38 cells after coculture 24 h **(b)**; Scale bar, 50 μm. **C.** The effect of siRNAs on STAT3 expression in anti-Act1 BMDMs **(a)**; after coculture 24 h **(b)**. Data are shown as means ± s.e.m. of three independent experiments with at least three independent measurements/experiment. Significant difference between the groups, **p*<0.05, ***p*<0.01, and ****p*<0.001, *****p*<0.0001 (Student *t* test).

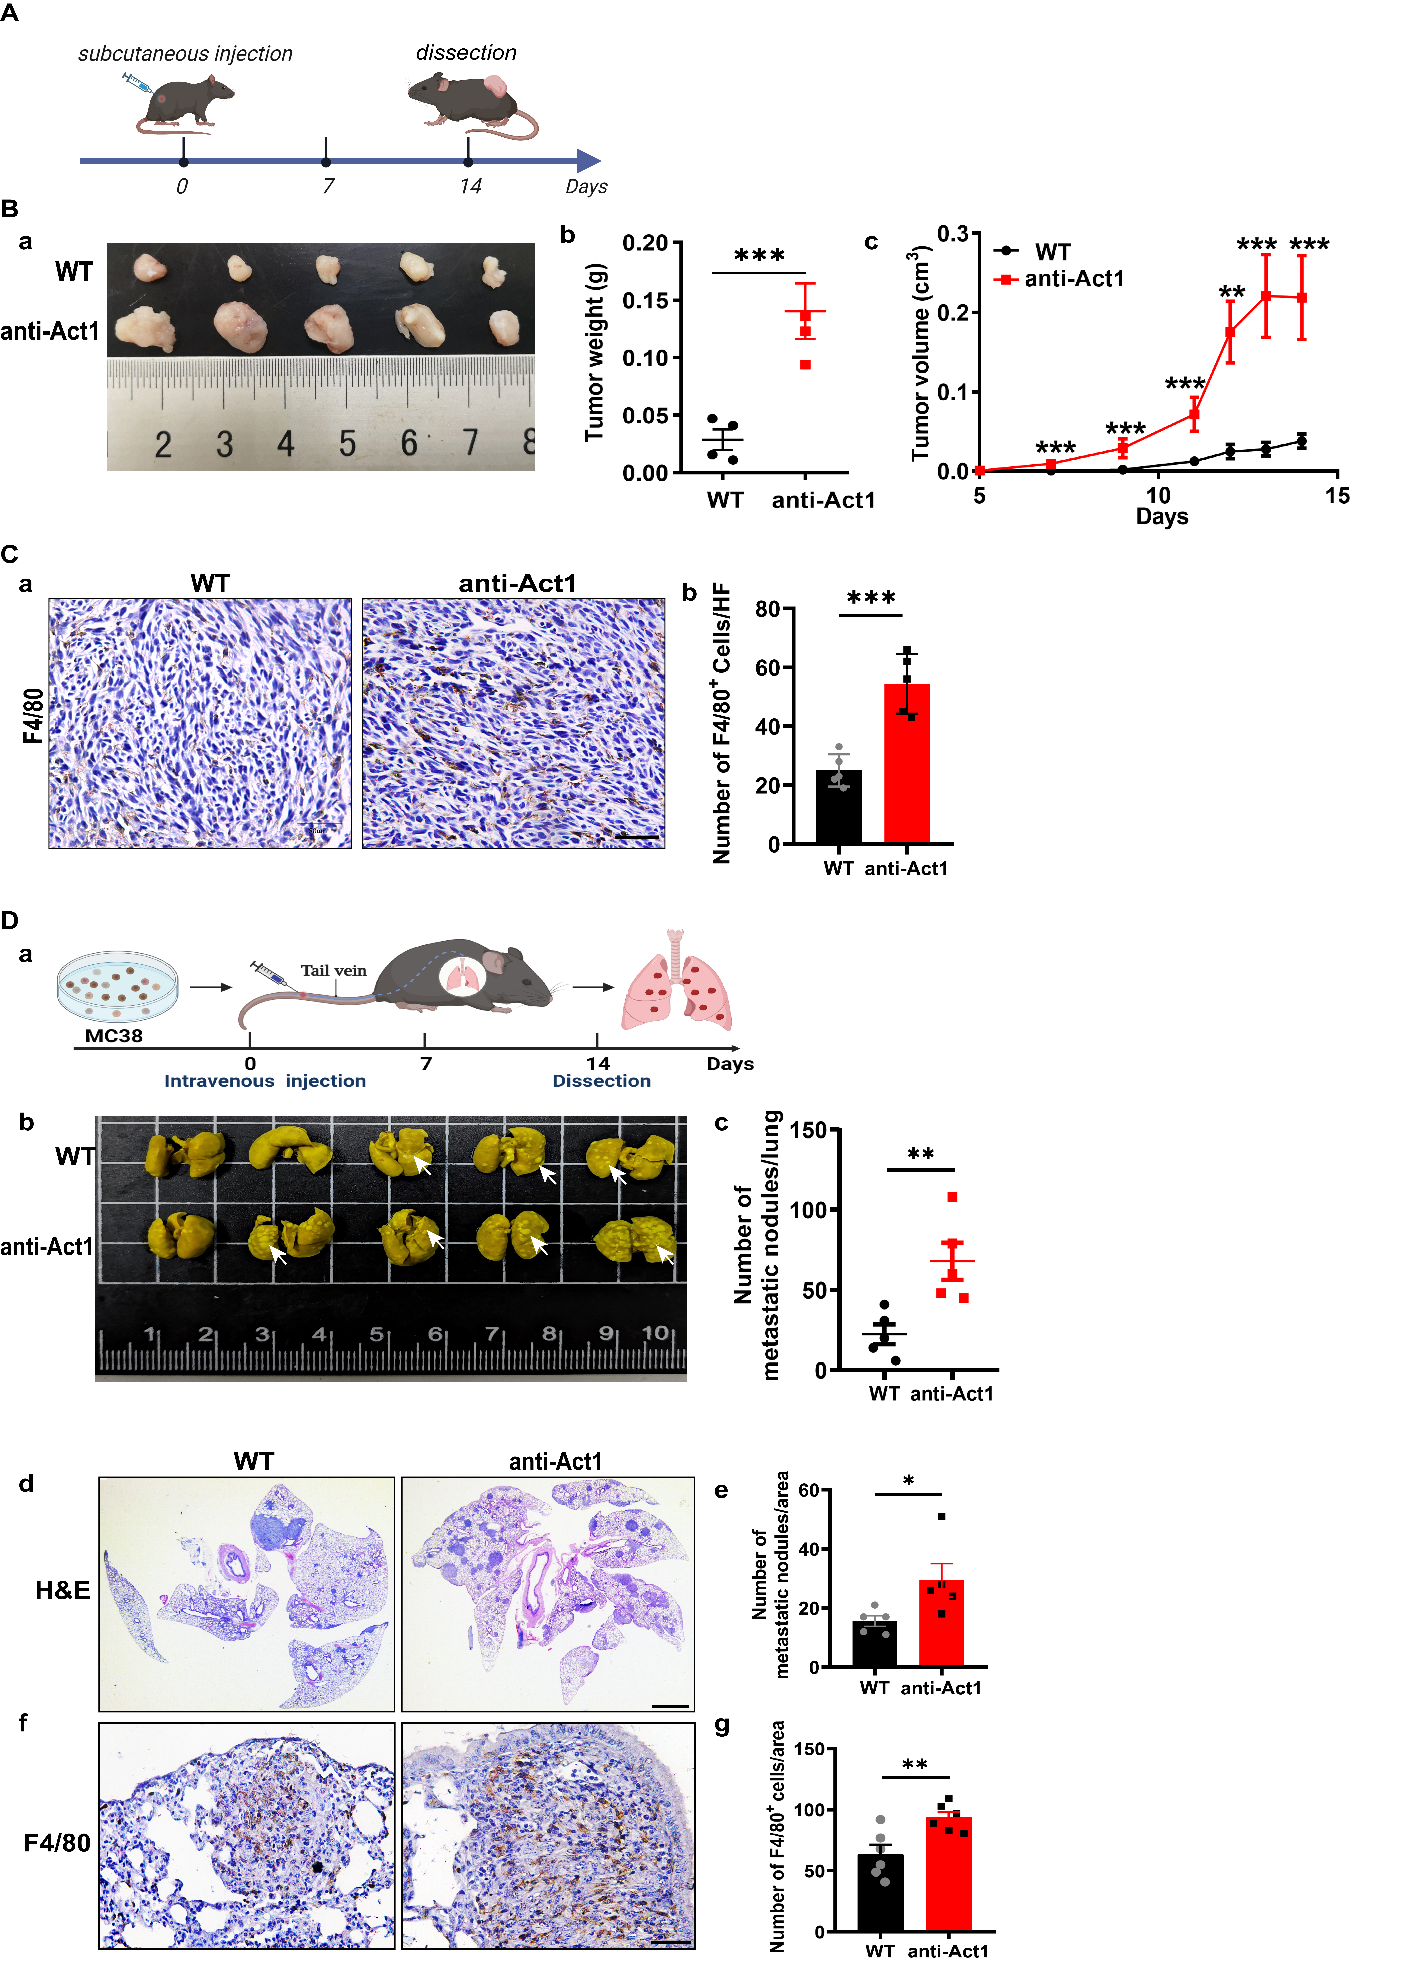

**Fig. S3 The effect of macrophage-specific Act1 knockdown on a xenograft model of CRC cells and lung metastasis mouse model of CRC.** **A.** Graphical depiction of xenograft model; **B**. Representative images of subcutaneous tumors in C57 and anti-Act1 mice **(a)**; Quantitative analysis of tumor weight **(b)**; Quantitative analysis of tumor volume **(c)**; **C.** Immunohistochemical staining **(a)** and quantitative evaluation **(b)** of the number of macrophages in subcutaneous tumors of C57 and anti-Act1 mice. Scale bars, 50 μm. **D**. Graphical depiction of lung metastasis mouse model of CRC **(a)**; Gross lung appearance after fixed by bouin’s fixative **(b);** Quantative statistics of metastasis nodules in the lung **(c)**; H&E staining. Scale bar, 2 mm **(d)**; Statistical analysis of metastatic nodules in lung tissues **(e)**; Immunohistochemical staining for F4/80^+^ macrophages. Scale bar, 100 μm **(f)**; Quantitative evaluation **(g)** of the number of macrophages in lung metastasis model of C57 and anti-Act1 mice. Data are shown as means ± s.e.m. of three independent experiments with at least three independent measurements/experiments. Significant difference between the groups, **p*<0.05, ***p*<0.01, and ****p*<0.001 (Student *t* test).

**
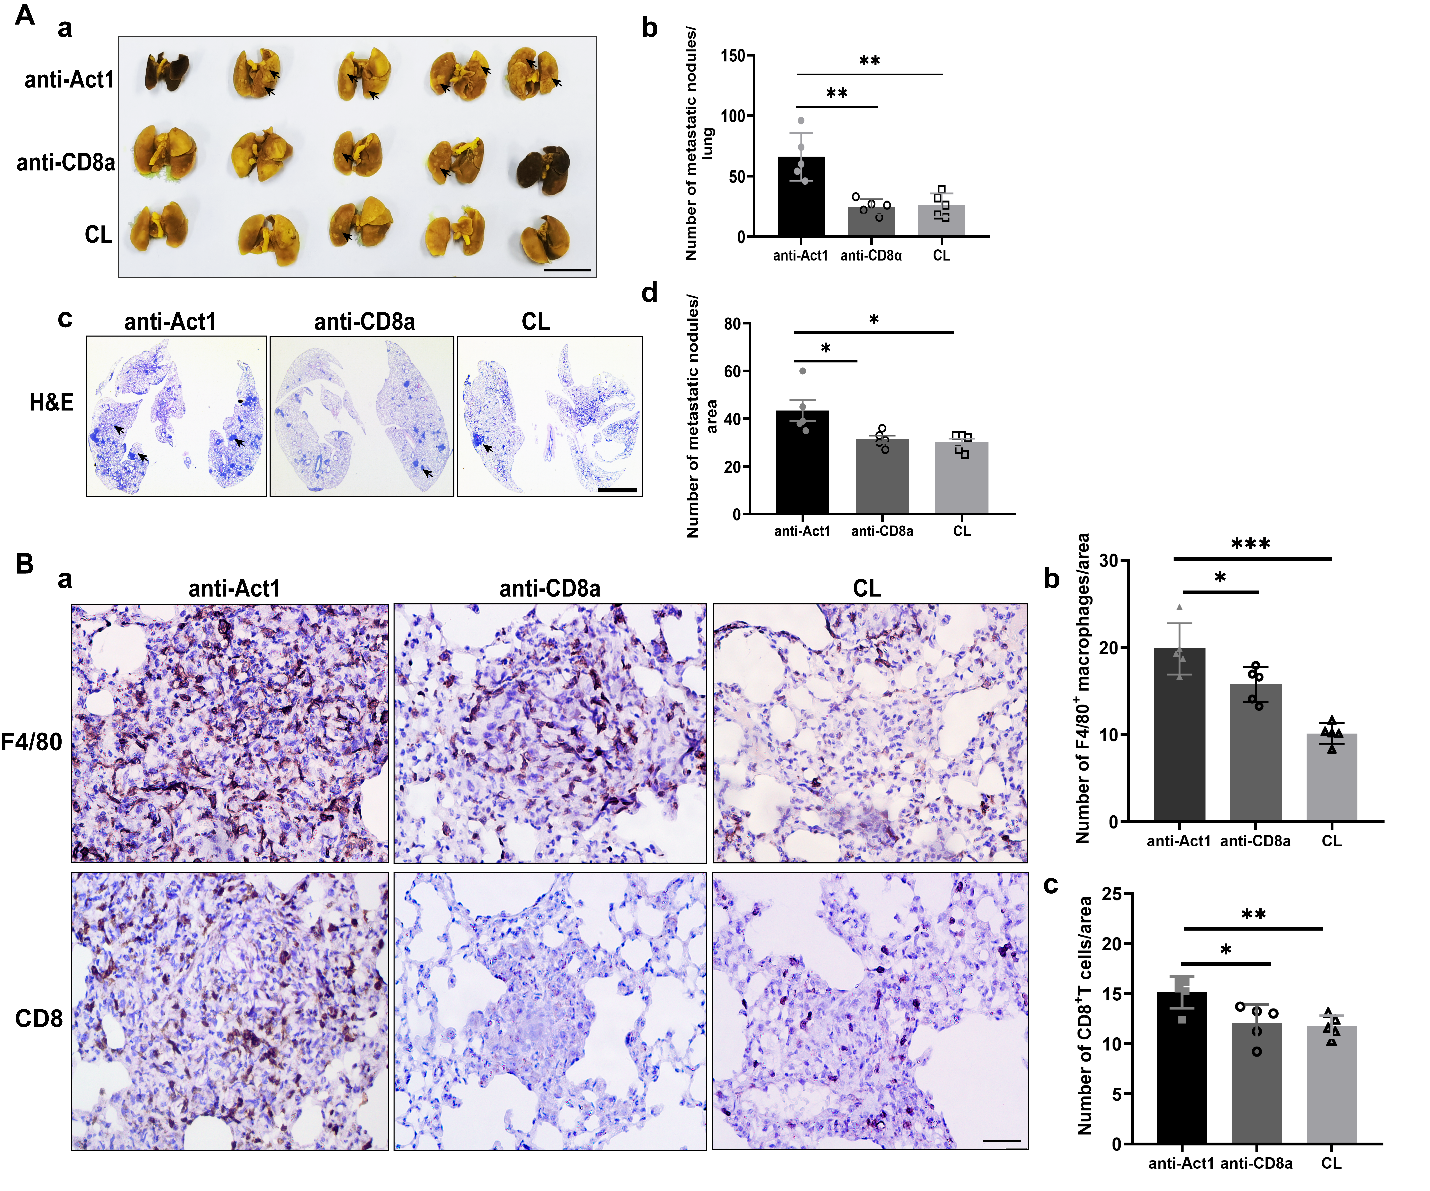
**

**Fig. S4 The effect of macrophage depletion or anti-CD8a therapy in the lung metastasis mouse model of CRC two weeks after being administrated with MC38 cells.**

**A.** Gross lung appearance after fixed by bouin’s fixative **(a)**; The numbers of metastasis nodules on the surface of lung. Scale bar, 1cm. **(b)**; H&E (hematoxylin and eosin) staining**.** Scale bar, 2 mm **(c)**; The numbers of metastasis nodules in the lung tissues **(d)**. **B.** The number of F4/80^+^ macrophages or CD8^+^ T cells in lung tissue was quantified by immunohistochemical staining**. (a)** Representative graph of F4/80^+^ macrophages or CD8^+^ T cells staining by immunohistochemistry. Scale bar, 50 μm. **(b)** Statistic analysis of number of F4/80^+^macrophages; **(c)** Statistic analysis of number of CD8^+^T cells. Data are shown as means ± s.e.m. of three independent experiments with at least three independent measurements/experiment. Significant difference between the groups, **p*<0.05, ***p*<0.01, and ****p*<0.001 (Student *t* test). CL: clodronate liposomes.

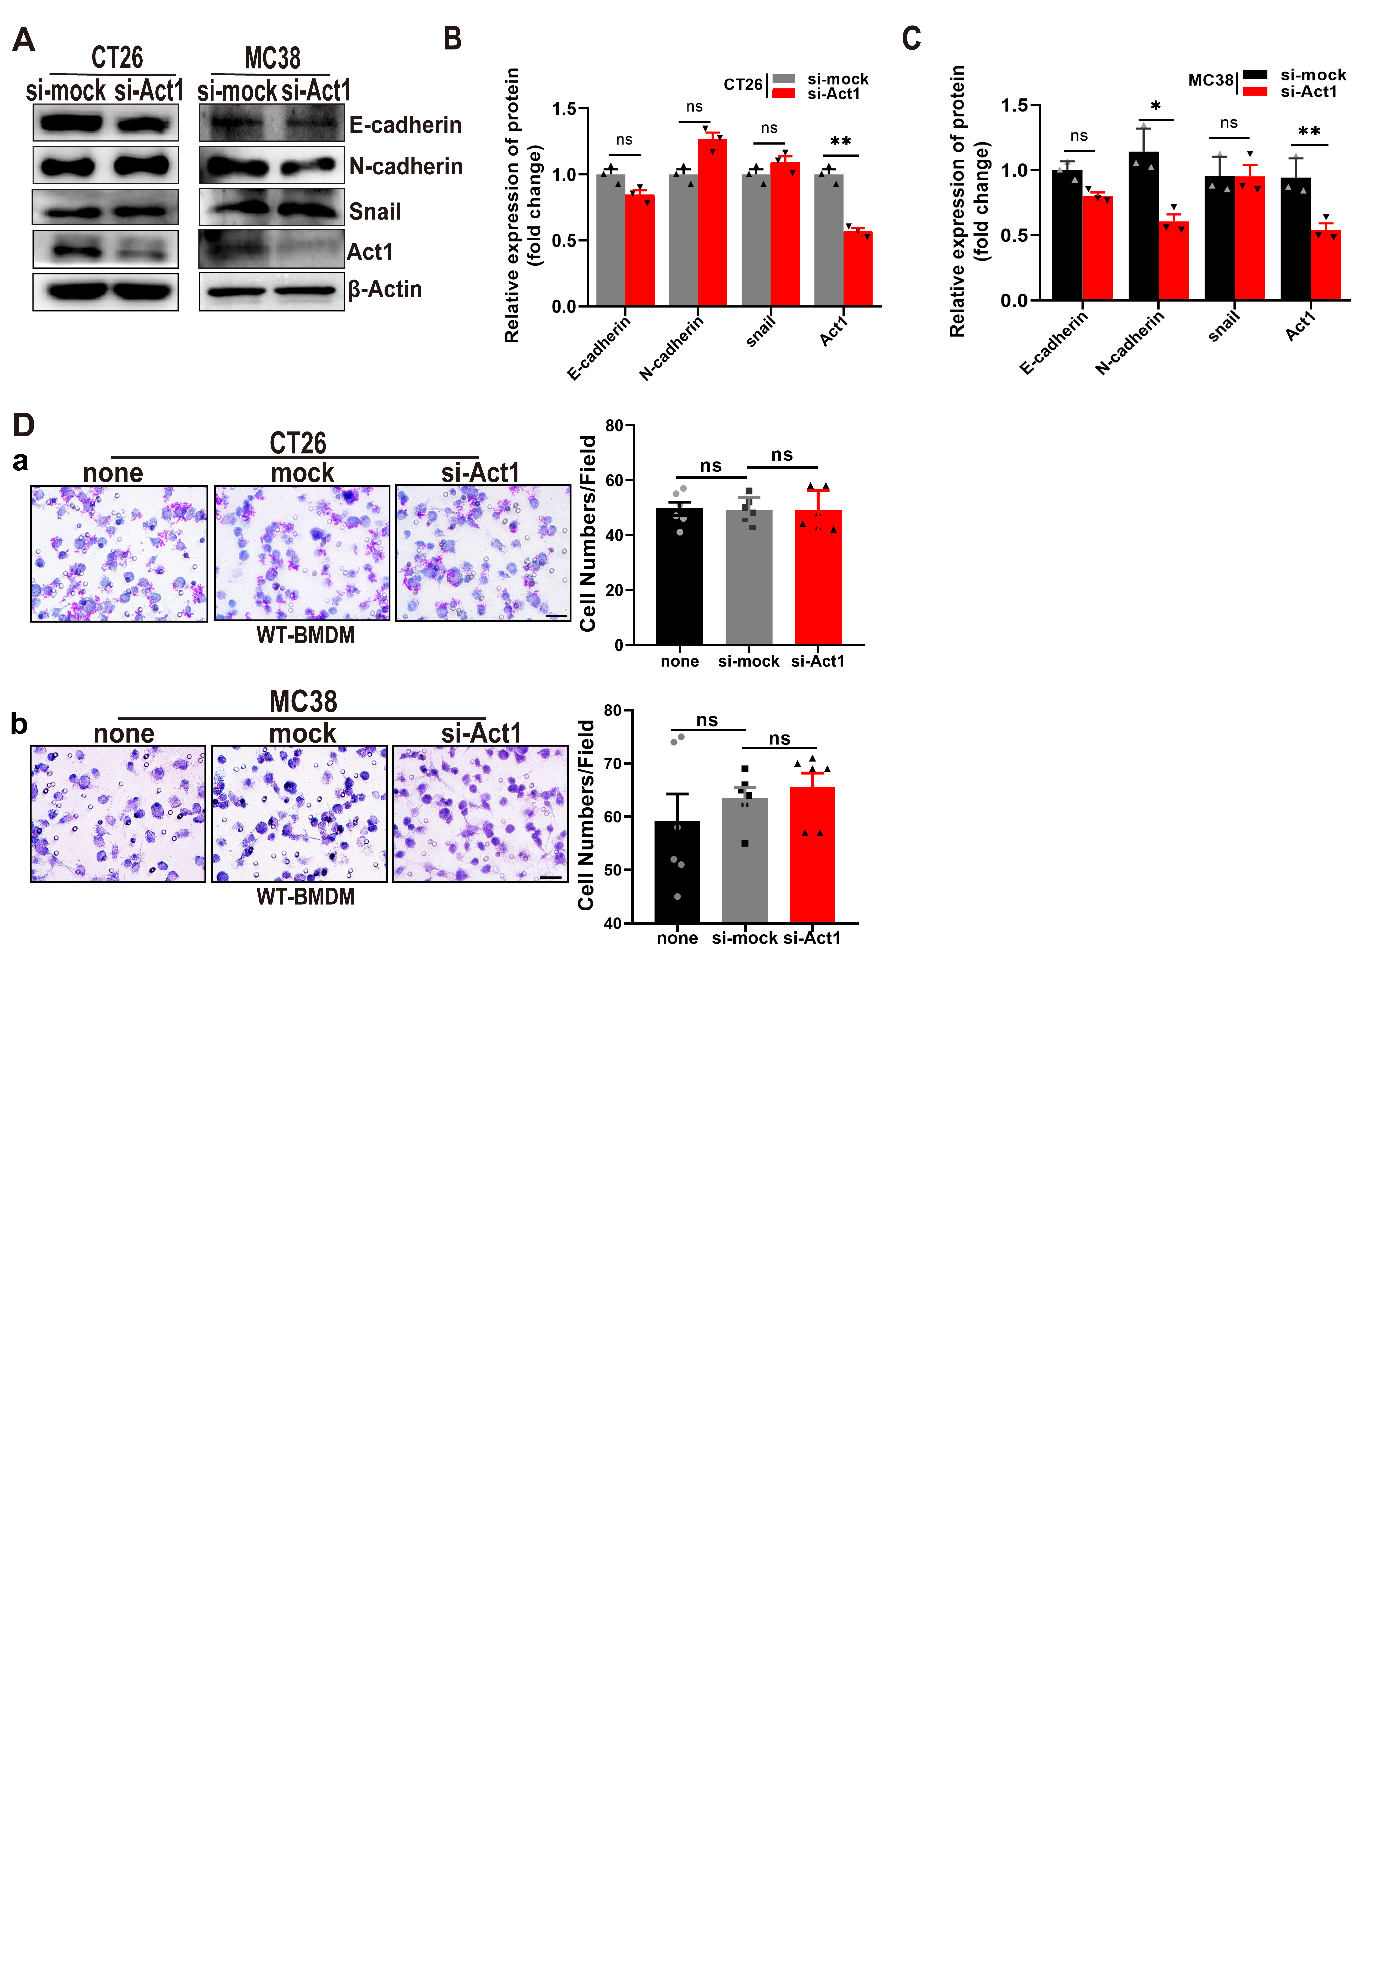

**Fig. S5 The effect of Act1 knockdown in CRC cells on the expression of EMT Markers. A.** Expressions of EMT markers in Act1 knock-downed CRC cells after 48 h detected by immunoblotting. **B.** quantitative assays of EMT markers in CT26 cell line. **C.** quantitative assays of EMT markers in MC38 cell line. **D.** The effect of Act1knockdown in CRC cell lines on the migration of BMDMs after coculture 24h. **(a)** Representative graph and quantitative statistics of BMDMs migration after coculture with CT26 cell lines. **(b)** Representative graph and quantitative statistics of BMDMs migration after coculture with MC38 cell lines. Scale bar, 50 μm. Data are shown as means ± s.e.m. of three independent experiments with at least three independent measurements/experiment. Significant difference between the groups, **p*<0.05 and ***p*<0.01 (Student *t* test).

**
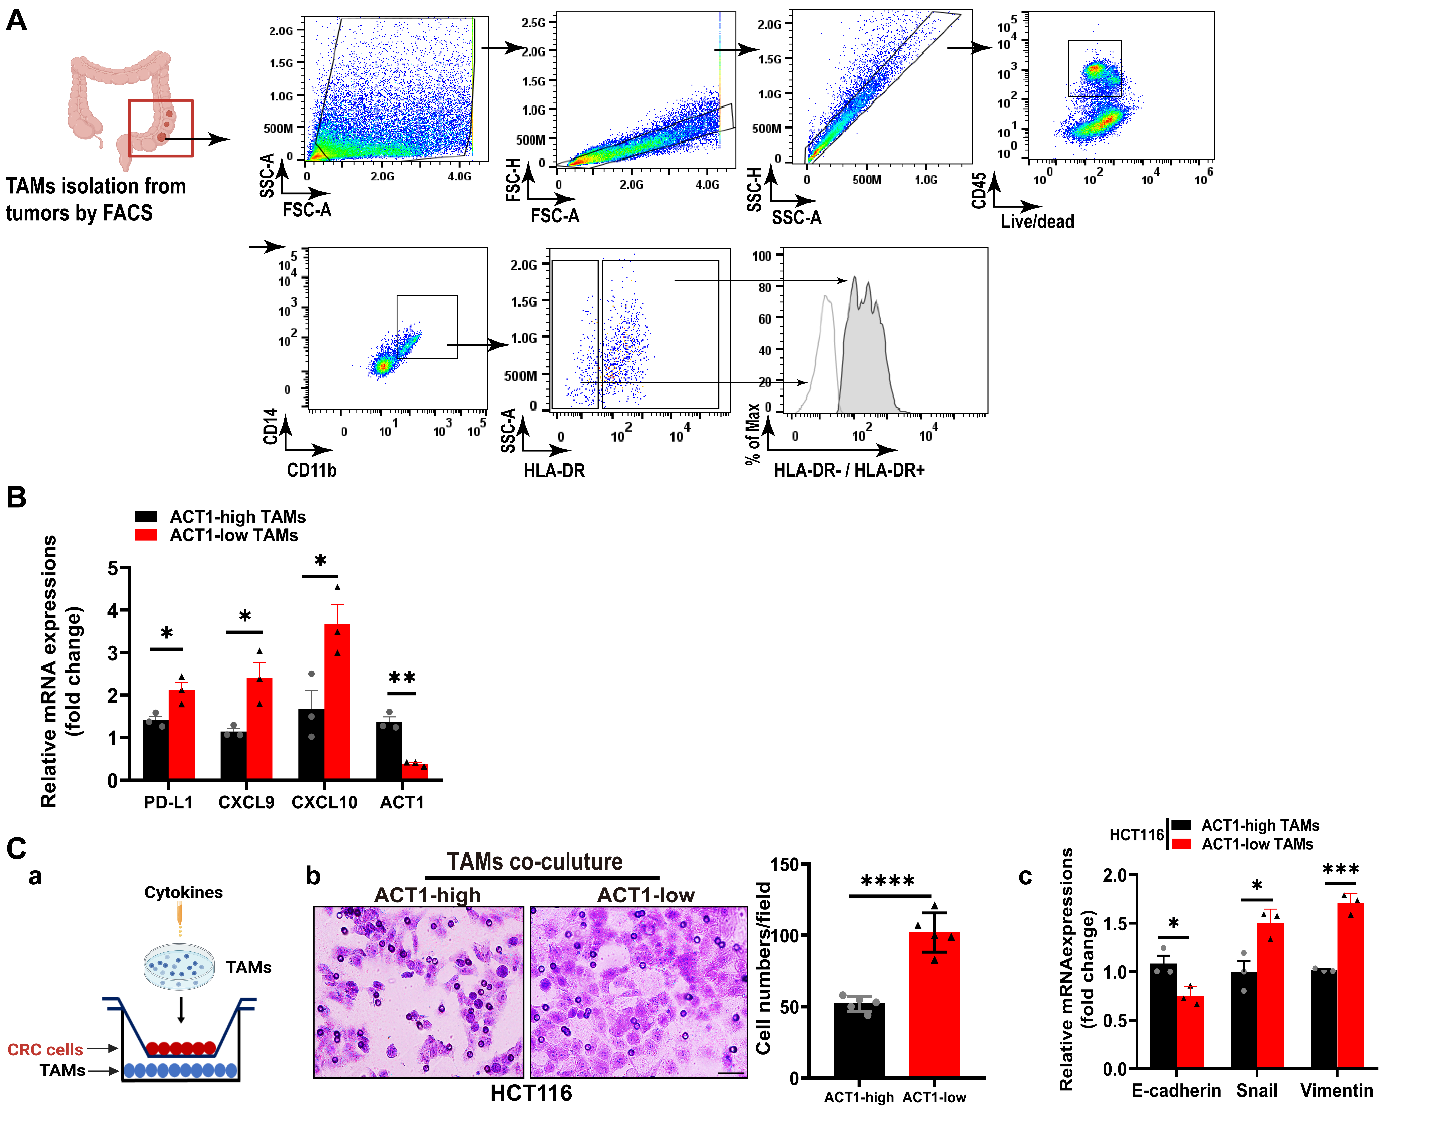
**

**Fig. S6 The effects of TAMs from CRC patients on the migration and EMT of CRC cell line. A.** Schematic graph and representative gating strategy for the identification and collection of TAMs from tumor tissues of CRC patients. Using a gate based on physical parameters (size and granularity) and removing doublet, cells that viable and CD45 positive are selected. Then cells that are CD11b^+^ CD14^+^ HLA-DR^+^ (*grey-lined empty histogram= CD11b^+^ CD14^+^ HLA-DR^-^ macrophages, light grey-colored histogram= macrophages (TAMs) from CRC tumor*) are defined and collected as TAMs in tumor tissues**. B.** Relative mRNA expressions in ACT1-high TAMs (Ct value < 30) and ACT1-low TAMs (Ct value ≥30) isolated from CRC patients. **C.** Schematic graph of coculture between TAMs and human CRC cell line **(a)**; Representative photos and quantitative statistics of HCT116 cell lines migration after coculture with TAMs 48 h. Scale bar, 50 μm (**b)**; Relative mRNA expression of EMT markers in HCT116 cells after coculture with TAMs 48 h. **(c)**. Data are shown as means ± s.e.m. of three independent experiments with at least three independent measurements/experiment. Significant difference between the groups, **p*<0.05, ***p*<0.01, and ****p*<0.001(Student *t* test).

**
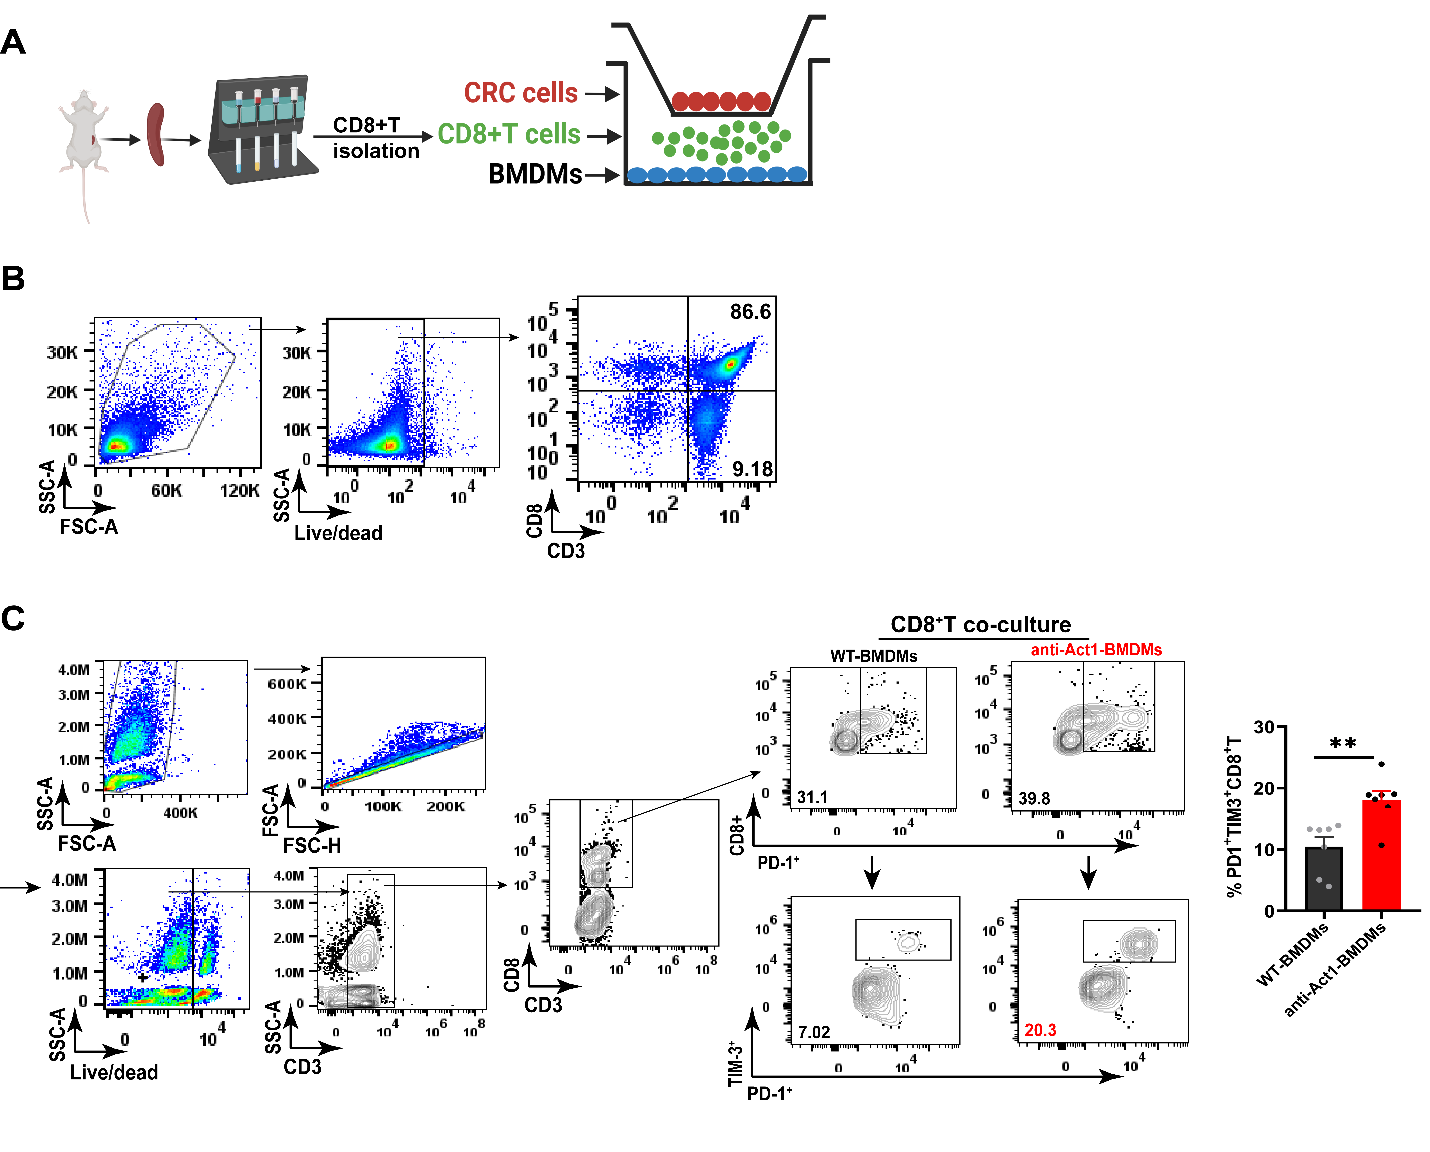
**

**Fig. S7 The effect of Act1-knockdown in BMDMs on the CD8^+^ T cells exhaustion.**

**A.** Schematic graph of the experimental design; **B.** Purity of CD8^+^ T cell enrichment by magnetic bead; **C.** Identification and quantitative statistic of exhaustive CD8^+^ T cell in coculture system. Data are shown as means ± s.e.m. of three independent experiments with at least three independent measurements/experiment. Significant difference between the groups, ***p*<0.01 (Student *t* test).

# Supplementary material for: NF-κB Activator 1 downregulation in macrophages activates STAT3 to promote adenoma-adenocarcinoma transition and immunosuppression in colorectal cancer
**Source:** BMC Med. 2023 Mar 29;21:115. doi: 10.1186/s12916-023-02791-0
**Supplement:** Supplementary file 3 — Additional file 3. Supplementarymethods.

**NF-κB Activator 1 Downregulation in Macrophages Activates STAT3 to Promote Adenoma-adenocarcinoma Transition and Immunosuppression in Colorectal Cancer**

Shunyi Wang^1#^, Yihe Kuai^1#^, Simin Lin^2 #^, Li Li^1#^, Quliang Gu^1^, Xiaohan Zhang^3^, Xiaoming Li^4^, Yajun He^4^, Sishuo Chen^1^, Xiaoru Xia^1^, Zhang Ruan^1^, Caixia Lin^1^, Yi Ding^1^, Qianqian Zhang^1^, Cuiling Qi^1^, Jiangchao Li^1^, Xiaodong He^1^, Janak L Pathak^5^, Weijie Zhou^6^, Side Liu^2*^, Lijing Wang^1*^, Lingyun Zheng^1,7*^

**Additional file 3**

Supplementary methods for additional file 2: Fig. S3, S4, S6, and S7.

**Lung metastasis mouse model**

To establish a colon cancer cell lung metastasis model, wildtype mice, and anti-Act1 mice were injected with the MC38 cells (3×10^5^/200 μL phosphate-buffered saline (PBS)) via the tail vein, for an additional 2 weeks.

**Histology and immunohistochemistry**

The lung tissues were fixed in Bouin's solution, paraffin-embedded, sectioned, and stained with H&E. The images were taken with Leica M125C Stereomicroscope (Leica Microsystems, Wetzlar, Germany) under 0.8× field. For immunohistochemistry, 3 µm thick tissue sections were subsequently dewaxed, deparaffinized, and rehydrated, and endogenous peroxidase was quenched with 3% H_2_O_2_ in methanol for 30 min. The slides were blocked with 10% bovine serum albumin (Sigma-Aldrich) at 37 °C for 50 min and then incubated with anti-F4/80 (1:200; #70076s, CST, America) and anti-CD8 (1:200; #ab217344, Abcam, America) antibodies were incubated overnight at 4 °C. Next, the tissue sections were incubated with a horseradish peroxidase-conjugated goat anti-rabbit or anti-mouse IgG antibody (ZSGB-BIO, Beijing, China) at 37 °C for 50 min. The slides were stained with diaminobenzidine solution (Dako Cytomation, Hamburg, Germany), and the cell nuclei were counterstained with hematoxylin. The images were taken with a microscope (OLYMPUS, Japan) 20× field or 40× field. The immunohistochemical staining data were collected and assessed quantified using Image-Pro Plus 4.5 software (Media Cybernetics, MD, USA).by two researchers using a double-blind protocol.

**Clinical samples for TAMs isolation**

We collected 7 colorectal cancer fresh tissue from 7 patients, which were identified by the pathologist of Southern Hospital as "Colorectal cancer" samples. Samples were taken from the middle site of the tumor that was not necrotic and/or hematoma. Fresh colorectal cancer tissue was used for TAMs sorting and colorectal cancer tissue for IHC. The use of clinical samples from colorectal patients was reviewed and approved by the ethics committee of Southern Hospital, and all clinical samples were taken with the informed consent of patients and their families. These colorectal patients’ demographics and clinical information are provided in **Additional file 1: Table S3**.

**TAMs sorting**

Fresh tumor tissue (100–200 mg) was digested into a gentleMACS C Tube (Miltenyi Biotec; cat:130-093-237) containing Collagenase D (Roche; cat:11088858001), DNase I (Sigma-Aldrich; cat: 10104159001), Dispase Ⅱ (Sigma-Aldrich; cat: D4693), and 10 ml RPMI 1640. The C tube was processed on a gentle MACS Octo Dissociator with Heaters (Miltenyi Biotec; cat: 130-096-427) using the program “37C_h_TDK_1” for 45 min. Then, tumor cell suspensions were poured through a 70 μm pre-coated with 2% BSA/PBS. After washing and centrifugation, then 10 min blocking, extracellular staining was performed. Following antibodies against surface epitopes were used: anti-CD45-BV421 (1:100; BD science; clone: HI30), anti-CD11b-PE (1:100; eBioscience; clone: ICRF44), anti-CD14-Percp (1:100; Biolegend; clone: HCD14), anti-HLA-DR-FITC (1:100; eBioscience; clone: LN3), anti-CD3-eFluor 660 (1:100; eBioscience; clone: OKT3), anti-CD19-APC (1:100; MULTISCIENCES; clone: HIB19), anti-CD56-APC (1:100, eBioscience; clone: TULY56), and Zombie NIR™ Fixable Viability Kit (BioLegend; cat: 423101), then sorted using MoFlo XDP (Beckman Coulter, USA). FACS analysis was done using FlowJo software (FlowJo, LLC). and the positive staining was identified by comparison to appropriate isotype control to correct for non-specific binding. Sorting gates were established based on the level of marker expression as well as the exclusion of dead cells stained with Fixable Viability Dye and the exclusion of cells exhibiting non-specific binding or autofluorescence (gating strategy are shown in **Additional file 2: Fig. S6**).

**CD8^+^ T cell isolation and enrichment**

Wildtype mouse spleens were collected and dissociated mechanically. Then, CD8^+^ T cells were sorted on a MACS column (Miltenyi Biotec; cat: 130-042-401) by CD8a^+^ T Cell Isolation Kit (Miltenyi Biotec; cat:130-104-075). All procedures followed the manufacturer's protocol. Subtypes of collected CD8^+^ T cells were confirmed using flow cytometry (**Additional file 2: Fig. S7; routine purity >85%**).

**BMDMs, CD8^+^ T cells, and CRC cell lines coculture**

The coculture systems were established through 6-well plates and 0.4 μm pore size transwell inserts (Corning)^24^. Before coculture, 6-well plates were coated with anti-CD3e (BD biosciences, clone:145-2C11) and anti-CD28 (BD biosciences, clone:37.51) at 37℃ incubators for 3 h. BMDMs (1×10^6^ cells/well) were seeded in 6-well plates and MC38 CRC cells (5×10^5^/insert) were seeded in transwell inserts. CD8+T cells were directly added to BMDMs at a concentration of 5×10^5^ cells/ml.

**Flow cytometry analysis**

Coculture CD8^+^ T cells were analyzed using FACSCelesta flow cytometer (BD Biosciences). Cells were first stained with anti-CD16/32 (Biolegend; clone:93) for 10 min at 4 C, then with specifically conjugated antibodies for 1 h at 4 C in the dark. The following anti-mouse antibodies were used in the analysis: anti-CD3-PerCP/Cyanine5.5 (1:100; Biolegend; clone:17A2), anti-CD8-APC (1:100; Biolegend; clone: 53-6.7), anti-PD-1- FITC (1:100; eBioscience; clone: RMPI-30), anti-Tim3-super Bright 600 (1:100; eBioscience; clone: 8B.2C12) and Fixable Viability Dye (eBioscience; cat: 65-0868).

# Supplementary material for: NF-κB Activator 1 downregulation in macrophages activates STAT3 to promote adenoma-adenocarcinoma transition and immunosuppression in colorectal cancer
**Source:** BMC Med. 2023 Mar 29;21:115. doi: 10.1186/s12916-023-02791-0

**NF-κB Activator 1 Downregulation in Macrophages Activates STAT3 to Promote Adenoma-adenocarcinoma Transition and Immunosuppression in Colorectal Cancer**

Shunyi Wang^1#^, Yihe Kuai^1#^, Simin Lin^2 #^, Li Li^1#^, Quliang Gu^1^, Xiaohan Zhang^3^, Xiaoming Li^4^, Yajun He^4^, Sishuo Chen^1^, Xiaoru Xia^1^, Zhang Ruan^1^, Caixia Lin^1^, Yi Ding^1^, Qianqian Zhang^1^, Cuiling Qi^1^, Jiangchao Li^1^, Xiaodong He^1^, Janak L Pathak^5^, Weijie Zhou^6^, Side Liu^2*^, Lijing Wang^1*^, Lingyun Zheng^1,7*^

**Additional file 5: Images of original blots**

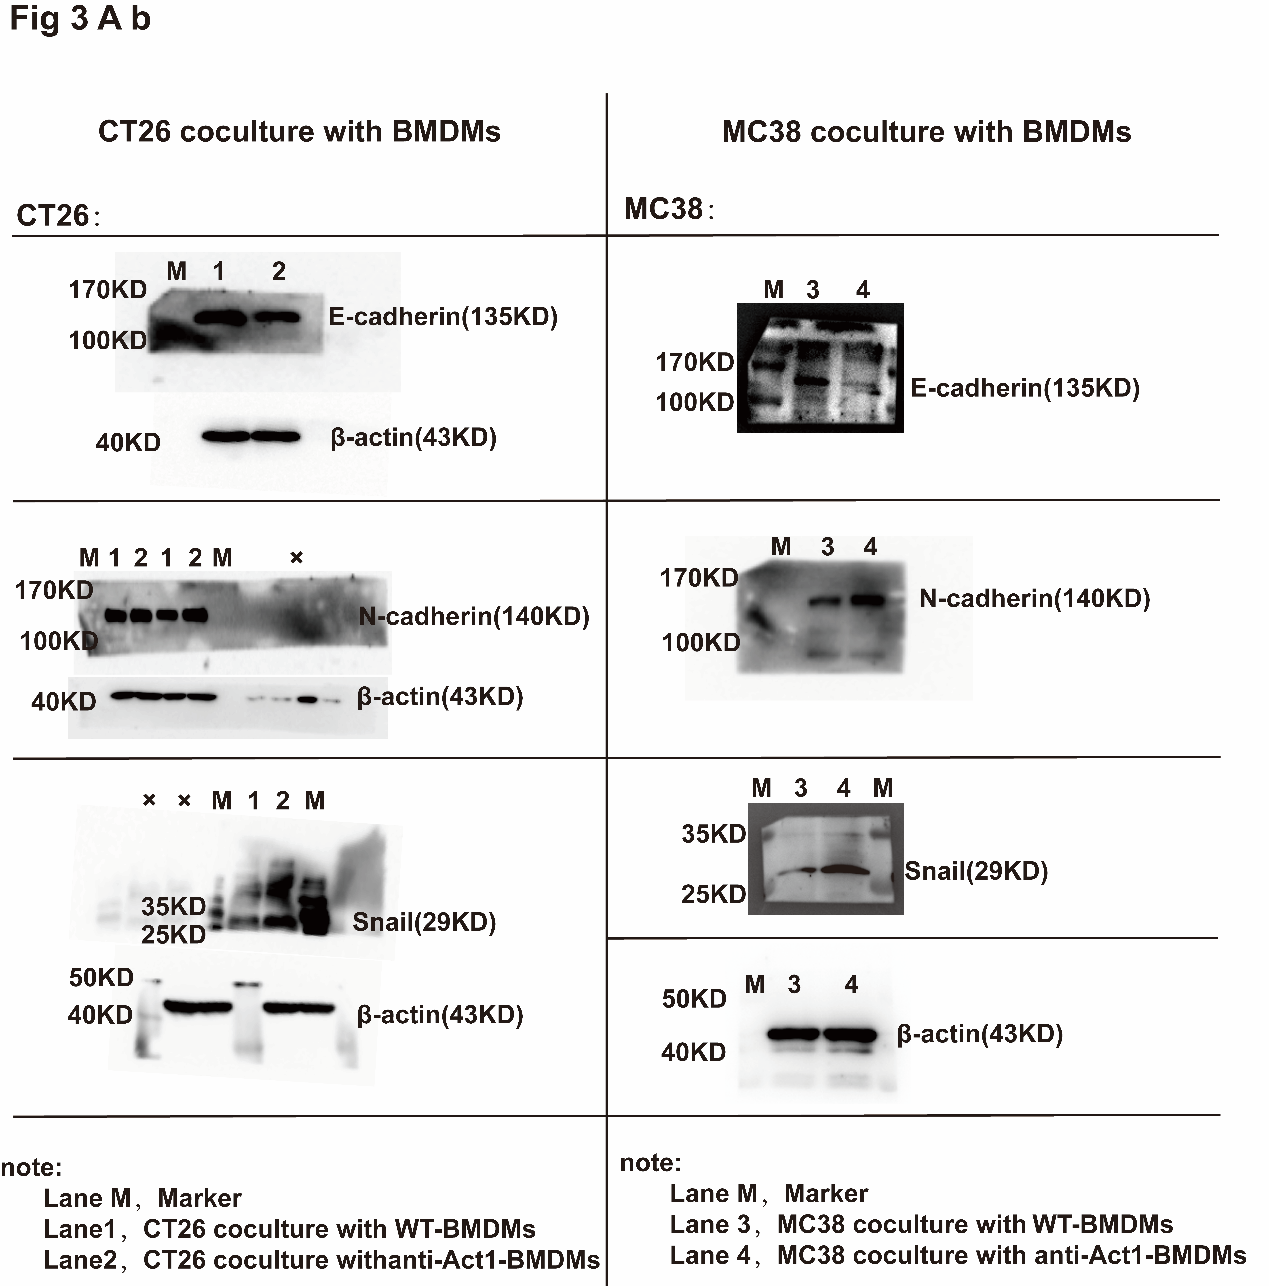

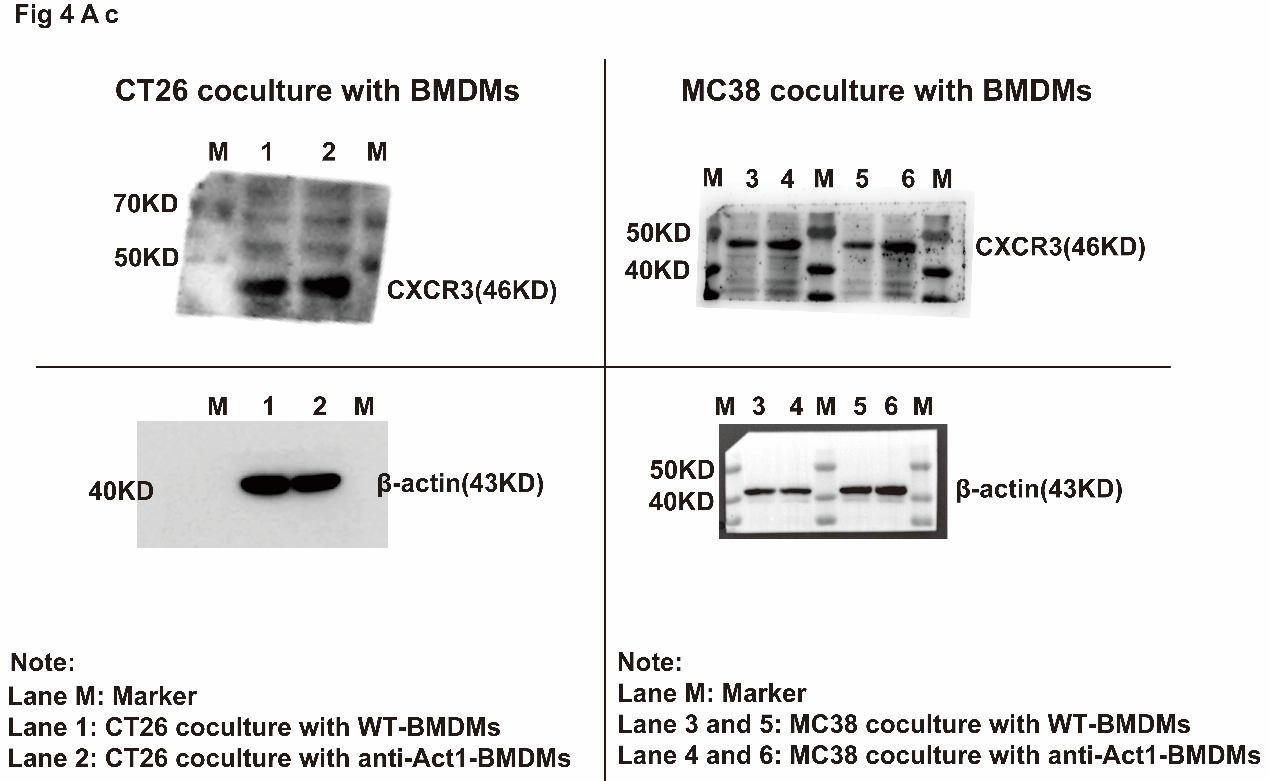

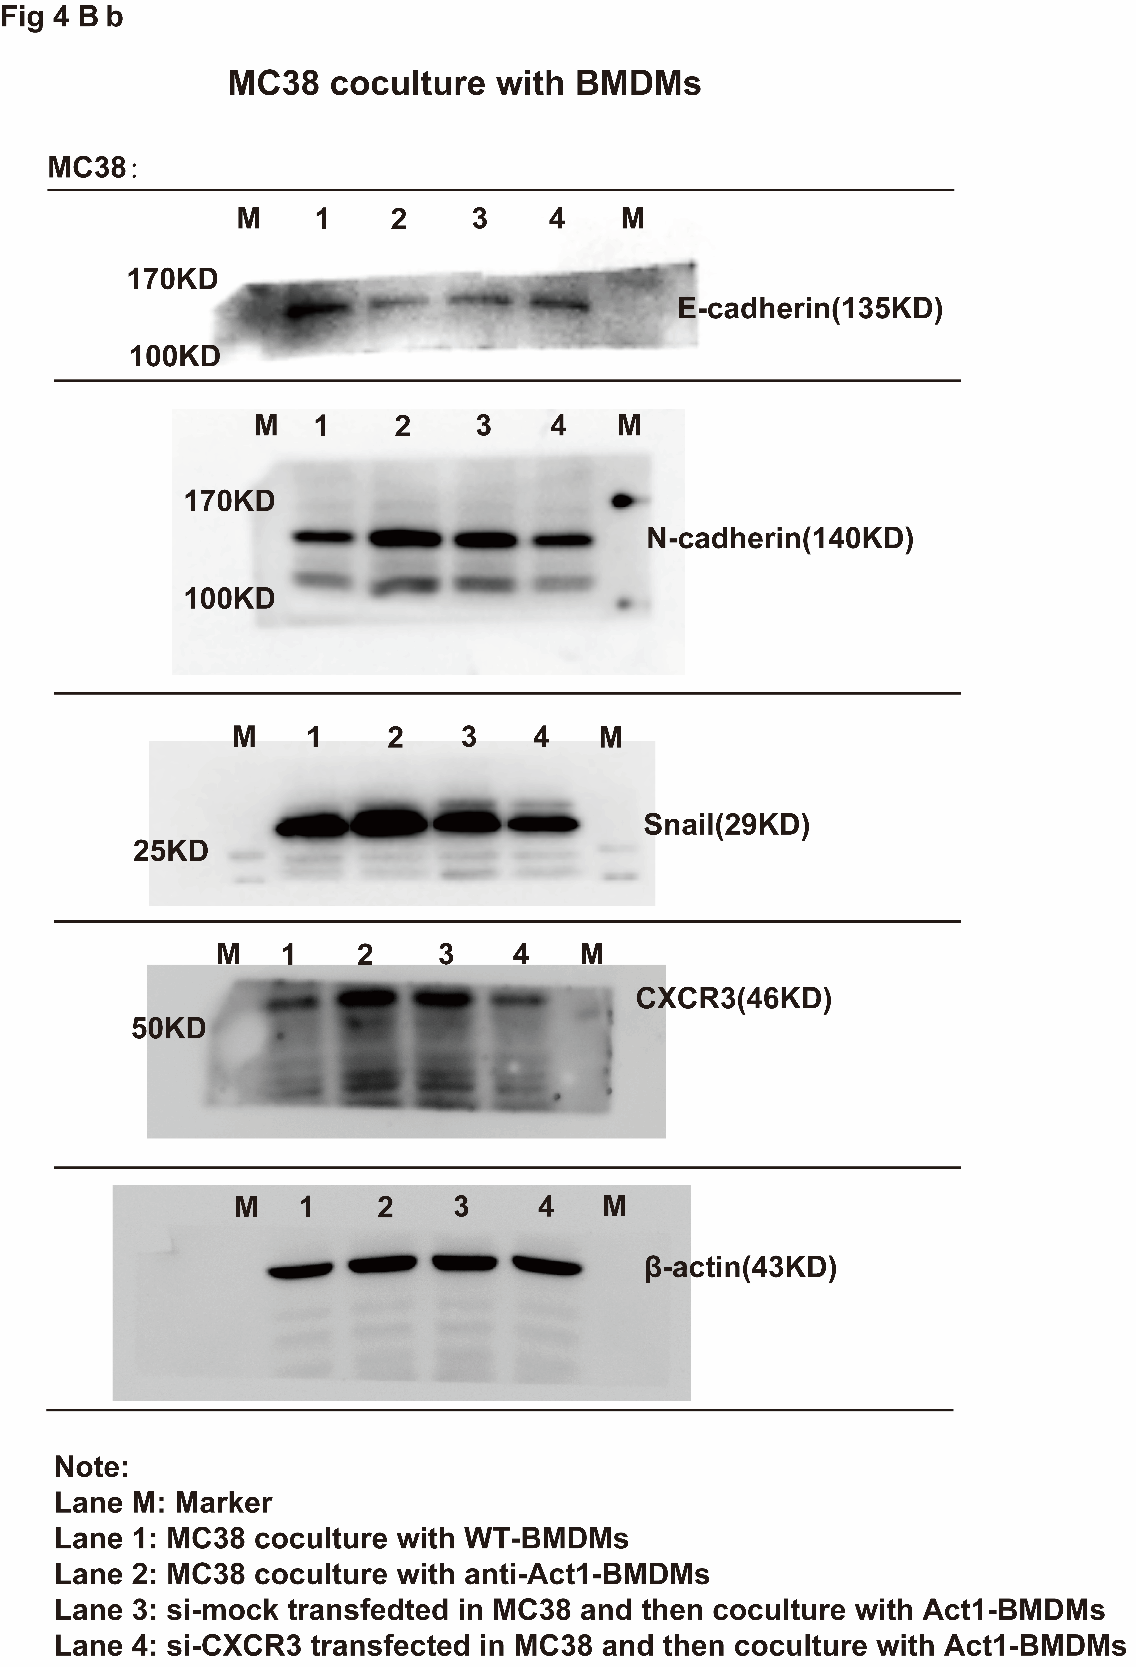

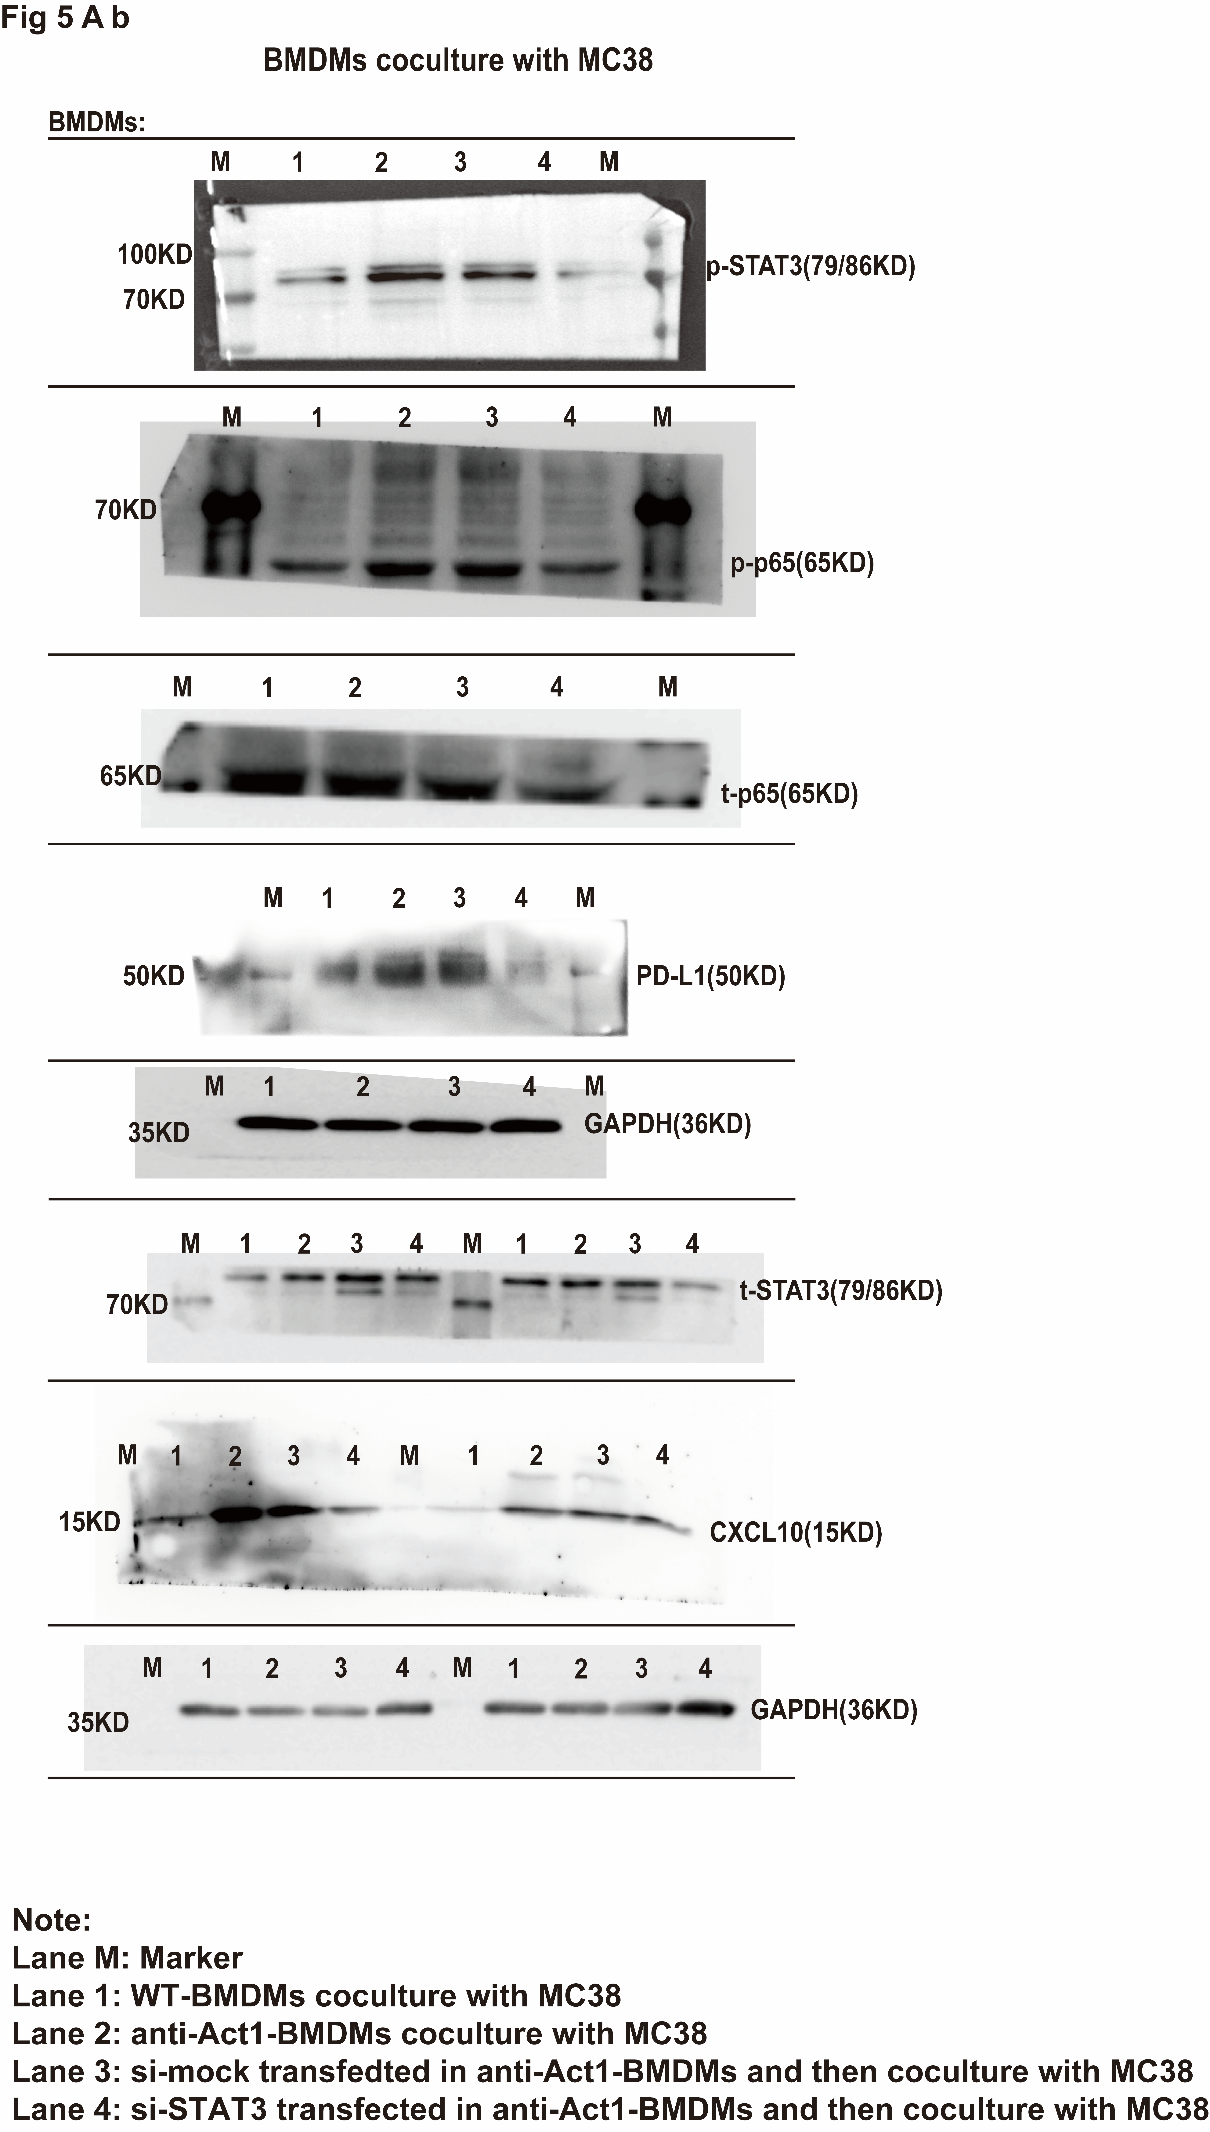

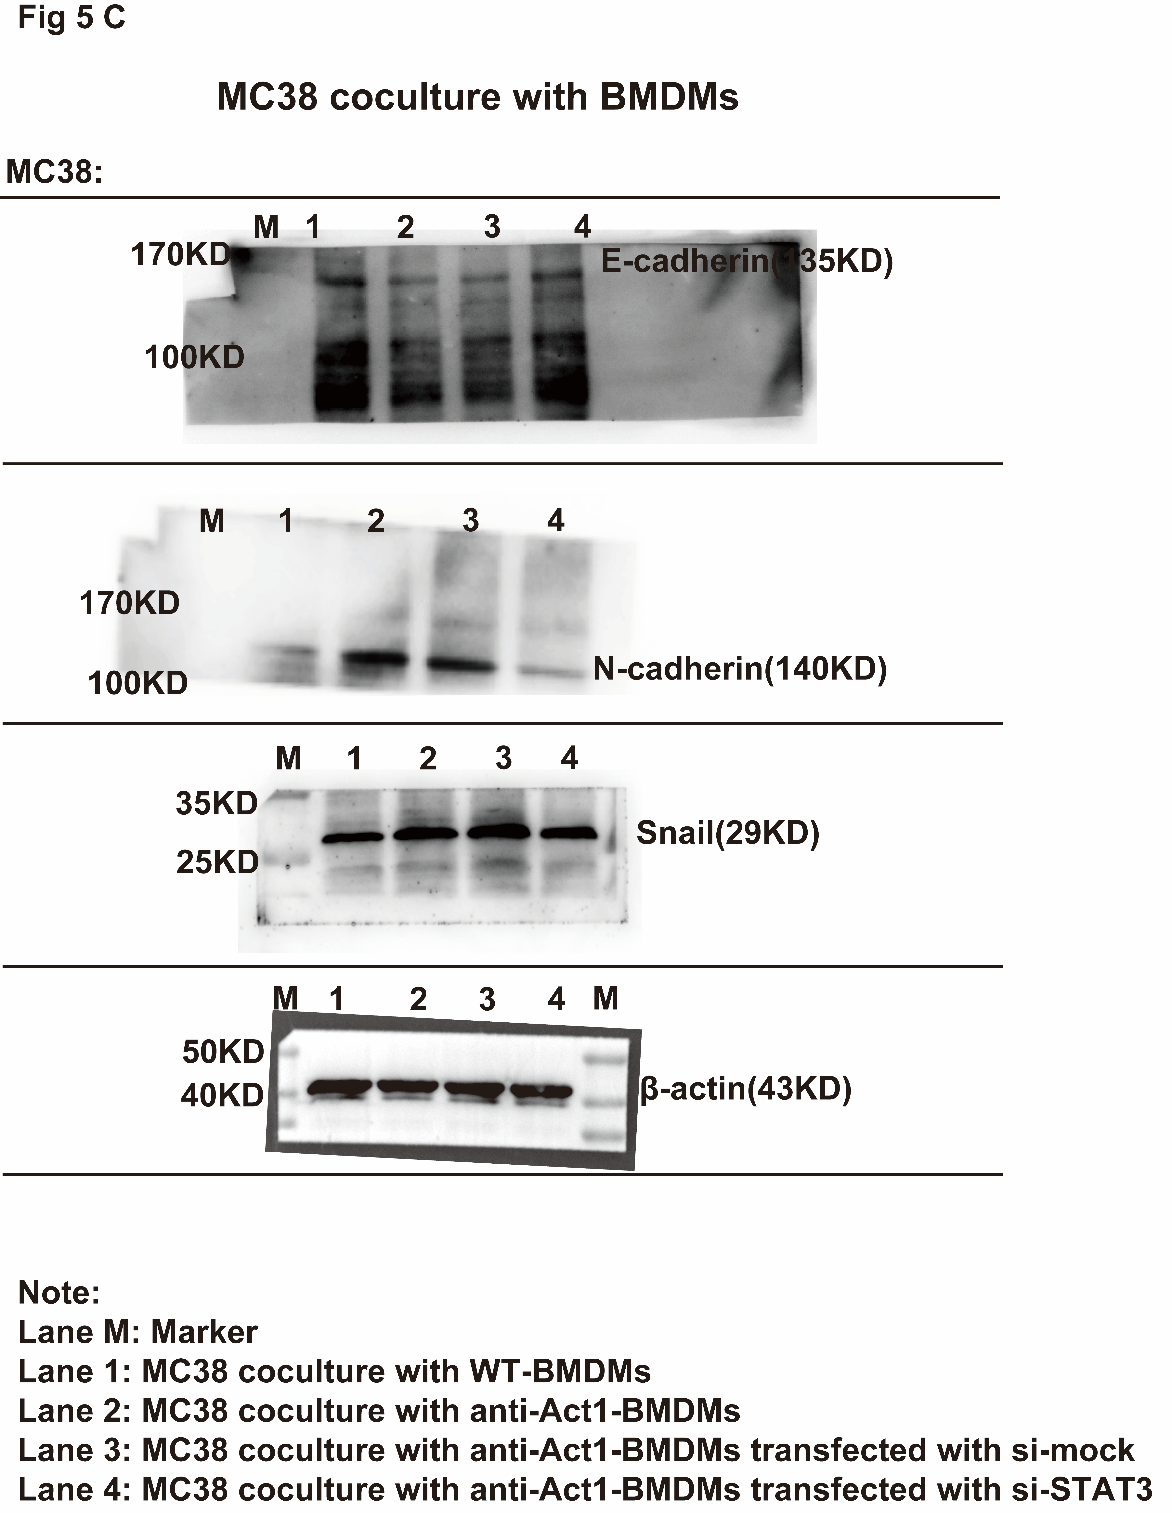

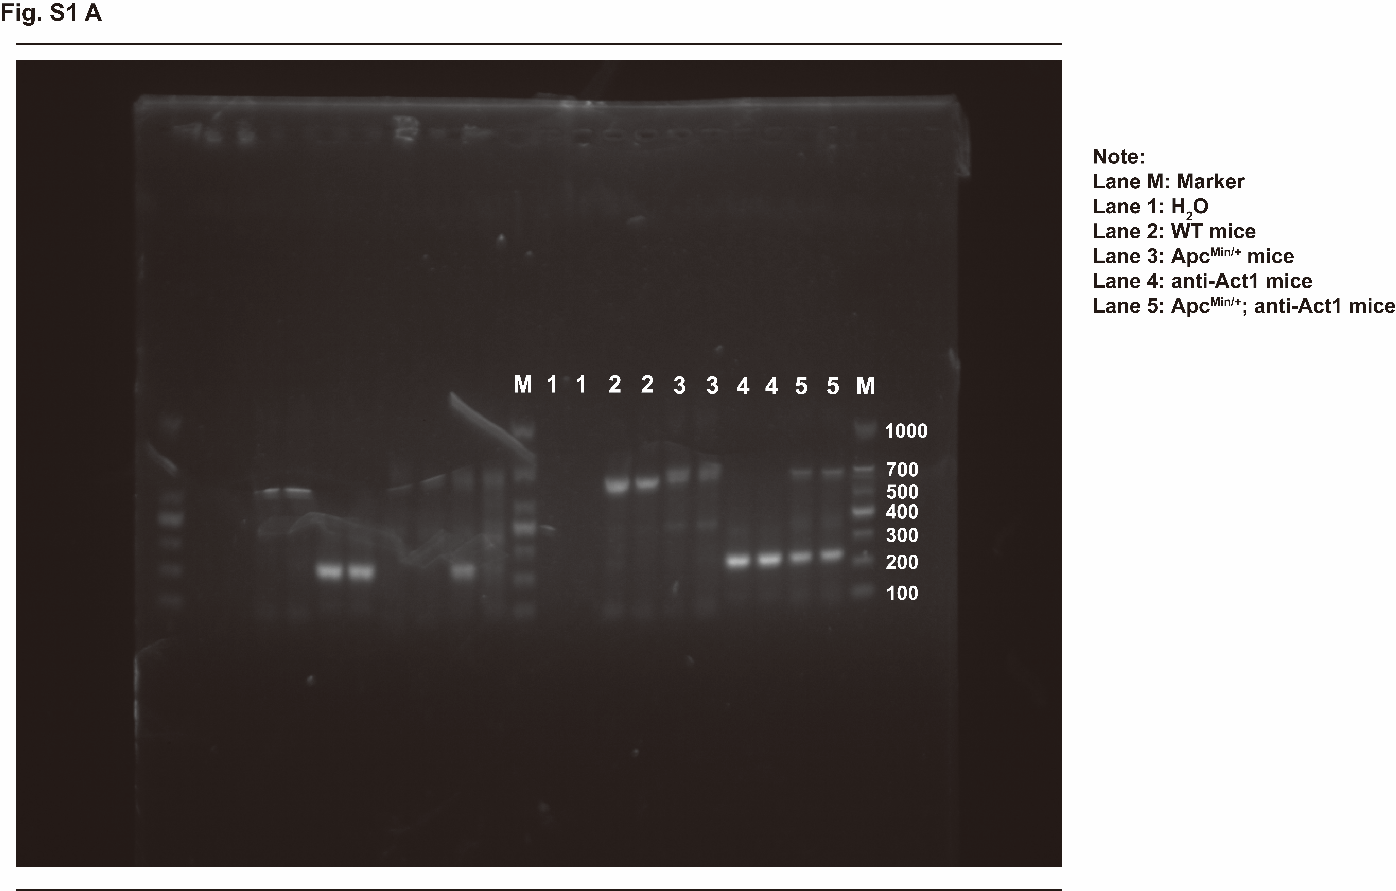

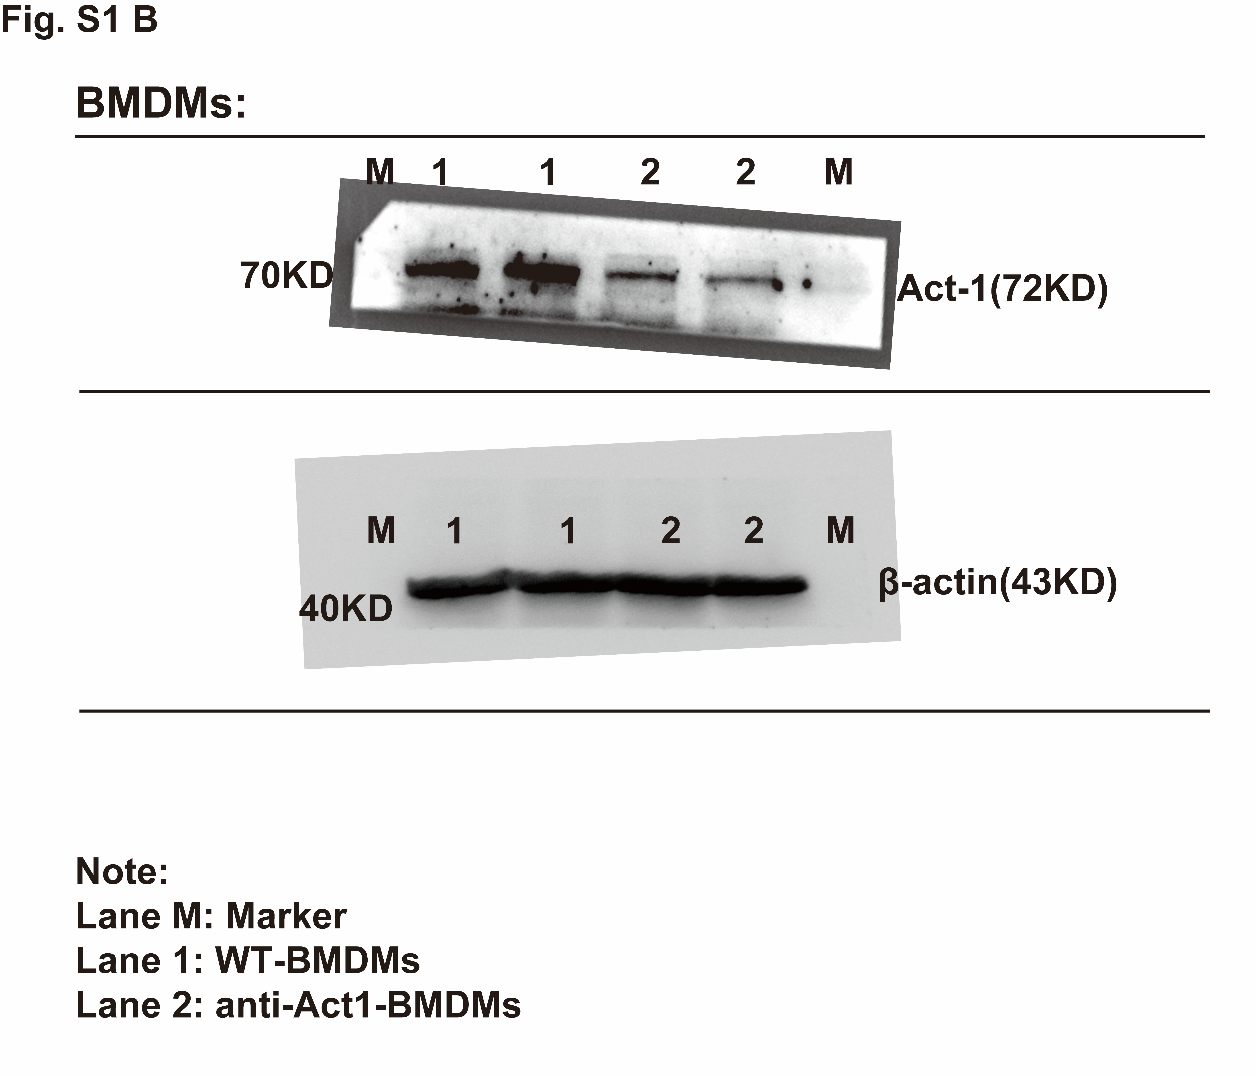

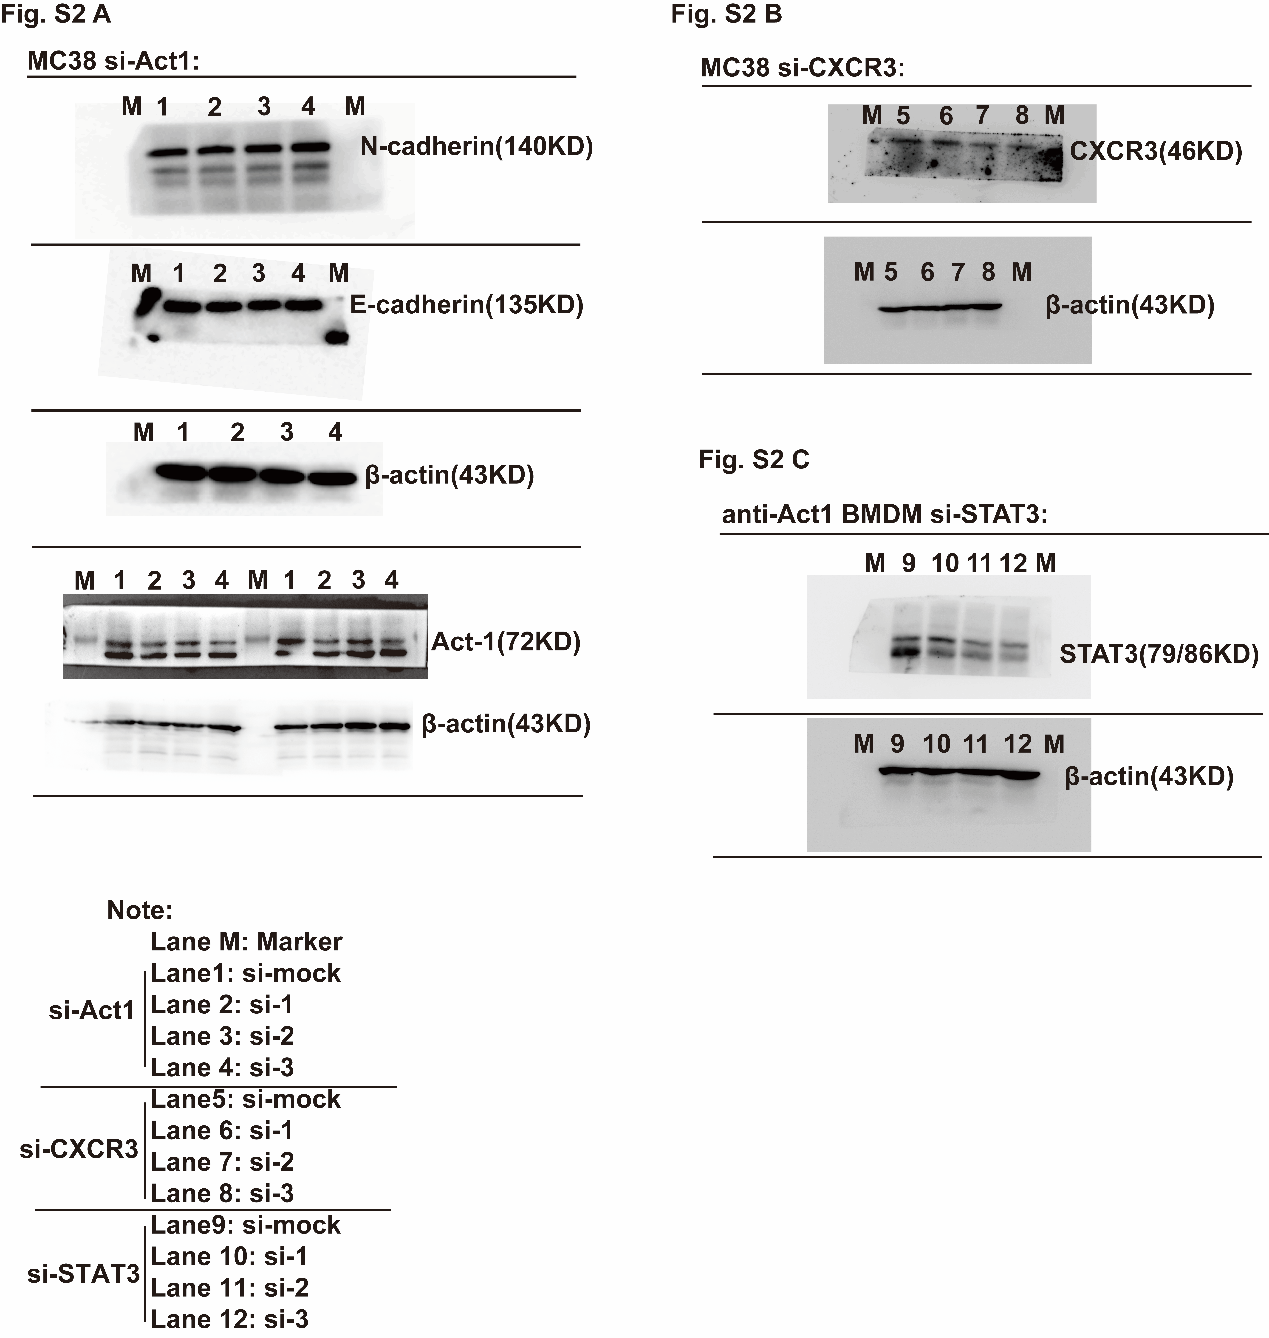

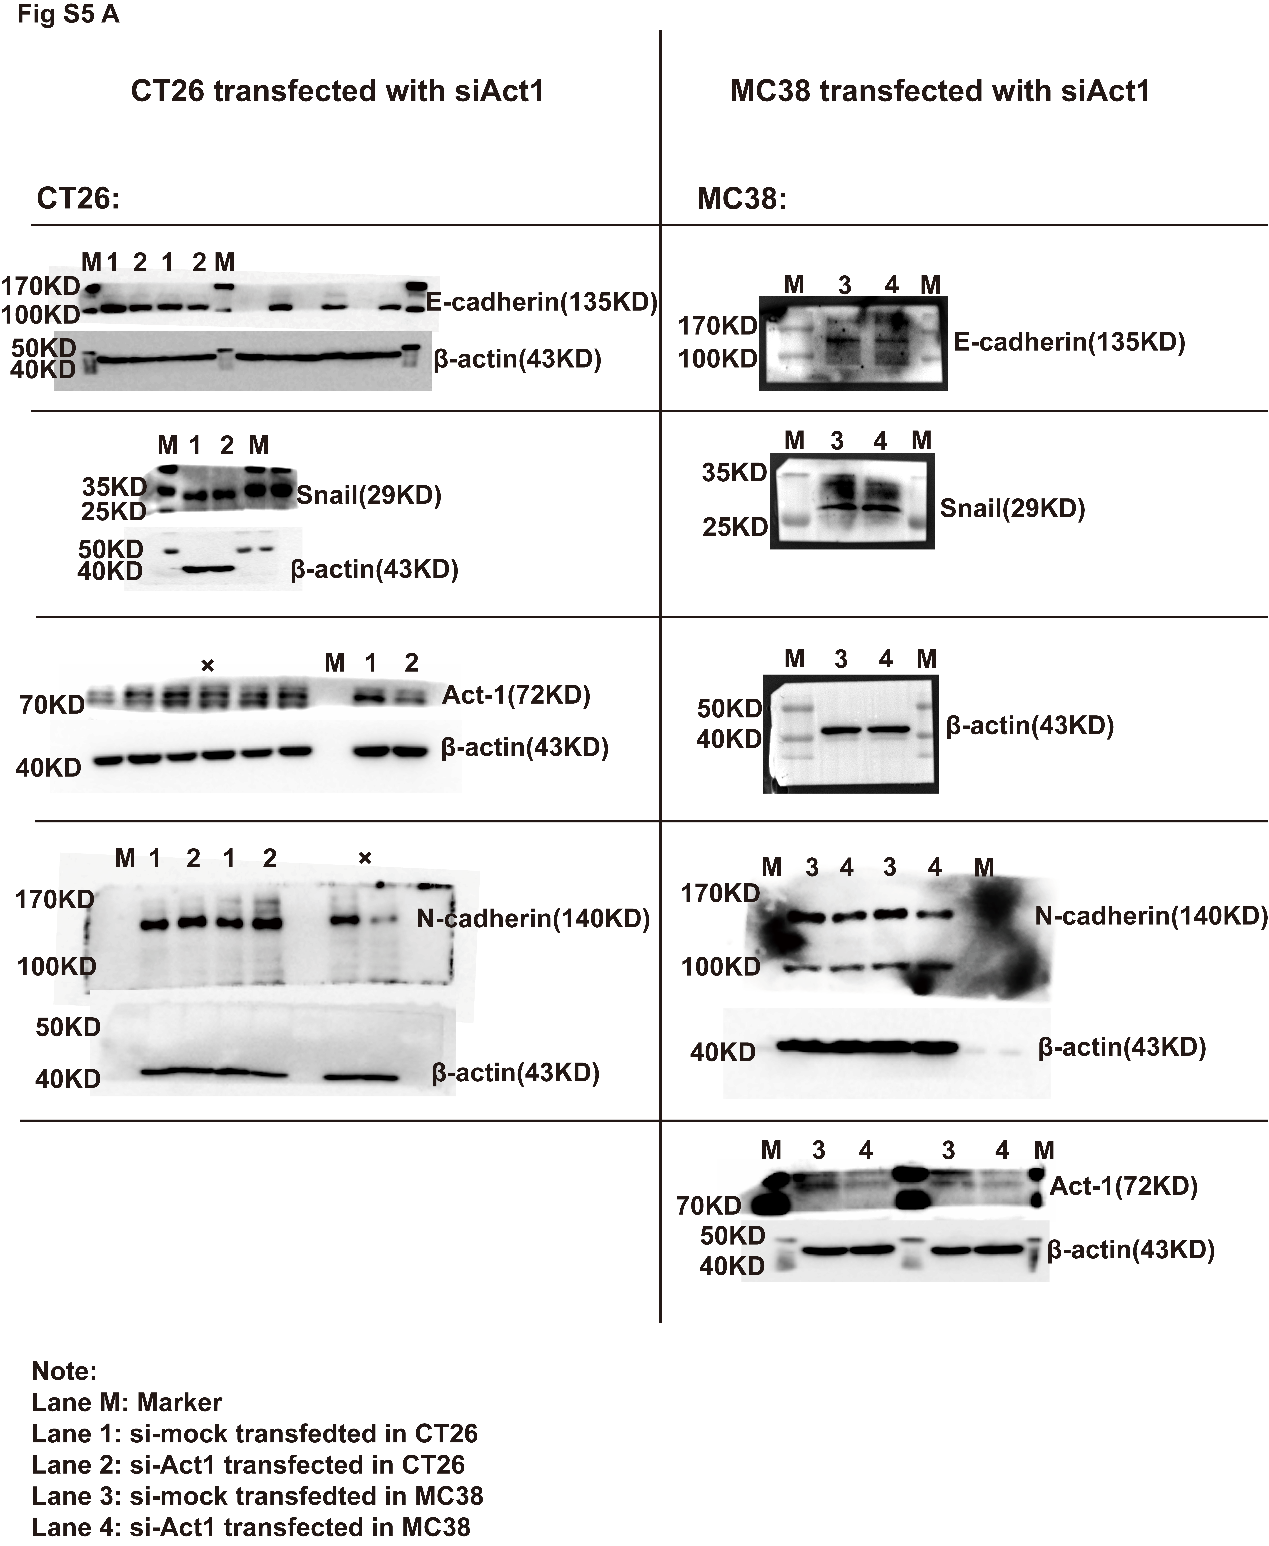

**Supplement:** Supplementary file 5 — Additional file 5. Imagesof the original blot.

How the deposited data were processed for this re-analysis (not part of the article)

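RNA sequencing of bone-marrow-derived macrophages cocultured with MC38 cells was analysed in 4 libraries, 2 labelled WT and 2 labelled anti-Act1. The paper gives mice of 8 to 10 weeks and 24 h of coculture, and the sample labels give 8 weeks and 48 h. The authors removed reads with adapters, unknown bases or low quality and aligned the pairs of 150 bp reads with TopHat to a genome whose build the paper's text does not name. They deposited the reads counted on each gene as whole counts without normalization; the annotation and the counting program are not named in the paper's text. They also deposited FPKM values, which equal these counts divided by a gene length and by the column total of the count table, and whose gene lengths were recovered from the pair of tables. The methods section of the paper names DESeq2 with an adjusted p under 0.05 and GSEA.

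The count table holds 21878 genes, 6383 of them at 0 in all libraries. A spreadsheet had turned 27 gene names into dates, and 2 names stood on 2 lines each; these stayed in the tests under the name given, and the 4 lines with a repeated name have no FPKM here. RefSeq (GRCm38.p6) was used only for chromosomes, neighbouring genes and Entrez identifiers, with 20461 symbols matched, and GENCODE M21 only for GC content, with 20639 matched. Genes of near-identical families, overlapping genes and genes with an antisense transcript are uncertain, because the authors' counting could have split or shared their reads. Each library had 55435063 to 75062945 counts. The limit that a count of 0 allows was set at 3 counts, and a fold against a group whose libraries all had at most 3 counts is given as a lower bound. That bound sets the group at 3 counts and allows for no error in the other group. These limits cover counting error only.

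The main comparison used edgeR 4.0.16 (R 4.3.3) with TMM normalization, filterByExpr, a model of condition only and the two-sided quasi-likelihood F test (glmQLFit, glmQLFTest) with Benjamini-Hochberg adjustment over the 12494 genes tested. CPM are counts scaled to the library total after TMM normalization. Standard errors come from the same model. For Cxcl9 and Ido1, which the filter left out, the log2 ratio of mean CPM with 0.01 added is given without a test. The genes named in the text are Traf3ip2, the genes of Fig. 3D (c) and Fig. 3E, the cytokines listed in the discussion, Stat3, Rela, Nfkb1, Cxcr3 and Pdcd1lg2, and the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05, a mean of at least 1 CPM and no overlap between groups; members of a list may be named with it. This rule, the tests and the first set of alternatives were fixed before the data were examined. Cxcl11 was not analysed here, and not every gene under this rule is reported here.

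Hand-written lists of IFNα targets, IFNγ targets, IL6-STAT3 targets, TNFα-NF-κB targets and IL-1R signalling genes were tested with camera (limma 3.58.1, preset correlation 0.01, Benjamini-Hochberg over the 5 lists). The mouse Reactome collection shipped with fgsea 1.28.0 holds 1457 sets, of which 816 had 10 to 300 genes among the 11940 tested genes with an Entrez identifier. Alternatives for the lists were camera with the correlation estimated from the libraries, fry, pre-ranked fgsea (10000 permutations), the lists without the genes of Fig. 3D, the replicate block, DESeq2's size factors and a count minimum of 10. Marker lists for macrophages, the cell cycle, epithelial tumour cells, fibroblasts, neutrophils, T cells, B cells, dendritic cells, mast cells with basophils, erythroid cells and Y-linked genes were written before the files were read.

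Gene-level alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, no composition normalization, no filter, at least 10 counts in every library, the replicate number as a block, a gene-length trend removed by loess (span 0.3), a minimum absolute log2 fold change of 1, limma with a trend on log2 of the deposited FPKM plus 1 or plus 0.1 (FPKM of at least 1 in 2 libraries), the same without a filter, and each library left out in turn. Added after the data were seen were counts divided by 2, counts thinned to the smallest total, a GC trend removed (12068 tested genes had a value) and the genes of X and Y left out. Matches of Lars2 transcripts were sought with blastn 2.17.0. Neighbouring genes were compared with 10000 shuffles of gene positions.

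All tests were run on simulated counts with 200 changed genes. These had an absolute log2 fold change of at least 1, at a dispersion of 0.01, and genes were drawn independently. Only 249 of the 2586 real calls reached that size. The rates below therefore do not cover smaller changes or correlated genes. EdgeR called 183 of them (91.5%) and 3 unchanged genes among 12372 tested, DESeq2 called 175 and 5 unchanged among 12494, and limma called 183 and 2 unchanged among 12494. All 4 set tests called the set of changed genes and 0 called a set of random genes. Western blots, RT-qPCR and patient data of the paper were not analysed here.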

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

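The genes of this part are signals outside those the paper discusses, and every direction rests on the labels of the libraries. The tests of Y-linked genes and of Lars2 were set after the rises and falls were listed and before the values they measure were seen, and the tests of a chromosome segment and of neighbouring genes were chosen only after the result was seen.

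Genes of the Y chromosome were the largest falls of the comparison. Ddx3y, Eif2s3y, Uty and Kdm5d were at least 1795-fold, 1359-fold, 739.8-fold and 681.8-fold lower in the libraries labelled anti-Act1, where 3 of them had 0 counts in both libraries and Eif2s3y had 1 count in one. The 4 genes kept an adjusted p under 0.05 in all 12 alternatives that gave them one. Counts that high in every library labelled WT and near 0 in both others argue against a difference in depth, since the smallest and largest totals were 55435063 and 75062945. If the libraries labelled WT came from male mice and those labelled anti-Act1 from female mice, X-linked genes that escape X inactivation should all be higher in the latter. This held for 3 of 4 such genes with an edgeR adjusted p under 0.05 (Kdm6a, log2 fold change 0.52; Eif2s3x, 0.60; Kdm5c, 0.35), while Ddx3x had −0.10 (edgeR adjusted p = 0.202). Loss of the Y chromosome in culture would leave these genes unchanged, and their median log2 fold change was 0.4356, but the genotype may also raise them. Sex of the mice and loss of the Y chromosome therefore cannot be told apart with these libraries, and if the mice differed in sex, it is confounded with the genotype label. Xist, the X inactivation gene, was not found by name among the 21878 genes listed, so it could not be analysed here.

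Lars2, the gene of the mitochondrial leucyl-tRNA synthetase, was at 112 and 78.2 CPM in the libraries labelled WT and at 1427 and 1185 CPM in those labelled anti-Act1, a log2 fold change of 3.78 (edgeR adjusted p = 2.22e-35). Its change was 3.71 to 3.81 over 14 alternatives, which include the removal of length and GC trends. A rise of mitochondrial translation genes together is argued against by the other 16 mitochondrial synthetases, whose median log2 fold change was −0.05368, with 0 of them past the threshold and the highest at 0.34. Ribosomal RNA counted on Lars2 was tested by matching its transcripts to 356 annotated ribosomal RNA transcripts, with 0 matches. One Lars2 transcript shares a stretch with Gm15564 and AA474408, which are not annotated as ribosomal RNA, others match many transcripts, and the annotation holds few ribosomal repeats, so reads from another transcript on Lars2 and a change in Lars2 itself cannot be told apart.

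Sema3c, H2-M2 and Marco had log2 fold changes of 2.65, 2.43 and 2.18, and Slc15a2 of −3.37, each with an edgeR adjusted p under 0.05 and no overlap between the groups. They kept these calls in every alternative that gave a value. Sema3c had 22 and 28 against 157 and 106 counts, Marco 37 and 45 against 161 and 147, and Slc15a2 467 and 601 against 47 and 38. With limma on log2(FPKM + 1), the change was 0.84 for Marco and −1.55 for Slc15a2, and without a filter it was 0.43 for Sema3c, where the pseudocount shrinks changes of low values. Differences in depth, gene length and GC content between the groups were tested on all calls and are argued against by the values given under other observations. H2-M2 belongs to the MHC family, so reads shared with its copies were not excluded. A chromosome segment of another mouse strain, carried along with the transgene, would place the genes with an adjusted p under 0.05 mostly on its chromosome. Of the 2493 such genes placed on the autosomes or X, the chromosome with most held 8.584%, which argues against a linked segment as the whole cause. There were 14 pairs of adjacent genes with an absolute log2 fold change of at least 1, against 4.76 ± 2.17 (mean and SD) in 10000 shuffles (permutation test, one-sided, p = 4.0e-04), on 10 chromosomes and with opposite signs in 5 pairs. Pairs such as Cxcl1 with Cxcl3, Orm1 with Orm3 and H2-Q6 with H2-Q7 are neighbouring members of families. Others are not, such as Dmwd with Dmpk, Pbk with Esco2, Lox with Sncaip, Cobll1 with Galnt3, Cav1 with Met and Dixdc1 with Cryab. Families therefore do not account for all the pairs, and why there were more than in the shuffles was not tested. A biological effect of the genotype stays open and was not tested.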

How the results depend on the processing

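The alternatives with counts divided by 2, counts thinned, the GC trend removed and X and Y genes left out were chosen after seeing the data. All directions rest on the labels of the libraries.

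The number of genes with an adjusted p under 0.05, 2586 in the main analysis, lay between 1961 and 2868 in all alternatives but 2. Limma on log2(FPKM + 1) without a filter gave 1091 genes (582 higher, 509 lower), and a minimum absolute log2 fold change of 1 left 249 (161 higher, 88 lower) by its construction. With limma on log2(FPKM + 0.1), 908 genes were higher and 1053 lower, and on log2(FPKM + 1) 913 were higher and 1057 lower. Fewer calls were thus higher than lower, unlike in the main analysis. Both tested 10168 genes instead of 12494. FPKM also lack composition normalization, and edgeR without it moved the same way, with 43.9% of the calls higher instead of 52.8%. Limma on log2(FPKM + 1) without a filter lacks it too but had more calls higher than lower, so the cause stays open. Of the 2586 genes, 2317 were also called without composition normalization, 2220 with the length trend removed and 1954 with DESeq2, all in the same direction.

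Of the 41 genes of Fig. 3D, 33 to 39 were called in the alternatives other than the fold minimum, which left 14. The median log2 fold change of the tested genes, 0.70, stayed above 0 in all of them. It was 0.67 without composition normalization, 0.60 with at least 10 counts in every library, 0.67 with the length trend removed, 0.62 with counts divided by 2 and 0.67 with thinned counts. With limma it was 0.49 on log2(FPKM + 1), 0.56 on log2(FPKM + 0.1) and 0.40 without a filter. No composition normalization and the removed length trend tested 39 genes of the list, as the main analysis did. The other alternatives named here test other genes of the list or shrink low values. The cause was not tested further for any of them. With each library left out it was 0.64 to 0.72.

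The lists of IFNα, IFNγ and TNFα-NF-κB targets kept their direction and an adjusted p under 0.05 in all 11 alternatives that test them. The IL6-STAT3 list (median 0.13) and the IL-1R list (median 0.0520) were past the threshold in 9 of 11. With the correlation estimated from the libraries their adjusted p was 0.0667 and 0.0608. Without the genes of Fig. 3D their medians were −0.0292 and −0.0261 (adjusted p = 0.712 for both). The genes left out were chosen on these libraries and were all higher, which lowers a list by construction, so this does not show what the calls rest on. With each library left out, the medians were 0.23 to 0.24 (IFNα), 0.29 to 0.33 (IFNγ), 0.20 to 0.23 (TNFα-NF-κB), 0.10 to 0.15 (IL6-STAT3) and 0.0150 to 0.0826 (IL-1R, lowest without anti-Act1 replicate 1). The number of Reactome sets past the threshold, 19 with camera, was 0 with an estimated correlation (6 at an unadjusted p under 0.05) and 0 with fry (255 unadjusted), and 28 with fgsea, 14 of them shared. The cause was not tested.

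Traf3ip2 was not called in any of 14 alternatives (log2 fold change 0.18 to 0.28, adjusted p 0.0985 to 0.386), and was 0.11 to 0.41 with each library left out. Arg1, Cd274 and Cxcl10 kept their calls in all 14 alternatives, and Il6 in all 9 that gave an adjusted p. With counts divided by 2, Il6 had too few counts for the test. With each library left out, the log2 fold change was 2.25 to 3.42 for Il6, 0.0822 to 1.20 for Cxcl9, 1.39 to 1.67 for Cxcl10 and 0.87 to 2.17 for Ido1. With each library left out, Rela lay between −0.0811 and 0.0480, the latter without WT replicate 1, which changed its sign. Pdcd1lg2 (0.10, with 25 to 50 counts per library) lay between −0.34 and 0.42, and it changed sign to −0.08 without WT replicate 1 and to −0.34 without anti-Act1 replicate 1. For the other single genes, 21 values of 9 genes lost their call in the first set of alternatives and 448 did not change, and 1 lost it and 187 did not change in those added. With each library left out, 31 values of 19 single genes moved by more than the spread between replicates and 162 did not.

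The replicate numbers are shared by the groups but mark no common animal or day. Deviations of same-numbered libraries from their group means had r = −0.03 (Spearman's rho −0.08) across 12494 genes, which are not independent replicates. With the replicate number as a block, 2406 genes were called, 2367 of them among the 2586, 38 of the genes of Fig. 3D were called, and the 5 pathway lists kept their calls.

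DESeq2 gave no adjusted p for 3305 genes, 5 of them of Fig. 3D, so these have no value there. Cxcl9 and Ido1 were not called in the 2 alternatives that gave them an adjusted p over all genes (adjusted p 0.581 to 0.778 and 0.237 to 0.328).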

Differences from the paper's values

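The values of Fig. 3E come from RT-qPCR, and the paper's text does not state whether it used the same cultures as the libraries, so each pair compares a ratio of bar heights with a fold change in RNA sequencing. Which group is higher rests on the labels of the libraries.

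For Cxcl9, the paper's fold was about 3.5 in Fig. 3E, read by eye, and the ratio of mean CPM here was 1.45. None of the 6 alternatives set before the data were examined that gave a value closed the gap, with folds of 1.02 to 2.3. Cxcl9 had 10 and 5 against 9 and 10 counts, and the gap was not tested against the noise of such low counts. For Cxcl10, the paper's fold was about 1.7 in Fig. 3E, read by eye, and the fold here was 2.86. With limma on log2(FPKM + 1), with and without a filter on low values, it was 2.36, within 1.5 times the paper's value; the other 12 of the 14 alternatives set before the data were examined did not close the gap, with folds of up to 3.17. For Il6, the paper's fold was about 3.3 in Fig. 3E, read by eye, and the fold here was 6.77. Without WT replicate 2 it was 4.75, which closed the gap, and the other 9 of the 10 alternatives set before the data were examined did not, with folds of 1.22 to 10.7. Il6 had 4 and 2 counts in the libraries labelled WT, and its log2 fold change of 2.76 had an SE of 0.91. This gap is therefore not shown to exceed counting noise. For Cd274, the paper's fold for PD-L1 was about 2.7 in Fig. 3E, read by eye, and the fold here was 1.49. None of the 14 alternatives set before the data were examined closed the gap, with folds of 1.46 to 1.52. Arg1 and Ido1 were not counted as differing. The paper's fold for Arg1, read by eye, was about 2.1, and the fold here was 1.55, without a difference in all 14 alternatives. Those for Ido1 were about 1.7 and 3.17, with an SD of 2.22 between replicates, and 5 of 6 alternatives did not differ either.

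The paper names Cxcl9 among the cytokines raised in these libraries, and its heatmap in Fig. 3D (c) shows Cxcl9 and Ido1 higher in anti-Act1 macrophages. Here Cxcl9 had 10 and 5 counts in the libraries labelled WT and 9 and 10 in those labelled anti-Act1, and Ido1 had 4 and 4 against 7 and 16. No alternative called either gene, also when adjusted over the list of Fig. 3D alone. The paper reports Act1 as reduced in macrophages of anti-Act1 mice (Figure S1B). The transcript of its gene, Traf3ip2, had a log2 fold change of 0.27 (edgeR adjusted p = 0.117) and was called lower in none of 14 alternatives.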

Other observations

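Of the tests in this part, those of thinned counts, of exchanged labels and of the share of macrophages were chosen only after the result was seen, and so was the count of neutrophil markers used for other marrow cells.

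Several technical explanations were tested for the 2586 genes with an edgeR adjusted p under 0.05 between the libraries labelled anti-Act1 and WT. The 3 ways to split the 4 libraries into 2 and 2 gave 2586 genes for the real split and 0 for each of the other two, so 1 of 3 splits gave a result as large, and a share under 0.05 is not possible with 4 libraries. After every library was thinned to the smallest total, 92.97% of the calls that could be tested were kept, which argues against the deeper sequencing of both libraries labelled WT as the whole cause. Removing the trend with gene length kept 85.85% of the calls, and removing the trend with GC content kept 96.79%, which argues against both as the whole cause. The 10 genes with the most counts took 13.4% to 13.9% of each library. Groups did not overlap for 7135 genes (57.1% of those tested), where chance gives 33.3%. Replicates differed by more than sampling noise, with a chi-square of 10.4 per degree of freedom in the libraries labelled WT and 7.22 in those labelled anti-Act1, which the model's variance between replicates covers.

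MC38 cells carried into the macrophage RNA would bring epithelial transcripts. The highest value of an epithelial marker in any library was 0.4489 CPM, which argues against this source. Other marrow cells would bring their markers together. Of 11 neutrophil markers tested, 4 were lower in the libraries labelled anti-Act1 with an edgeR adjusted p under 0.05 (S100a9, Ngp, Ltf and Retnlg) and 2 were higher (Mmp9 and S100a8), so they moved apart. Mmp8 was at 526 CPM in the libraries labelled WT and 533 CPM in the others, so the list may not be specific to neutrophils here. A change in residual neutrophils was therefore not excluded. The sex of the mice may contribute to the calls. Of these, 2506 were not placed on X or Y, a number that includes genes without a known chromosome. If the groups differed in sex, its effect on these 2506 genes and that of the genotype cannot be told apart. On the X chromosome 20.8% of tested genes were called, and 20.9% on the autosomes, with median log2 fold changes of −0.0385 and −0.00381.

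Macrophage markers were lower as a list in the libraries labelled anti-Act1, with a median log2 fold change of −0.21 over 12 genes (camera adjusted p = 4.08e-06 over 10 lists), 6 called lower and 1 higher. Mrc1 had −0.63, C1qa −0.46, Mertk −0.40 and Itgam −0.31, while Csf1r, Cd68 and Adgre1 were not called. A lower share of macrophages would raise the markers of other cell types alike. Of 30 such markers tested, 5 were called lower and 4 higher, which argues against it, and a change in the state of the macrophages was not tested. Cell-cycle genes had a median of −0.23 over 29 genes (camera adjusted p = 0.0367). Past no threshold were the markers of fibroblasts (median 0.54 over 3 genes, camera adjusted p = 0.668), T cells (0.09 over 4, 0.845), dendritic cells (−0.13 over 8, 0.939) and neutrophils (0.02 over 11, 0.868). B cells had 2 tested markers, epithelial and erythroid cells 1 each and mast cells with basophils 0, too few for a list test. Some of these markers, such as Mmp8, Cd28 and Cd74, were abundant in every library.

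Traf3ip2 was not lower in the libraries labelled anti-Act1. If the labels of the groups had been exchanged, it should be lower in the libraries labelled WT beyond the threshold. Its edgeR adjusted p was 0.1172 in that direction, so exchanged labels, and a knockdown that acts on the protein or is lost in culture, cannot be told apart. Reads of a transgene that holds Traf3ip2 sequence, if it does, could not be separated from those of the gene. No call of the other directions depends on this test, but each rests on the labels.

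Counts from 1 to 10 were even in 69.2% to 71.6% of cases in the 4 libraries. A candidate explanation is that both mates of a read pair were counted. The variance between replicates would then be about 2 times the counting error for genes with a sum of 4 to 20 counts, and it was 2.76 times in the libraries labelled WT and 2.48 times in those labelled anti-Act1 (mean 2.622). This is consistent with counted mates, although variation between cultures adds to the same value. The limits given for low counts would then be too narrow. With counts divided by 2, chosen after this was seen, 2646 genes were called. Il6, Ifnb1 and Il23a then had too few counts for the test, so their calls were not tested under this explanation.

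Cxcr3, whose protein the paper follows in the cancer cells, had a log2 fold change of −0.38 in these macrophages (SE 0.17, edgeR adjusted p = 0.117), with −0.20 without anti-Act1 replicate 1 and −0.57 without anti-Act1 replicate 2. Pdcd1lg2 had 0.10 (SE 0.41, edgeR adjusted p = 0.904).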
